# Remodeling of gene regulatory networks underlying thermogenic stimuli-induced adipose beiging

**DOI:** 10.1038/s42003-022-03531-5

**Published:** 2022-06-14

**Authors:** Seoyeon Lee, Abigail M. Benvie, Hui Gyu Park, Roman Spektor, Blaine Harlan, J. Thomas Brenna, Daniel C. Berry, Paul D. Soloway

**Keywords:** Fat metabolism, Chromatin remodelling

## Abstract

Beige adipocytes are induced by cold temperatures or β3-adrenergic receptor (Adrb3) agonists. They create heat through glucose and fatty acid (FA) oxidation, conferring metabolic benefits. The distinct and shared mechanisms by which these treatments induce beiging are unknown. Here, we perform single-nucleus assay for transposase-accessible chromatin sequencing (snATAC-seq) on adipose tissue from mice exposed to cold or an Adrb3 agonist to identify cellular and chromatin accessibility dynamics during beiging. Both stimuli induce chromatin remodeling that influence vascularization and inflammation in adipose. Beige adipocytes from cold-exposed mice have increased accessibility at genes regulating glycolytic processes, whereas Adrb3 activation increases cAMP responses. While both thermogenic stimuli increase accessibility at genes regulating thermogenesis, lipogenesis, and beige adipocyte development, the kinetics and magnitudes of the changes are distinct for the stimuli. Accessibility changes at lipogenic genes are linked to functional changes in lipid composition of adipose. Both stimuli tend to decrease the proportion of palmitic acids, a saturated FA in adipose. However, Adrb3 activation increases the proportion of monounsaturated FAs, whereas cold increases the proportion of polyunsaturated FAs. These findings reveal common and distinct mechanisms of cold and Adrb3 induced beige adipocyte biogenesis, and identify unique functional consequences of manipulating these pathways in vivo.

## Abstract (web summary)

Adipocyte beiging is a thermogenic response to cold exposure and b3-adrenergic receptor agonists, which exert their effects by distinct and common molecular mechanisms that control chromatin accessibility and lipid metabolism.

## Introduction

Adipose tissues have a central role in maintaining systemic energy homeostasis^1,2^. Specifically, white adipose tissue (WAT) is considered a key regulator of energy storage and distribution and regulates a myriad of local and distal metabolic responses^3^. In contrast, reducing the environmental temperature can recruit and activate brown adipose tissue (BAT) to dissipate stored energy as heat *via* non-shivering thermogenesis^1,2^. To accomplish thermogenesis, brown adipocytes contain specialized mitochondria that express a high level of uncoupling protein 1 (UCP1), which can disconnect the electron transport chain by collapsing the proton gradient, generating heat rather than chemical energy^1,2^. In addition to brown adipocytes, cold temperature exposure can produce brown-like fat cells within WAT depots^4^. These so-called beige or brite adipocytes resemble brown fat cells in that they consume glucose and fatty acids (FAs) to perform thermogenesis^1^. In addition to cold temperatures, several other stimuli such as β3-adrenergic receptor (Adrb3) agonists, and peroxisome proliferator activated receptor gamma (Pparg) agonists have been shown to promote beige adipocyte biogenesis^5–7^. Regardless of the beige adipocyte inducer, it appears that the activation of thermogenesis plays a critical role in shifting energy expenditure and mobilization of glucose and lipids from the blood. Additionally, identification and activation of human BAT have been linked to averting diet-induced weight gain and insulin resistance^2^. Thus, defining the cellular and transcriptional regulators of beige adipocyte formation under various beige fat-inducers could aid in developing targeted therapies to counteract metabolic disease.

Cold exposure stimulates the sympathetic nervous system to release norepinephrine, which activates adipose beiging through Ardb3^1^. Due to the importance of Adrb3 signaling, Adrb3 agonists are often interchangeably used with cold exposure to mimic cold stimulation of BAT^8,9^. Although the two stimuli share major pathway features, distinct effects of cold exposure and Adrb3 agonists on beiging have been reported^6^. Lineage tracing studies, genetic necessity tests, and pharmacological strategies have suggested that cold temperatures stimulate WAT resident perivascular adipocyte progenitor cells (APCs) to undergo *de novo* adipocyte formation^6,10^. However, compared to cold, it has been reported that Adrb3 activation stimulates pre-existing white adipocytes to convert into beige adipocytes^6^. The mechanisms underlying the emergence of beige adipocytes remain incompletely characterized. It is also unknown whether these mechanisms differ when cold or Adrb3 activation induces beiging. Moreover, of clinical relevance, the use of Adrb3 agonists is contraindicated due to off-target side-effects such as tachycardia and hypertension^11^. Yet recent efforts have identified a more selective Adrb3 agonist, mirabegron, which is clinically used to treat overactive bladder conditions, demonstrating clinical promise to improve metabolism in obese humans by stimulating beige fat formation but without the cardiometabolic effect^12^. However, beyond the understanding of different cellular sources to generate beige fat much remains about the cellular, molecular, and metabolic differences between cold temperature- and Adrb3-induced beige fat. Critically, understanding these differences would be essential for enhancing clinical care to foster metabolic fitness and promote white fat loss.

The resolving power of single-cell technologies have enabled the characterization of cellular heterogeneity, and their transcriptional and epigenomic states in complex tissues^13–15^. Recently, single-cell RNA-sequencing (scRNA-seq) and single-nucleus RNA-sequencing (snRNA-seq) were applied to characterize cell populations in mature adipocytes and/or the stromal vascular fraction (SVF) of adipose tissue^8,9,16–19^. While these studies have yielded tremendous insight into the transcriptomes of white and beige adipose tissues, only a few studies have attempted to discern differences between cold exposure and Adrb3 activation^18,20^. Revealing gene regulatory networks (GRNs) is of significant interest as the interplay of *trans*-acting regulatory factors and *cis*-acting regulatory elements likely control the emergence of beige adipocytes and their metabolic programs. Yet, despite the importance of chromatin states, adipose tissues are a poorly represented node in chromatin state datasets.

Here, we performed single-nucleus assay for transposase-accessible chromatin with high- throughput sequencing (snATAC-seq) on WAT collected across the beige adipogenic time course induced by cold exposure or CL-316,243 (CL), an Adrb3 agonist. We characterized GRNs for the beige adipogenic process and developmental trajectory of cellular changes accompanying adipose tissue beiging. A comparative analysis for commonality and heterogeneity of two thermogenic agents showed that cold temperatures increase gene accessibility regulating glycolytic processes, whereas Adrb3 activation increases cAMP responses. Moreover, while we observed changes in thermogenic, lipogenic, and beige fat development genes in response to cold and Adrb3 activation, these responses had unique kinetics and magnitudes. Interestingly, we observed changes in lipogenic genes that could be attributed to functional changes in WAT lipid composition. Both cold and CL increased FA elongation, but Adrb3 activation more induced the formation of monounsaturated FAs (MUFAs). Taken together, our analysis provides insights into mechanisms underlying beiging, and the shared and distinct effects of cold and Adrb3 activation on WAT.

## Results

### snATAC-seq reveals distinct cell types in inguinal adipose tissue

In order to understand the dynamic chromatin remodeling during adipose tissue beiging, we performed snATAC-seq of inguinal WAT (iWAT) from mice exposed to cold temperature (C; 6 °C) or treated with CL at room temperature (RT; 22 °C) for 0, 1, 3, or 7 days (Fig. 1a). 

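Inguinal WAT of 21 mice was measured, 3 in each of 7 groups. Mice of the day0RT group were kept at RT (22 °C) without treatment. Cold groups were housed at 6 °C, written as 6.5 °C in the sample labels, for 1, 3 or 7 days. CL, an agonist of the adrenergic receptor encoded by Adrb3, was given at 1 mg/kg per day at RT for the same times. In snATAC-seq a transposase cuts open chromatin, and combinations of barcodes mark the fragments of each nucleus. The authors aligned read pairs to mm10 (GRCm38) with Bowtie2, removed duplicates within each barcode, called peaks in each initial cluster with MACS2 and merged them. They removed nuclei with few reads, a low share of reads in peaks or a high Scrublet score, clustered the rest with Signac and gave each nucleus 1 of 12 cell types. The deposited matrix held counts for 189598 peaks in 32552 nuclei. Its values were 0 or 1, so that a sum over nuclei is the number of nuclei in which a peak was detected. Peaks were 200 to 3649 bp wide, with a median of 392 bp. Counts were summed for each mouse and cell type, and mice were the replicates in the tests of accessibility and of cell shares. Gene accessibility was the sum over the peaks that overlap the gene body or the 2 kb upstream of it, given as CPM (counts scaled to an equal library total) after TMM normalization. A fold change in accessibility is therefore one of detections in open chromatin, and no RNA was measured in these nuclei. Mice had 1111 to 2021 nuclei (median 1553) and 1340376 to 6916698 detections (median 2693754). The median total of a group ran from 1618471 after 1 day of CL to 4142099 after 3 days of cold. Groups were compared with the quasi-likelihood test of edgeR, and p-values were adjusted by Benjamini-Hochberg. The barcode index at bases 9 to 16 was drawn from 3 sets of 12 sequences, 1 set each for the RT, cold and CL groups, so that index set and treatment cannot be told apart. The index at bases 25 to 32 came from 3 sets of 8, 1 for each mouse number over all groups.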

Histological assessment showed both cold exposure and CL induced beige adipocyte formation in iWAT depots (Supplementary Fig. 1a). Nuclei from whole adipose tissues were used to obtain cell types in entire iWAT to overcome technical bias related to isolation of cells or SVF. A total of 32,552 cells passed quality control from seven groups (day0RT, day1C, day3C, day7C, day1CL, day3CL, and day7CL) and three individual mice for each group (Supplementary Fig. 2a–s). To identify the cell types, we performed dimensionality reduction and unsupervised clustering based on top 50% variable peaks using Signac^21,22^. This revealed 12 highly consistent cell clusters, visualized using Uniform Manifold Approximation and Projection (UMAP) (Fig. 1b). 

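In several classes of nuclei, the genes with the largest fold changes included genes of known function in that cell type. In adipocytes, Pck1, an enzyme of glyceroneogenesis, Lep, which encodes leptin, and Adrb3, the receptor for CL, were more accessible than in the mean of the other 11 classes, with log2 fold changes of 4.84 (SE 0.09), 4.66 (SE 0.08) and 4.62 (SE 0.09) over 21 mice. Scara5, a ferritin receptor of adipose progenitors, was higher by 4.30 (SE 0.11) in APC1. Ddr2, a collagen receptor, was higher by 4.15 (SE 0.12) in APC1 and by 3.99 (SE 0.13) in APC2. Zfp366, a regulator of dendritic cell differentiation, was higher by 4.11 (SE 0.13) in dendritic cells. Il2rb, a chain of the interleukin-2 receptor, was higher by 4.30 (SE 0.13) in CD8+ T cells and by 4.53 (SE 0.16) in the other T cell class. In VECs, Cd300lg, a receptor of capillary endothelium, was higher by 3.53 (SE 0.19). These genes are among the 10 with the largest fold change of their class and were chosen after their values were seen. Of 17104 genes tested, the number higher in a class at an adjusted p under 0.05 ran from 1482 in VECs to 9063 in adipocytes. The fit held the mouse as a block, with 348 VEC nuclei in 20 mice as the thinnest class but for 276 VSMC nuclei in 14 mice.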

We annotated clusters using differentially accessible genes, gene ontology (GO) analysis, cell type specific marker genes, transcription factor (TF) motif enrichment, and GREAT analysis (Fig. 1c and Supplementary Fig. 3a–e). We further confirmed that the annotation is consistent with the cell type identities predicted by publicly available adipose tissue scRNA-seq and snRNA-seq data with high correlation rates (Supplementary Fig. 3f, g). Adipocytes constitute about 90% of adipose tissue volume but comprise only 20% of total cells^23^. 

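White and beige adipocytes together made up 21.5% of all nuclei, 7004 of 32552. Of these, 5935 were white and 1069 beige. As a mean over mice, the adipocyte share was 13.1% ± 3.77 (SD, n = 3 mice) at day 0. In the cold it was 18.7% ± 9.45 (n = 3) at day 1, 23.7% ± 19.0 (n = 3) at day 3 and 19.4% ± 3.82 (n = 3) at day 7. With CL it was 22.0% ± 32 (n = 3), 38.4% ± 32 (n = 3) and 23.0% ± 4.31 (n = 3) on the same days. After 7 days of CL each mouse (18.2% to 26.7%) lay above every day 0 mouse (10.9% to 17.4%). The two-sided exact permutation p against day 0 ran from 0.1 there to 1, where 0.1 is the smallest that 3 mice against 3 allow, so this test could not pass in any group. The large SDs come from 3 mice (day3C replicate 1, day1CL replicate 3 and day3CL replicate 2) with 45.7% (95% confidence interval by the exact Clopper-Pearson method 43.2 to 48.2) to 75.1% (72.6 to 77.5) adipocytes and under 6% T cells. Adipocytes were 2.09% to 29.7% in the other 18 mice.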

In agreement with our expectation, we found an average of 22% of adipocytes in our snATAC-seq dataset (Supplementary Fig. 4a, b). 

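Immune cells were 72.8% of all nuclei (23687), and B cells alone were 36.8% (11967). CD8+ T cells were 13.7%, CD4+ T cells 11.5% and the other T cell class 4.95%. Macrophages were 3.78% and dendritic cells 2.08%. The 2 progenitor classes held 3.77% of nuclei (APC1 665 and APC2 562). The classes that the paper names vascular held 1.95% (VEC 351 and VSMC 283). As means over the 3 mice of a group, B cells ran from 32.4% after 3 days of CL to 39.2% after 7 days of cold. T cells of all classes ran from 19.5% after 3 days of CL to 35.3% at day 0. Lymphocytes are the main cells of the lymph node that lies in the inguinal depot. T cells were 24.3% to 44.3% in 18 mice and under 6% in day3C replicate 1, day1CL replicate 3 and day3CL replicate 2, so a share in these mice depends on their few T cells.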

The average proportion of other non-adipocyte cell types in our dataset was about 72% for immune cells, 3% for APCs, and 2% for stromal cells (Supplementary Fig. 4a).

**Fig. 1:**
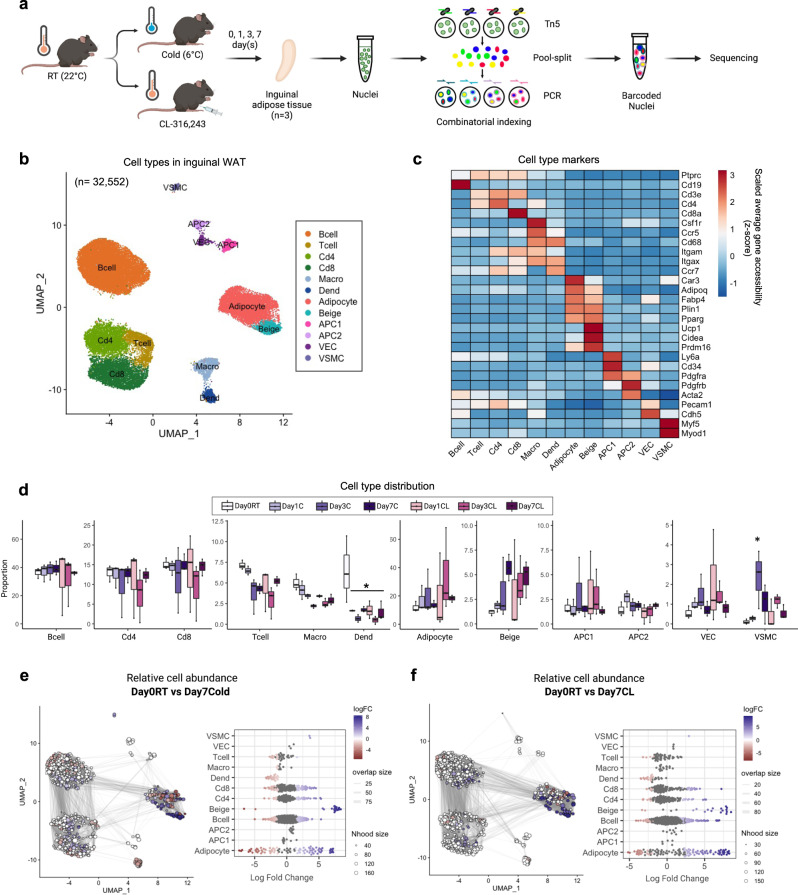
Cell type identification in inguinal white adipose tissue. **a** Schematic outline of the workflow. Two-month-old male C57BL/6 mice were exposed to cold (6 °C) or CL-316,243 (CL; 1 mg/kg/mouse/day) for 1, 3, or 7 days (*n* = 3 per group). Cartoons of mice and thermometers created with BioRender.com. Inguinal adipose tissues collected at day 0, 1, 3, and 7 after exposure was subjected to snATAC-seq.  **b** UMAP plot of 32,552 cells that passed quality control. Colors represent 12 different clusters determined by unbiased clustering. **c** Heatmap of normalized accessibility of cell-type marker genes. **d** Relative proportions of each cell type per group (*n* = 3 per group). *Adjusted *p*-value<0.05, ANOVA multiple comparisons test with Bonferroni’s post-hoc test was performed. **e**, **f** Milo analysis of cell neighborhood abundance changes in Day 0 RT *vs*. Day 7 cold **e**, or Day 7 CL **f** on UMAP plots. Size of points indicates the number of cells in a neighborhood; lines represent the number of cells shared between adjacent neighborhoods. Points are neighborhoods (Nhood), colored by the log fold differences at the two time points (FDR 10%). Beeswarm plots show the distribution of the log-fold in defined clusters. Macro Macrophage, Dend Dendritic cell, APC1 Adipocyte progenitor cell 1, APC2 Adipocyte progenitor cell 2, VEC Vascular endothelial cell, VSMC Vascular smooth muscle cell.

### Dynamic changes in adipocytes and identification of thermogenic beige adipocytes

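Dendritic cells, which present antigen to T cells, fell after 3 days of CL, from 6.52% ± 4.05 (SD, n = 3 mice) of nuclei at day 0 to 0.50% ± 0.47 (n = 3). This is a log2 fold change of -3.66 (SE 0.94, adjusted p = 0.0406 from edgeR), with 3 of 3 mice below every day 0 mouse. After 3 days of cold their log2 fold change was -3.20 (SE 0.91, adjusted p = 0.0549). The class named VSMC had a log2 fold change of 4.40 (SE 1.41, adjusted p = 0.10) after 3 days of cold. Beige adipocytes had 2.27 (SE 0.92, adjusted p = 0.246) after 7 days of cold and 2.00 (SE 0.91, adjusted p = 0.246) after 7 days of CL. Of 72 tests of 12 cell types in 6 groups against day 0, 1 passed the threshold and 11 had an unadjusted p under 0.05. DESeq2 called 3. With the replicate number as a block none passed, and the dendritic change was -3.49 (adjusted p = 0.0724). As a share of nuclei other than lymphocytes it was -3.82 (adjusted p = 0.0756), which did not pass either. The dendritic call was lost without any 1 of 13 mice, with log2 fold changes from -4.52 without day3CL replicate 3 to -3.10 without day0RT replicate 2. Without the 3 mice with few T cells, left out after seeing the data, 20 of the 72 passed, among them beige adipocytes after 7 days of cold (2.26, adjusted p = 0.00131).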

We analyzed the changes in cell abundance in response to cold and CL treatment in each cell type (Fig. 1d). However, the differential abundance testing of discrete clusters relies on predefined clusters and limits the ability to detect shifts in cell states within clusters. Thus, to further analyze the abundance changes caused by cold and CL treatment without relying on discrete clusters, we used Milo^24^ to assign cells to neighborhoods having similar cellular states. The neighborhoods around adipocytes showed the highest variation in the log2 fold changes of their UMAP coordinates after cold and CL treatment. This indicated, that adipocytes underwent especially dynamic changes in their responses to cold and CL relative to other cell types (Fig. 1e, f and Supplementary Fig. 4c–h).

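Pparg, the nuclear receptor that drives adipocyte differentiation, lies on chromosome 6 of GRCm38 from 115360951 to 115490399. Its accessibility was 787 ± 128 CPM (SD, n = 21 mice) in white adipocytes and 699 ± 197 CPM (n = 21) in beige adipocytes, against 9.61 ± 4.94 CPM (n = 21) in B cells. Against the mean of the other classes these are log2 fold changes of 3.46 (SE 0.06, adjusted p = 6.04e-207) and 3.33 (SE 0.07, adjusted p = 3.43e-156). Macrophages had 134 ± 65.8 CPM (n = 21). Plin1, which coats the lipid droplet, was higher by 3.39 (SE 0.06) in white and 3.37 (SE 0.09) in beige adipocytes. Adipoq, which encodes the hormone adiponectin, was higher by 2.37 (SE 0.07) and 2.03 (SE 0.12). All 6 genes of the adipocyte marker list passed in both classes, with median log2 fold changes of 3.55 and 3.35.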

Mature adipocyte populations have high accessibility at the *Pparg* gene and differentially accessible peaks in these cells are enriched for PPARG motifs (Fig. 2a, b). Two distinct adipocyte populations were distinctively separated from other populations on the UMAP and identified as white or adipocytes and beige (Figs. 1b and 2c). The proportion of beige adipocytes gradually increased from 1% to 5% with increased exposure time to both cold or CL treatments (Figs. 1d and 2d). 

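In the cold, the beige share of all nuclei rose with the day of treatment. It was 1.17% ± 0.29 (SD, n = 3 mice) at day 0, 1.81% ± 0.54 at day 1, 3.2% ± 3.12 at day 3 and 5.71% ± 1.33 at day 7 (n = 3 mice each). With CL the shares were 3.12% ± 4.70, 4.1% ± 2.54 and 4.74% ± 1.88 on the same days. Across 12 mice in the cold, Pearson's r with day was 0.778 (two-sided permutation p = 0.00592) and Spearman's rho 0.691 (p = 0.0175). For CL, r was 0.434 (permutation p = 0.16) and rho 0.561 (p = 0.0651) over 12 mice, which did not pass. As a share of adipocytes alone, beige nuclei were 9.22% at day 0, 29.4% ± 3.2 after 7 days of cold (r = 0.917, rho = 0.820, p = 0.00046) and 20.0% after 7 days of CL (r = 0.594, rho = 0.626, p = 0.0443). Adjusted over these 4 relations, p was 0.0118 and 0.00184 for cold and 0.16 and 0.0591 for CL. Without the 2 mice farthest from the median day, r for all nuclei was 0.58 (permutation p = 0.0937) in the cold and 0.51 with CL. Those are mice of day 7, and leaving them out narrows the range of days. The lower r in the cold therefore cannot tell whether the relation rests on single mice. Within the replicate numbers 1, 2 and 3, r was 0.748, 0.951 and 0.875 in the cold and 0.937, 0.362 and 0.266 with CL. For the share of adipocytes alone it was 0.939, 0.953 and 0.924 in the cold and 0.694, 0.974 and 0.813 with CL. Without day1CL replicate 3 the CL relation for all nuclei was 0.698, and without all 3 mice with few T cells, left out after seeing the data, it was 0.85. As a share of nuclei other than lymphocytes, r was 0.92 in the cold and 0.80 with CL (permutation p = 0.00017 and 0.00288, not adjusted).

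**Figure D1:**
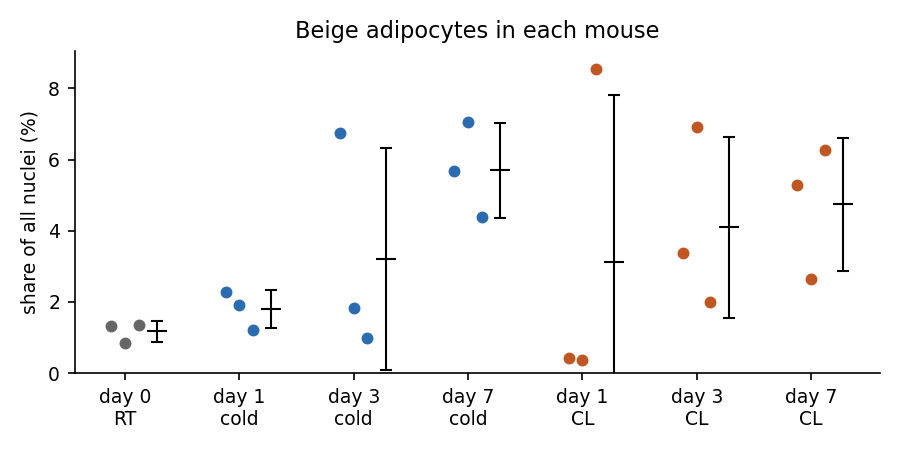
Beige adipocytes as a percent of all nuclei (vertical axis) by group and day (horizontal axis). Points are mice and bars the mean ± SD of 3 mice, not drawn below 0, and all day 7 mice of both treatments lie above the day 0 mean of 1.17%.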

Among neighborhoods identified by Milo^24^, those around beige adipocytes were increased after cold and CL treatment compared to day 0 at RT, confirming accumulation of beige adipocytes (Fig. 1e, f and Supplementary Fig. 4c–h).

**Fig. 2:**
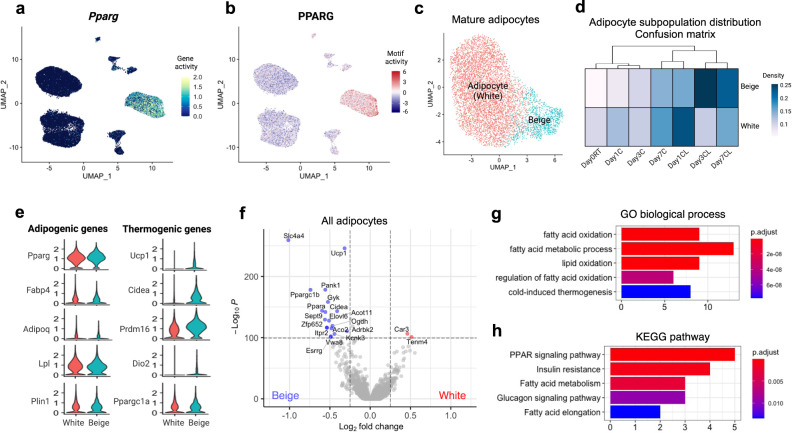
Identification of beige adipocytes within mature adipocytes. **a** UMAP plot of normalized *Pparg* gene accessibility. **b** UMAP plot of normalized PPARG motif enrichment. **c** UMAP plot of white and beige adipocytes among mature adipocytes (*n* = 7,004). **d** Heatmap of the relative cell abundance in white and beige adipocyte clusters for each group. **e** Normalized accessibilities of adipogenic or common adipocyte genes and thermogenic or beige-selective genes. **f** Differentially accessible genes between white and beige adipocytes. Positive and negative log2-fold changes respectively indicate increased accessibility in white and beige adipocytes. Genes with adjusted *p*-value < 10^−100^ & Abs(log2 fold-change) > 0.25 are colored and labeled. **g**, **h** GO **g** and KEGG pathway **h** analysis of genes enriched in beige adipocytes compared to white adipocytes. X-axis indicates number of genes. Color indicates adjusted *p*-value.

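Ucp1, the uncoupling protein that makes heat in brown and beige adipocytes, was more accessible in beige than white adipocytes of the same mice, at 54.4 ± 34.5 CPM (SD, n = 19 mice) against 6.00 ± 3.1 CPM. The log2 fold change was 2.87 (SE 0.21, adjusted p = 5.15e-25), and Ucp1 was higher in 17 of 19 mice. Cidea, a lipid droplet protein of brown fat, was higher by 0.88 (SE 0.10, adjusted p = 1.83e-13, 18 of 19 mice). Dio2, the deiodinase that activates thyroid hormone, was higher by 0.98 (SE 0.13, adjusted p = 4.78e-11, 17 of 19 mice). Among 10 genes of adipocyte identity, none was higher and 5 were lower in beige adipocytes at an adjusted p under 0.05, against 7 lower when adjusted over the list alone. Lep was lower (log2 fold change -0.81, adjusted p = 2.41e-14, lower in 18 of 19 mice), as was Retn, which encodes resistin (-1.19, adjusted p = 9.63e-16, 19 of 19). Cebpa (-0.28, adjusted p = 0.0135) and Fabp4 (-0.21, adjusted p = 0.00894) were lower by less, and Cebpa did not pass without day3C replicate 1 (-0.25) or day7C replicate 3 (-0.24). The median of the identity list was -0.19 (camera adjusted p = 0.00661, adjusted p = 0.21 with an estimated correlation). Sums held 12 to 107 beige nuclei per mouse, with 16067 detections in the thinnest.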

General adipocyte marker genes were highly accessible in both adipocyte populations, while beige/brown adipocyte marker genes were highly accessible in beige adipocyte population (Fig. 2e). The top five genes enriched in white adipocytes were *Car3, Lrp3, Tenm4, Trabd2d*, and *Cmklr1* (Fig. 2f); whereas the top five genes enriched in beige adipocytes were *Slc4a4, Ucp1, Pank1, Ppargc1b*, and *Gyk* (Fig. 2f). 

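Car3, a carbonic anhydrase of white fat, was 171 ± 111 CPM (SD, n = 19 mice) in beige and 444 ± 68.7 CPM in white adipocytes, a log2 fold change of -1.36 (SE 0.10, adjusted p = 5.16e-25) seen in 19 of 19 mice. Cmklr1, the receptor of the adipokine chemerin, was lower in beige adipocytes by -1.37 (SE 0.08, adjusted p = 1.1e-31, 19 of 19 mice). Lrp3 (-1.43, SE 0.12) and Tenm4 (-0.58, SE 0.05) were also lower, and ranked 20 and 34 by p among the genes lower in beige adipocytes. Pank1, which makes coenzyme A from pantothenate, was 309 ± 55.7 CPM in beige and 107 ± 20.1 CPM in white adipocytes (1.50, SE 0.07, adjusted p = 3.02e-40, 19 of 19 mice), the smallest p of all genes. Slc4a4, a sodium bicarbonate transporter, was 609 ± 91.3 CPM against 310 ± 38.0 CPM (0.91, SE 0.06, adjusted p = 8.79e-31, 19 of 19 mice). Ppargc1b, a coactivator of mitochondrial genes, was higher by 0.65 (SE 0.06, rank 44), and Gk, glycerol kinase, by 0.82 (SE 0.11, rank 172). Ucp1 ranked 18. The other genes with the 10 smallest p for beige were Zfp827 (1.52), Pitpnc1 (1.37), Adra1a (0.99), Acot11 (1.14), Zfp652 (1.12), Otop1 (1.82), Gnao1 (1.05) and Sept9 (0.91). Those for white adipocytes were Gpt2 (-1.76), Alcam (-1.24), Cmip (-1.02), Trhde (-1.57), Rgs7bp (-1.62), Cachd1 (-1.05), Tmem179 (-1.47) and Trabd2b (-0.80). Of 13438 genes tested, 1765 were higher in beige and 2059 in white adipocytes, 150 and 220 of them by over 2-fold. The nuclei were sorted into beige and white by the same accessibility, so these genes are not independent of the classes. Zfp652 reversed to -0.25 when only promoter peaks were counted.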

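Genes of fatty acid oxidation and of thermogenesis were more accessible in beige than white adipocytes. Of 15 fatty acid oxidation genes, 12 were higher and none was lower, also when adjusted over the list alone, with a median log2 fold change of 0.52. Cpt1b, which carries fatty acids into mitochondria, was 68.4 CPM in beige and 20.4 CPM in white adipocytes (log2 fold change 1.73, SE 0.14, adjusted p = 1.29e-21, 18 of 19 mice). Hadha and Hadhb, the subunits of the mitochondrial trifunctional protein, were higher by 0.82 (SE 0.07, 19 of 19 mice) and 0.75 (17 of 19). Of 14 thermogenic genes, 13 were higher and none was lower, with a median of 0.76. Perm1, a muscle regulator of PGC-1 targets, was higher by 2.87 (SE 0.21, adjusted p = 3.1e-24, 17 of 19 mice), and Kcnk3, a potassium channel, by 1.00 (SE 0.07, adjusted p = 7.64e-27, 19 of 19). Camera gave an adjusted p of 2.73e-11 for oxidation and 5.38e-21 for thermogenesis, and both held with an estimated correlation (adjusted p = 0.00863 and 0.00627). Hadha and Hadhb share 1 peak, and both peaks of Cpt1b are shared with Gm44502.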

GO analysis revealed that the genes enriched in beige adipocytes are related to FA oxidation and thermogenesis (Fig. 2g). KEGG pathway analysis showed that the genes enriched in beige adipocytes are also associated with PPAR signaling pathway and FA metabolism (Fig. 2h). 

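Beyond fatty acid oxidation, genes of the citrate cycle and respiratory chain, of glycolysis and of cAMP signaling were also more accessible in beige adipocytes. Of 15 citrate cycle and respiratory chain genes, 11 were higher and none was lower (12 when adjusted over the list alone), led by Ogdh, a subunit of oxoglutarate dehydrogenase (log2 fold change 1.13, adjusted p = 1.21e-13, 17 of 19 mice), and Cs, citrate synthase (0.49, adjusted p = 4.84e-10, 18 of 19). Of 10 glycolytic genes, 7 were higher, among them Gpi1 (0.78, adjusted p = 1.27e-12, 17 of 19 mice), Hk1 (0.54) and Pfkl (0.51). The study used this list on these samples and does not say how it was chosen. Of 22 genes of cAMP signaling, 12 were higher and 2 lower (14 and 2 over the list alone). Adcy9, an adenylyl cyclase, was higher by 0.59 and Adcy5, another, lower by -0.75 (adjusted p = 1.95e-17, 19 of 19 mice). Ppara, a nuclear receptor of fatty acid oxidation genes, was higher by 0.80 (SE 0.08, adjusted p = 1.12e-17, 18 of 19 mice). Of 7 lipogenic genes, Elovl6 (0.87), Acacb (0.34) and Acaca (0.17) were higher and Scd1 (-0.60) was lower. The call of Acaca was lost without day7C replicate 3 (0.14) and reversed with promoter peaks alone (-0.18), as did Adcy9 (-0.08). Camera's adjusted p was 5.76e-06, 0.000239 and 3.46e-05 for the citrate cycle, glycolytic and cAMP lists. With an estimated correlation the adjusted p was 0.0645, 0.0776 and 0.0322.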

Taken together, the cluster we identified as beige adipocytes showed clear thermogenic signatures compared to white adipocytes.

### Beige-specific *cis*- and *trans*-acting gene regulatory networks

Chromatin accessibility analysis reveals key GRNs including TFs and *cis*-regulatory elements underlying dynamic genetic and epigenetic programs. 

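Of 34063 peaks tested, 1738 were beige-specific and 1351 white-specific, at an adjusted p under 0.05 and a log2 fold change over 1 in either direction. The peak with the smallest p lay at the 3' end of Car3 on chromosome 3 from 14871355 to 14873958 and was open in 15.2% of beige and 44.5% of white nuclei (log2 fold change -1.82, SE 0.09, white higher in 19 of 19 mice). The next lay at the start of Perm1 on chromosome 4 from 156215421 to 156216542, open in 13.5% of beige and 1.65% of white nuclei (2.77, SE 0.21, 17 of 19 mice). A peak over an exon of Med16 on chromosome 10 from 79896340 to 79898078 was open in 5.03% of beige and 18.2% of white nuclei (-2.44, 18 of 19 mice). Its nearest transcription start was that of Cfd, 6356 bp away. A peak in an intron of Atp8a2 on chromosome 14 from 59691759 to 59692945 was open in 0.584% and 11.3% (-3.84, 19 of 19). An intergenic peak on chromosome 5 from 38304983 to 38305690 was open in 14.0% and 1.61% (2.67, 18 of 19). Of beige-specific peaks, 5.29% lay within 2 kb of a transcription start, against 11.8% of tested peaks drawn with the same mean counts and 31.3% of all other tested peaks, so much of the gap to the latter goes with the count. They were intergenic in 44.7%, against 35.6% and 29.0%. White-specific peaks lay within 2 kb of a start in 11.3%. The numbers depend on the low count filter. With a filter by class, 11161 peaks were tested and 56 and 90 passed. With no filter, 3596 and 23686 of 189541 passed, and with no mouse block, which also left 11161 peaks, 66 and 104.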

To comprehensively characterize GRNs activated in beige adipocytes, we identified genomic regions with higher accessibility in beige adipocytes, which we refer to as beige-specific peaks. We firstly performed GREAT analysis^25^ to predict biological functions of the beige-specific peaks using annotations of the nearby genes. Predicted functions of the beige-specific regions were related to brown fat cell differentiation and FA oxidation (Fig. 3a), providing additional confidence in our original identification of beige adipocytes. We further extended these analyses by focusing on distal beige-specific peaks not residing in annotated genes. Using cicero^26^, we analyzed co-accessible peaks and identify putative *cis*-regulatory interactions and the genomes that are more likely to be enhancers of the linked genes. For instance, a set of beige-specific peaks in the upstream of *Ucp1* showed high co-accessibility with each other and *Ucp1* promoter (Fig. 3b). Similarly, other sets of co-accessible beige-specific peaks were linked to genes including *Ppara*, *Pdk4, Ppargc1b, Acot11*, *Arhgef37*, *Slc4a4*, *Col27a1*, *Dio2*, *Elovl6*, *Kcnk3*, and *Ppargc1a*. These genes themselves exhibited high accessibility in beige adipocytes (Supplementary Fig. 5a). 

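Ucp1 lies on chromosome 8 of GRCm38 from 83290352 to 83298452 on the plus strand, and 10 beige-specific peaks lay in the gene or within 20 kb of it. The promoter peak, from 83290040 to 83290553, was open in 11.1% ± 7.33 (SD, n = 19 mice) of beige and 1.09% ± 0.833 of white nuclei, a log2 fold change of 3.04 (SE 0.26, adjusted p = 6.33e-28, 17 of 19 mice). Upstream, a peak from 83285382 to 83285898 was open in 11.9% ± 5.34 of beige and 0.940% ± 0.910 of white nuclei (3.16, SE 0.27, adjusted p = 8.73e-28, 19 of 19 mice). A peak from 83278239 to 83278962, with its middle at -11752 bp from the start, was open in 13.4% and 3.69% (1.57, SE 0.17, 19 of 19 mice). Other upstream peaks began at 83287692 (2.18), 83284332 (1.96) and 83276801 (1.04). A peak in an intron began at 83291957 (2.17). Downstream of the gene were peaks from 83299009 (4.23, SE 0.54, open in 4.29% and 0.0783%, 11 of 19 mice), 83299320 (3.54) and 83299900 (2.69). The reference sequence held a TEAD consensus in the peak from 83278239 and an NF-kB consensus in that from 83285382, and no ESRR, NR4A or MEF2 consensus in any of the 10. Co-accessibility between peaks was not analysed here.

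**Figure D2:**
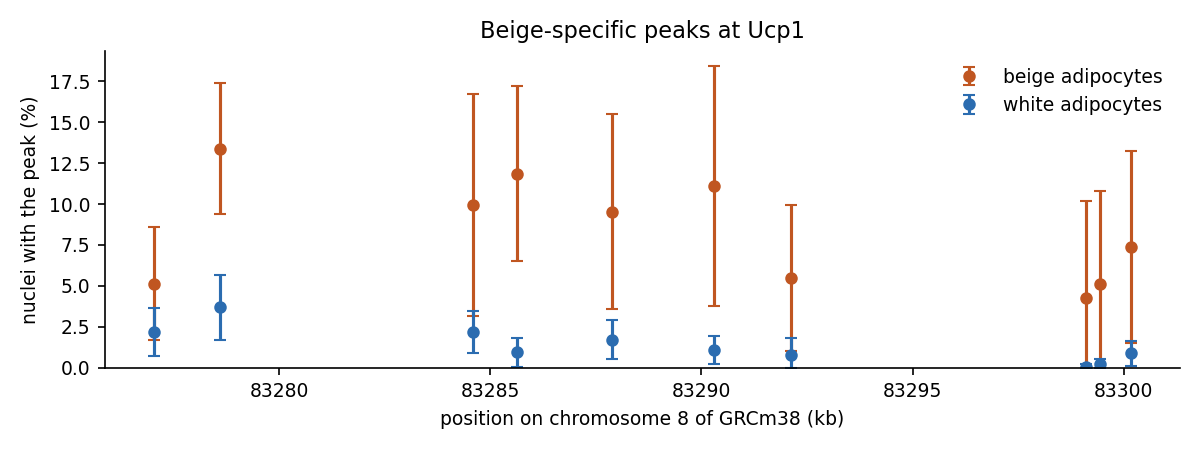
Percent of nuclei with each of the 10 peaks open (vertical axis) along chromosome 8 of GRCm38 in kb (horizontal axis) in beige and white adipocytes. Points are means of 19 mice and bars the SD, not drawn below 0, with the promoter peak at 11.1% in beige and 1.09% in white adipocytes.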

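All 11 genes that the study linked to beige-specific peaks were more accessible in beige than white adipocytes, also when adjusted over the list alone, with a median log2 fold change of 0.80. The study chose these genes on the same nuclei, so the count is not independent evidence. Kcnk3 held 5 beige-specific peaks among the 11 tested in its region, Acot11, an acyl-CoA thioesterase, 5 of 8, Slc4a4 6 of 17, Elovl6, a fatty acid elongase, 3 of 15, and Ppargc1b 3 of 18. Dio2 and Ppargc1a held none in the gene region. Elovl6 was 521 CPM in beige and 287 CPM in white adipocytes (log2 fold change 0.87, SE 0.07, 19 of 19 mice). Ppargc1a, the coactivator PGC-1α, was higher by 0.61 (SE 0.08, adjusted p = 1.1e-09, 17 of 19 mice) and Col27a1, a collagen, by 0.54 (15 of 19). Arhgef37 was higher by 0.23 (SE 0.07, adjusted p = 0.00548, 13 of 19 mice), a direction that reversed with promoter peaks alone (-0.06). Over the list, 28 of 99 tested peaks were beige-specific (28.3%), against 17 of 87 for thermogenic genes and 11 of 53 for fatty acid oxidation. No beige-specific peak was found among 55 for lipolysis genes.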

If intergenic beige-specific peaks include functional enhancers that are active in beige adipocytes, we expected to find H3K27ac marks associated with the beige-specific peaks. To make this determination, we referred published H3K27ac ChIP-seq data collected from white and beige adipocytes^27^. Over 6,000 beige-specific peaks overlapped with regions carrying H3K27ac (Supplementary Fig. 5b). These overlapping regions included peaks upstream of *Ucp1* that were co-accessible with the *Ucp1* promoter in beige adipocytes that were largely absent from white adipocytes (Fig. 3b). This indicates that the beige-specific peaks are likely to include a large number of functional enhancers active in beige cells.

**Fig. 3:**
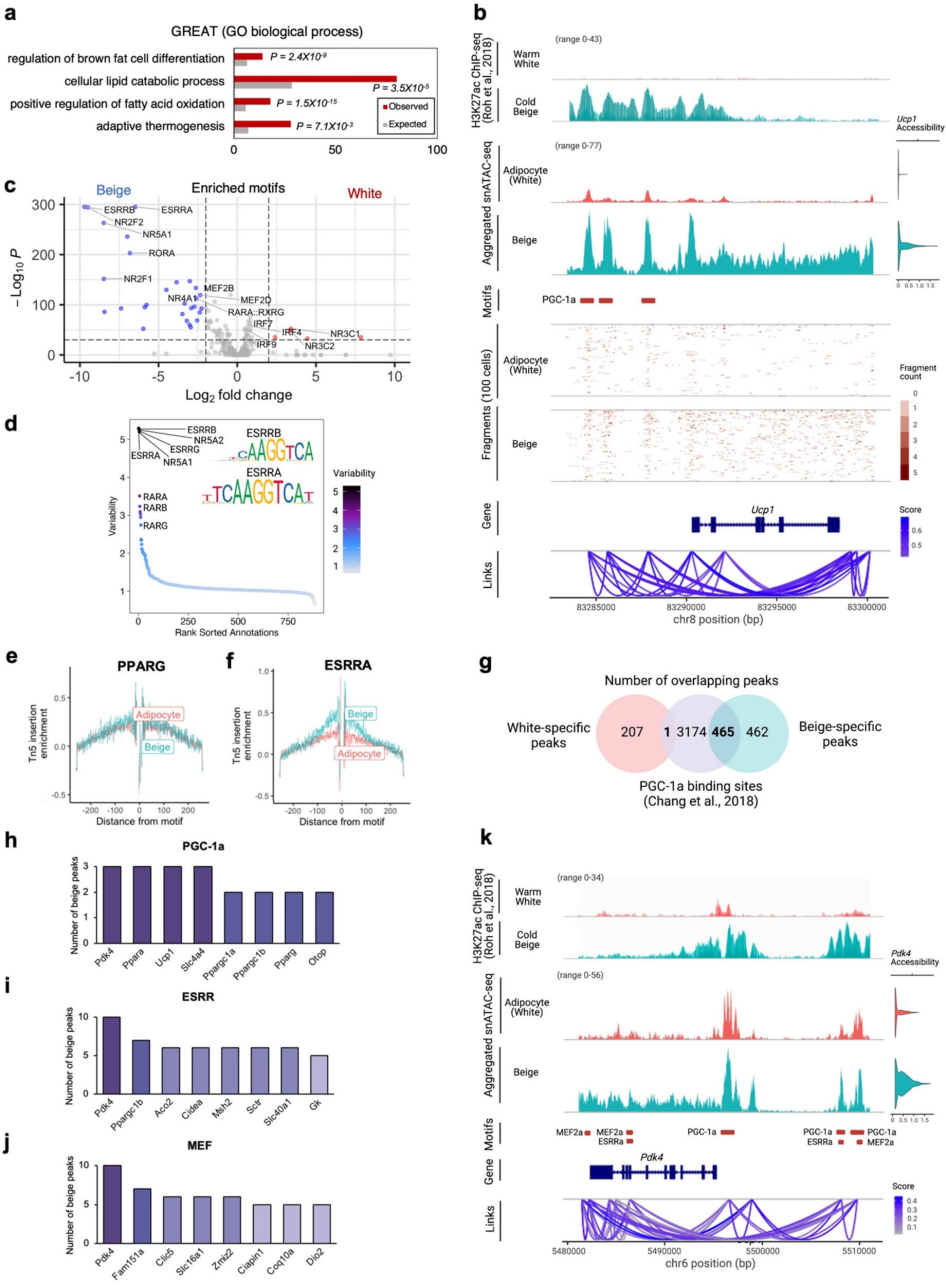
Beige-specific transcription factor activity and chromatin interaction networks. **a** Biological function of beige-specific peaks by GREAT analysis. **b** Genome tracks showing the aggregated snATAC-seq profiles near the *Ucp1* locus in adipocytes. H3K27ac ChIP-seq signal tracks (*n* = 2 for each)^27^ show the aggregated H3K27ac signals in white and beige adipocytes. snATAC-seq signal tracks show the aggregated snATAC-seq signals in white and beige adipocytes. Red boxes indicate beige-specific regions overlapping with PGC-1α binding sites^39^. Fragment coverage show the single cell profile (each row) of randomly selected 100 single cells from white and beige adipocytes respectively. Links show *cis*-coaccessibility network with multiple connections between peaks around *Ucp1*. **c** Motif enrichment for white and beige adipocytes. Positive and negative log2-fold changes respectively indicate enrichment in white and beige adipocytes. Motifs with adjusted *p*-value < 10^−30^ & Abs(log2 fold-change) > 2.0 are colored and labeled. **d** Most variable TF motifs are ranked. Motif sequence logos for the top variable motifs are shown. **e**, **f** TF footprints for PPARG **e** and ESRRA **f** from (white) adipocytes and beige adipocytes. Tn5 DNA sequence bias was normalized by subtracting the Tn5 bias from the footprinting signal. X-axis is distance to motif center (bp). **g** Venn diagram showing the number of overlaps between white-specific or beige-specific peaks and PGC-1α binding sites^39^. **h**–**j** The number of overlapping beige-specific peaks with PGC-1α binding sites^39^ **h**, ESRRs **i**, and MEFs **j** motifs from *cisbp* database^41^. The genes closest to the overlapping peaks are sorted by the number of peaks. **k** Genome tracks showing the aggregate snATAC-seq profiles near the *Pdk4* locus in adipocytes. H3K27ac ChIP-seq signal tracks (*n* = 2 merged)^27^ show the aggregated H3K27ac signals from white and beige adipocytes. snATAC-seq signal tracks show the aggregated snATAC-seq signals in white and beige adipocytes. Red boxes indicate beige-specific regions overlapping with PGC-1α^39^, ESRRα^42^, and MEF2α^43^ ChIP-seq binding sites. Links show *cis*-coaccessibility network with multiple connections between peaks around *Pdk4*.

To gain further understanding of the GRNs in beige adipocytes, we contrasted TF binding motifs enriched in beige-specific, *vs* white-specific peaks. Motifs enriched in beige adipocytes included members of the ESRR, MEF2, ROR, NR2, and NR4 families (Fig. 3c and Supplementary Fig. 5c, d). It was previously reported that peroxisome proliferator-activated receptor coactivator-1α (PGC-1α), a key regulator for brown adipose, promoter has two MEF2-binding sites and its transcriptional activation is mediated by MEF2^28^. 

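Sites of the ESRR consensus, bound by estrogen-related receptors, were present in 5.98% of 1738 beige-specific peaks and 2.19% of tested peaks drawn with the same mean counts. The odds ratio was 2.85 (95% confidence interval 1.95 to 4.15, Fisher's exact test, adjusted p = 1.35e-07). Sites of the NR4A consensus, bound by orphan receptors that cAMP induces, were present in 11.2% and 5.7% (2.08, 1.62 to 2.68, adjusted p = 1.02e-07). The DR1 repeat of PPAR and RXR was present in 4.66% and 2.65% (1.80, 1.24 to 2.60, adjusted p = 0.0112). A DR1 repeat with the spacer A holds the NR4A consensus, so 1 site can count for both. The ESRR and NR4A sequences share the bases AAGGTCA, and the factor that binds a site cannot be told from these counts. MEF2 sites, 3.45% and 2.30%, did not pass (1.52, 1.01 to 2.28, adjusted p = 0.145). They passed against all tested peaks (adjusted p = 9.04e-05) and against peaks matched on count, width and GC content (0.00667), and not in the central 200 bp of each peak (odds ratio 1.39, adjusted p = 0.406). RORA sites were in 4 beige-specific and 11 background peaks (odds ratio 0.36, adjusted p = 0.253). CTCF sites, which mark loop anchors, were rarer in beige-specific peaks, at 0.86% against 4.89% (0.17). The p-values were adjusted over 14 consensus sequences in 2 peak sets. Textbook consensus sequences were searched in the genome, and the motif databases and the deviation scores of the study were not used here. Peaks of 1 locus are not independent, and mice do not enter this test.

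**Figure D3:**
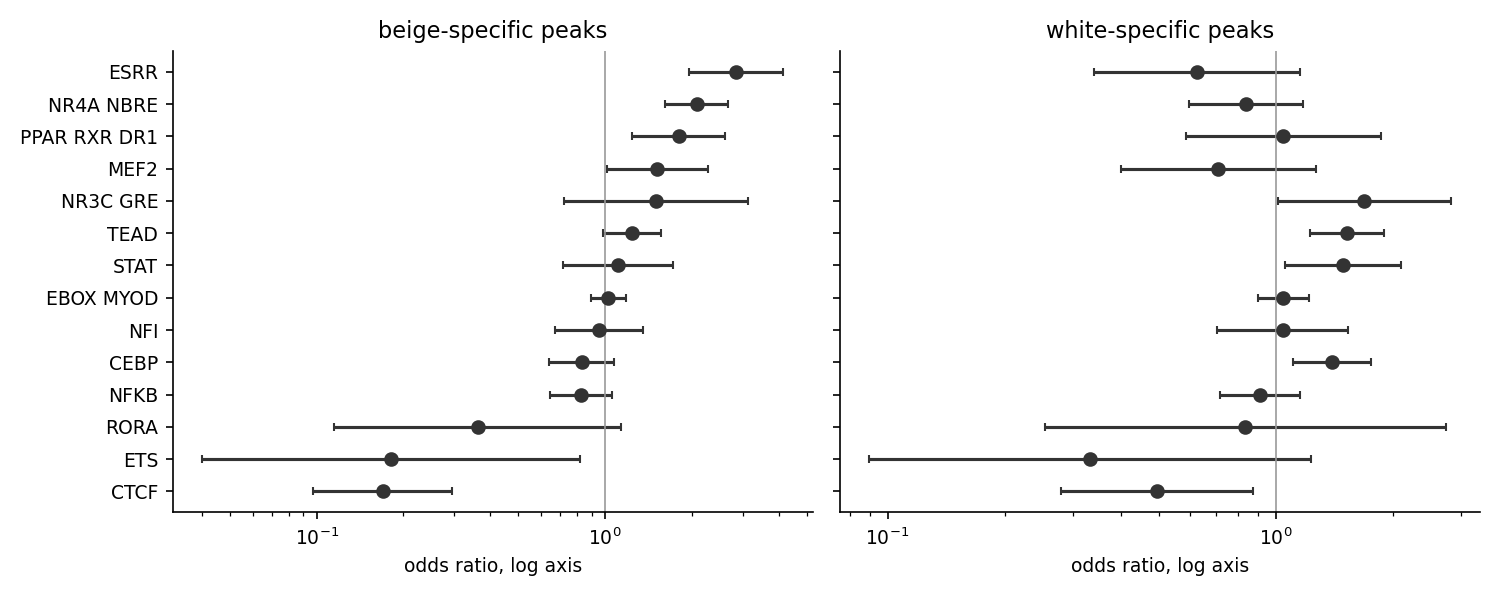
Odds ratio for each consensus (horizontal log axis) in beige-specific peaks and in white-specific peaks against peaks with the same mean counts, 1 line per consensus. Points are odds ratios and bars 95% confidence intervals, with ESRR at 2.85 in beige-specific and TEAD at 1.52 in white-specific peaks.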

Especially, ESRRα and ESRRβ were the most highly variable motifs in adipocytes (Fig. 3d). Whereas the footprint pattern of the general adipose regulator PPARg was similar between white and beige adipocytes (Fig. 3e), beige adipocytes showed a distinct TF footprint for ESRRα (Fig. 3f). Loss of ESRR isoforms was shown to reduce thermogenic capacity of BAT upon adrenergic stimulation^29^. These results collectively highlight specific regulation of ESRR and its importance in beige adipocytes. In addition to ESRR and MEF2, NR2 and NR4 family members can be functionally important to induce beiging. Especially, NR4A family members were shown to bind to a regulatory region of *Ucp1* and enhance *Ucp1* expression in mouse and human adipocytes^30^. On the other hand, the most enriched TF motifs in white adipocytes is NR3C family that serves as glucocorticoid receptors (GR) (Fig. 3c). 

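TEAD sites, bound by the factors of the Hippo pathway, were present in 16.8% of 1351 white-specific peaks and 11.7% of peaks with the same mean counts (odds ratio 1.52, 95% confidence interval 1.23 to 1.90, Fisher's exact test, adjusted p = 0.00124). C/EBP sites were present in 14.4% and 10.7% (1.39, 1.11 to 1.76, adjusted p = 0.0245). Against peaks matched on count, width and GC content TEAD passed (1.41, adjusted p = 0.00667) and C/EBP did not (1.27, adjusted p = 0.106). In the central 200 bp of each peak neither passed (1.30, adjusted p = 0.388, and 1.23, adjusted p = 0.406). The glucocorticoid response element bound by the NR3C family was present in 2.96% and 1.78% (1.69, 1.01 to 2.81, adjusted p = 0.145), which did not pass. Against all tested peaks its odds ratio was 2.60 (adjusted p = 1.17e-06), and against peaks matched on count, width and GC content it was 3.40 (adjusted p = 0.000617). In the central 200 bp it did not pass (2.01, adjusted p = 0.388), and in beige-specific peaks the ratio to their own matched peaks was 3.02 (adjusted p = 0.0565). STAT sites were present in 6.14% and 4.22% (1.49, adjusted p = 0.0924). They passed against all tested peaks (1.88, adjusted p = 1.73e-06) and matched peaks (1.70, adjusted p = 0.0133) and not in the central 200 bp (1.96, adjusted p = 0.153). Of 10 genes of the glucocorticoid response, 4 were lower in beige than white adipocytes and none was higher, led by Fkbp5, a chaperone of the receptor (log2 fold change -0.54, adjusted p = 6.42e-11, 17 of 19 mice), and with Tsc22d3 (-0.30), Sgk1 (-0.24) and Zbtb16 (-0.21). Sgk1 did not pass without any 1 of 10 mice (-0.20 to -0.23). Their list had a camera adjusted p of 0.0352, and adjusted p = 0.21 with an estimated correlation. The white-specific peak in Med16 held a glucocorticoid response element, GGGACATGCTGTCCT, on chromosome 10 from 79896795 to 79896809. The transcription start nearest to this peak was that of Cfd.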

GR can function as a TF and bind to glucocorticoid response elements. It was reported that excess glucocorticoids reduce the thermogenic activity of BAT and inhibit the expression of *Ucp1*, suggesting that glucocorticoids are negative regulators of BAT thermogenesis^31–34^. In accordance with this, GR ChIP-seq data showed that NR3C1 and NR3C2 were enriched during re-warming of beige adipocytes at thermoneutrality (30 °C), suggesting that NR3Cs are involved in whitening of beige adipocytes^27^. Collectively, these results demonstrate that our snATAC-seq data revealed positive and negative transcriptional regulators of beige adipocyte development.

PGC-1α is a key transcriptional coactivator of white-to-brown transition and regulates pathways including mitochondrial FA oxidation^35^ and mitochondrial biogenesis^28,36–38^. To get better insight into how PGC-1α functionally relates to beige-specific peaks we identified, we intersected the beige-specific peaks with PGC-1α binding sites which were obtained from publicly available PGC-1α ChIP-seq data from BAT^39^. We found that 50%, or 465 beige-specific peaks overlapped with PGC-1α binding sites, while only 1 white-specific peaks overlapped with PGC-1α binding sites (Fig. 3g and Supplementary Fig. 5e). Notably, *Ucp1* upstream has three beige-specific peaks which are PGC-1α binding sites, and overlapped with H3K27ac marks (Fig. 3b). In addition, *Pdk4, Slc4a4*, and *Ppara* also have three beige-specific peaks that have binding motifs for PGC-1α (Fig. 3h). These genes themselves exhibited high accessibility and expression level in beige adipocytes (Supplementary Fig. 5f–h). These results strongly suggest that PGC-1α, in concert with the TF motifs enriched in beige-specific peaks identified in the present study play important roles in beige adipocyte function.

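Pdk4, the kinase that turns off pyruvate dehydrogenase and so spares glucose, was 198 ± 55.5 CPM (SD, n = 19 mice) in beige and 118 ± 19.0 CPM in white adipocytes. The log2 fold change was 0.68 (SE 0.08, adjusted p = 2.93e-12, 18 of 19 mice). Ppara was 228 CPM in beige and 125 CPM in white adipocytes. With the 20 kb on each side of the gene, Pdk4 had 5 beige-specific peaks, Ppara 4 and Kcnk3 9. Accessibility alone was measured in these nuclei, and RNA levels were not analysed here. Across treatments, Pdk4 in all adipocytes had log2 fold changes of -0.04 in the cold (adjusted p = 0.924) and 0.02 with CL (adjusted p = 0.959), and Ppara of 0.06 and 0.01.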

To identify potential target genes of beige-specific TFs and their coactivator PGC-1α, we identified the genes satisfying four criteria: (1) Tight linkage to beige-specific peaks, (2) having binding motifs for TFs enriched in beige adipocytes obtained from JASPAR2020^40^ or *cisbp* database^41^, (3) have validated binding sites for ESRRα^42^, MEF2α^43^, and PGC-1α^39^ based on published ChIP-seq data, (4) overlap with H3K27ac^27^ marks in beige adipocytes. Among genes satisfying all criteria, *Pdk4* was identified as a target gene for beige-specific TFs and their coactivator (Fig. 3h–j and Supplementary Fig. 5i). 

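Pdk4 lies on chromosome 6 of GRCm38 from 5483351 to 5496309 on the minus strand. Upstream of its start, a beige-specific peak from 5498819 to 5499102 was open in 9.67% ± 5.73 (SD, n = 19 mice) of beige and 2.08% ± 1.46 of white nuclei (log2 fold change 1.93, SE 0.23, adjusted p = 3.34e-14, 18 of 19 mice). Downstream lay peaks from 5481283 to 5481581 (2.13, SE 0.31, 14 of 19 mice) and from 5482021 to 5482297 (2.13, SE 0.32, 15 of 19). A peak in the UTR from 5484136 to 5484385 (1.66, 15 of 19 mice) and one in an intron from 5486258 to 5486551 (1.57, 17 of 19) were also beige-specific. None of the 5 peaks held any of the 14 consensus sequences searched, which include those of ESRR, MEF2 and NR4A but not degenerate forms of them. Binding of these factors was not analysed here.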

The binding sites for PGC-1α, ESRRs, MEF2s, NR2s, and NR4s were all enriched at beige-specific peaks at the locus; accordingly, *Pdk4* is a nexus for their coordinated regulation (Fig. 3h–k and Supplementary Fig. 5i). PDK4 enzyme inactivates the pyruvate dehydrogenase complex (PDH), resulting in a decrease in the formation of acetyl-CoA from glucose and a metabolic shift from glucose oxidation to FA oxidation^44^. The recent loss-of-function study revealed that FA oxidation was blunted in *Pdk4* knockdown human adipose-derived stem cells^45^. Taken together, these data reveal the GRNs including TFs and *cis*-regulatory elements and their potential target genes underlying beiging process.

### Transcription factor modules associated with beige adipocyte developmental trajectories

Our finding that the TFs function coordinately at beige-specific peaks motivated us to identify TF modules for beige adipocyte development. Three TF modules were revealed by unsupervised hierarchical clustering based on the similarity of TF activity computed by chromVAR^46^ across all individual adipocytes (Fig. 4a). Module 1 contained NR3C, TEAD, and STAT family motifs. It was previously shown that knockdown of TEAD4 increased expression of PPARg and C/EBPα, master regulators for adipogenesis^47^. Also, adipocyte specific STAT1 knockout promoted PGC-1α expression and enhanced mitochondrial function in WAT depots^48^. Therefore, the module 1 may represent negative regulators in beige adipogenic process. Module 3 consisted of ROR, NR2, NR4, ESRR, and MEF family motifs, which were enriched in beige adipocytes. The module 3 transcriptional regulators play critical roles in mitochondrial biogenesis and thermogenesis by interacting with PGC-1α in beige adipocytes^28,36–38^. Lastly, module 2 contains C/EBP, RXR, PPAR, and NFI family motifs. RXRs play an important role in *Ucp1* induction in brown adipocytes^49^. RXRs can form heterodimers with PPARs^50^. PPARa regulates adipogenesis and FA oxidation^51^. C/EBPs function with PPARg to promote adipocyte development^52^. Also, it was reported that NFIA binds to brown fat-specific enhancers prior to brown-fat cell differentiation along with C/EBPβ in WAT and BAT^53^. The motifs in the module 2 have relatively higher correlations with both module 1 and module 3, suggesting intermediate states or shared features between white and beige adipocytes for adipocyte development.

**Fig. 4:**
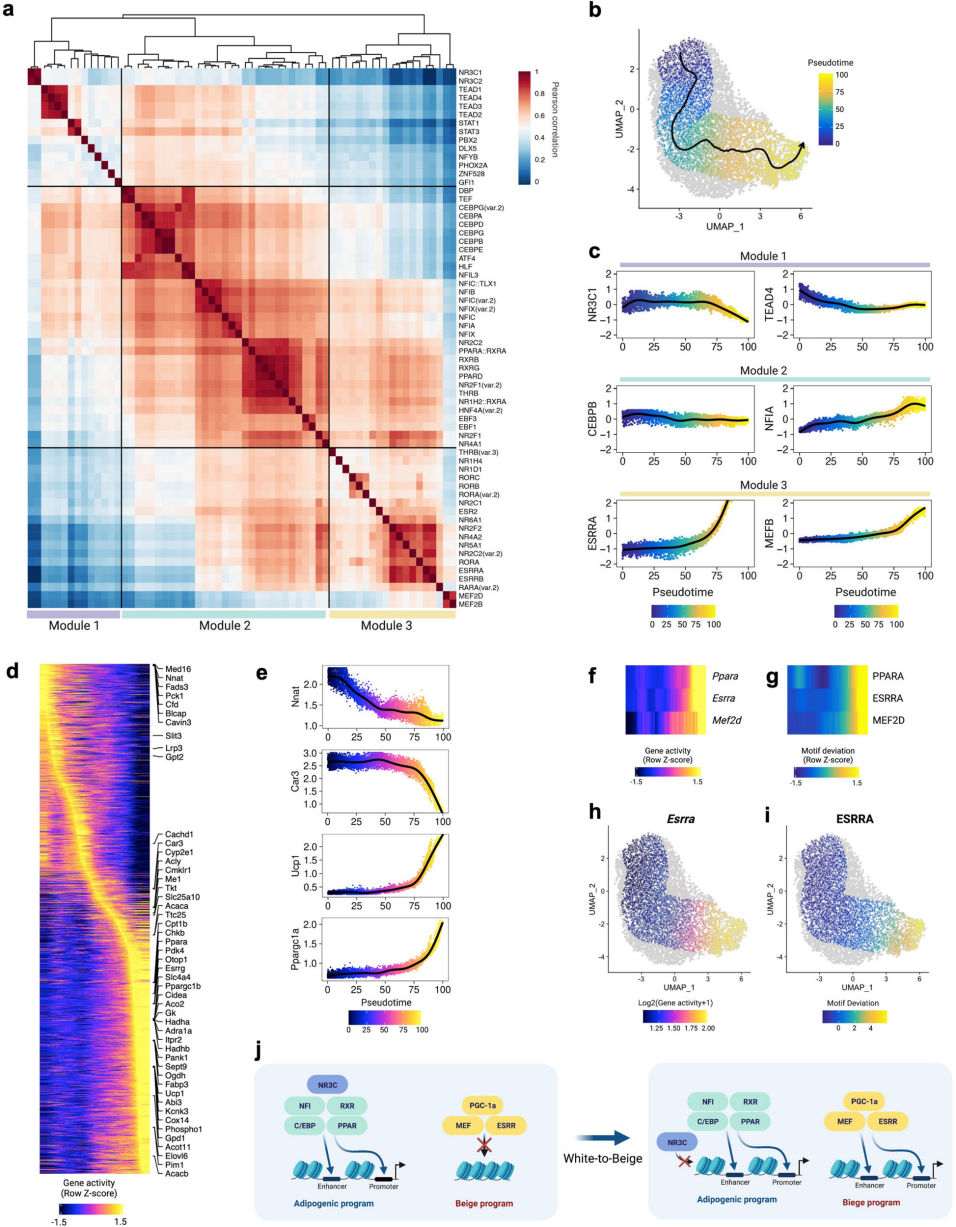
Uncovering transcription factor modules and beige adipocyte developmental trajectory. **a** Hierarchical clustering of top variable TF motifs (chromVAR variance > =  1.8) based on their activity scores across individual adipocytes. **b** Adipocyte trajectory. The smoothed arrow represents pseudotime trajectory in the UMAP embedding. **c** Motif enrichment dynamics along adipocyte pseudotime trajectory. **d** Heatmap of gene accessibility along adipocyte pseudotime trajectory. Top variable genes are labeled on the right side of the heatmap. **e** Gene accessibility dynamics along adipocyte pseudotime trajectory. **f**, **g** Side-by-side heatmaps of gene accessibility scores **f** and motif deviation scores **g** for TFs, for which the inferred gene accessibility is positively correlated with the chromVAR TF deviation across adipocyte pseudotime trajectory. **h**, **i** Gene accessibility of *Esrra* **h** and motif deviation of ESRRA (**i**) on the UMAP embedding. **j**, Model for the chromatin state dynamics at TF binding motifs through beige adipocyte development. NR3C in TF module 1 might bind to white adipocyte-selective promoters or enhancers to maintain chromatin states of white adipocytes. NFI, RXR, PPAR, and C/EBP in TF module 2 might promote adipocyte development in both white and beige adipocytes. In beige adipocyte, MEF and ESRR in TF module 3 with PGC-1α might promote transcription of beige-selective genes in a coordinated manner.

Given these results, and the facts that (1) individual cells can move between cell states in the same cell type, and (2) cells may exist in transition between states^54^, we sought to find a path covering the heterogeneous cellular states in the context of continuous beige adipocyte developmental trajectory. We constructed pseudotime trajectory of adipocytes. 

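All 7004 adipocyte nuclei were placed along a line from the cluster richest in day 0 nuclei to the cluster richest in day 7 nuclei. The line was computed from the peaks after a latent semantic reduction, and the trajectory software of the study was not used here. Divided into 5 bins of 1400 or 1401 nuclei, the line held 45.2% of the day 0 nuclei in the first bin and 26.2%, 15.4%, 8.48% and 4.71% in the next. Of the day 7 nuclei, 12.0% lay in the first bin and 34.7% in the last. Beige nuclei were 0% of the first bin (0 of 1401 nuclei), 0.143% of the third, 7.85% of the fourth and 68.3% of the last. The ends were chosen by the share of days, so the order of days along the line is not independent of that choice. Depth moved along it too, with a median of 4145 open peaks per nucleus in the first bin, 1446 in the third and 4245 in the last.

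**Figure D4:**
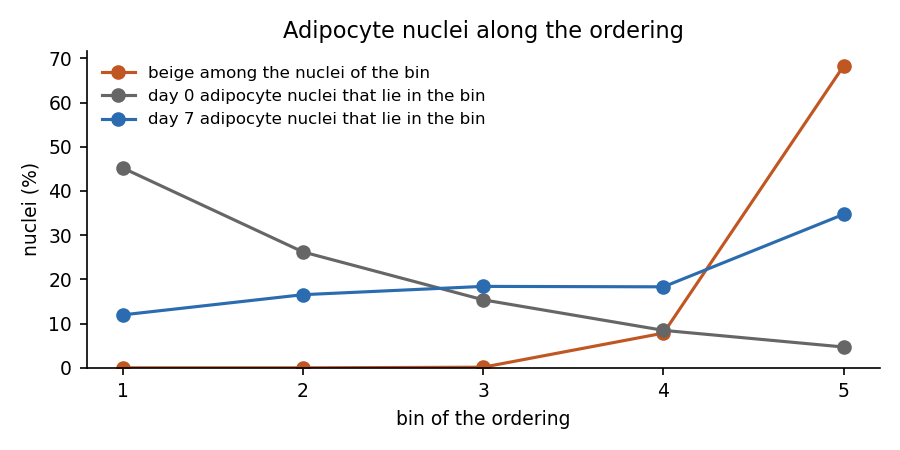
Percent of nuclei (vertical axis) in each of 5 bins of the ordering (horizontal axis), for beige nuclei among those of the bin and for the day 0 and day 7 adipocyte nuclei that lie in it. Beige nuclei reach 68.3% in the last bin, where 4.71% of day 0 nuclei lie.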

The inferred trajectory passes from one point where most of day 0 cells are located and to another where most of day 7 cells are located on UMAP (Fig. 4b). In line with our TF module analysis, the activity of TF motifs in module 3 was enriched in the later stage of trajectory, whereas the activity of TF motifs in module 1 was depleted (Fig. 4c). The activity of C/EBPβ and NFIA in module 2 were not significantly changed or gradually increased respectively (Fig. 4c). We ordered the genes based on changes in gene accessibility over pseudotime trajectory (Fig. 4d and Supplementary Fig. 6a, b). It showed that adipocytes lose gene accessibility of *Med16*, *Nnat, Car3*, and *Fads3* at early stage (Fig. 4d, e), and there is a gradual gain of accessibility for *Acly*, *Me1*, and *Acaca* at the intermediate stage (Fig. 4d). 

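From the first to the last bin of the ordering, Car3 went from 345 ± 43.6 CPM (SD over 19 mice) to 145 ± 67.7 CPM (17 mice), with 386 ± 71.8 CPM in the third bin. Fads3, a protein of the fatty acid desaturase family, went from 94.0 to 66.3 CPM in the third bin and 37.7 CPM in the last. Nnat, which encodes neuronatin, went from 39.5 to 19.8 and 21.1 CPM. Med16, a subunit of Mediator, went from 94.9 to 92.9 and 58.4 CPM. Acaca, which makes malonyl-CoA, went from 330 ± 89.3 to 466 ± 129 CPM in the third bin and 490 ± 119 CPM in the last. Acly, which makes cytosolic acetyl-CoA, went from 98.0 to 149 and 170 CPM. Me1, which makes NADPH, went from 212 to 263 and 219 CPM. As means of log2(CPM + 1), the 4 early genes went from 6.68 to 6.06 and 5.44, and the 3 intermediate genes from 7.50 to 7.96 and 7.99. The study chose these genes on the same nuclei, and no test was run along an order drawn from the same peaks. Nnat shares both of its peaks with Blcap, so the gene that gives its values cannot be told from these data. Med16 has 2 peaks, 1 of them shared with Gm26602, and its lower accessibility in beige adipocytes reversed with promoter peaks alone.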

As we expected, *Ucp1* was highly accessible at the later stage (Fig. 4d, e). Additionally, *Otop1, Cidea, Ppargc1b, Elovl6, Slc4a4, Ppara*, and *Pank1* were highly accessible in later pseudotime (Fig. 4d).

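Elovl6 went from 138 ± 43.6 CPM (SD over 19 mice) in the first bin to 397 ± 79.4 CPM (17 mice) in the last, and Pank1 from 60.1 ± 16.6 to 211 ± 51.7 CPM. Otop1, a proton channel, went from 8.62 to 21.0 CPM in the third bin and 72.3 CPM in the last. Ucp1 went from 2.87 ± 4.24 to 3.95 and 38.1 ± 26.3 CPM, so most of its opening lay after the third bin. Cidea went from 28.6 to 49.8 and 83.1 CPM, Slc4a4 from 210 to 246 and 417 CPM, and Ppargc1b from 265 to 298 and 431 CPM. Over the 11 late genes, the mean of log2(CPM + 1) went from 5.56 ± 0.24 to 5.86 ± 0.37 and 7.01 ± 0.27. These genes too were chosen by the study on the same nuclei.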

Finally, we identified positively correlated genes and TFs across pseudotime during beige adipocyte development. The cells at the later developmental stage gained accessibility at *Ppara*, *Esrra*, and *Mef2d* genes and their corresponding TF motifs (Fig. 4f, g). Specifically, the cells with high *Esrra* gene accessibility also had high ESRRA motif accessibility (Fig. 4h, i). Collectively, these emerging patterns of TF-encoding gene and TF motif accessibility across the adipocyte trajectory define mechanisms underlying environmentally-induced and transcriptionally-controlled adipocyte beiging (Fig. 4j).

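Ppara went from 85.1 ± 23.2 CPM (SD over 19 mice) in the first bin of the ordering to 166 ± 54.5 CPM (17 mice) in the last. Mef2d, a factor of muscle genes, was 59.8 ± 24.6 CPM in the first, 59.8 ± 24.3 CPM in the third and 83.2 ± 23.0 CPM in the last. Esrra, the estrogen-related receptor alpha, was 41.7 ± 10.8, 43.8 ± 17.2 and 45.3 ± 13.4 CPM, a difference smaller than the spread between mice. Compared in beige and white adipocytes of the same mice, Mef2d was higher by 0.56 on the log2 scale (SE 0.09, adjusted p = 1.29e-07, 17 of 19 mice). Esrra differed by 0.08 (SE 0.11, adjusted p = 0.66, 12 of 19 mice). Against day 0, Esrra in all adipocytes had log2 fold changes of 0.31 in the cold (adjusted p = 0.401) and 0.11 with CL (adjusted p = 0.795), and Mef2d of 0.23 (adjusted p = 0.532) and 0.32 (adjusted p = 0.217).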

### Adipose progenitors and vascular network expansion in inguinal adipose tissue

Beige adipocytes can arise *via* transdifferentiation of unilocular mature adipocytes^4,55^ but also by *de novo* differentiation from various progenitors^6,10,56^. In our snATAC-seq data, two subtypes of APCs were identified (Fig. 5a). *Pdgfra*, a marker for APCs, was accessible in both APC clusters (Fig. 5b). 

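Pdgfra, the receptor for platelet-derived growth factor AA, was 81.5 ± 48.3 CPM (SD, n = 21 mice) in APC1 and 84.0 ± 33.6 CPM (n = 19) in APC2, against 5.91 ± 4.76 CPM (n = 21) in B cells. Against the mean of the other classes these are log2 fold changes of 2.24 (SE 0.18, adjusted p = 3.67e-28) and 2.11 (SE 0.20, adjusted p = 4.47e-22). APC2 differed from APC1 by -0.12 (SE 0.22, adjusted p = 0.793). White adipocytes had 39.7 ± 13.3 CPM (n = 21). Of 6 genes of the fixed progenitor list, all were higher in APC1 with a median of 2.69, and 2 were higher in APC2 with a median of -0.13. The sums held 665 APC1 nuclei in 21 mice and 560 APC2 nuclei in 19.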

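Ebf2, a factor of beige and brown progenitors, was 489 ± 221 CPM (SD, n = 21 mice) in APC1 and 119 ± 65.5 CPM (n = 19) in APC2, and 596 ± 151 CPM (n = 21) in beige adipocytes. APC2 was below APC1 by a log2 fold change of -2.18 (SE 0.15, adjusted p = 5.3e-34) for Ebf2. For Cd34, a surface protein of progenitors and endothelium, it was -4.05 (SE 0.38, adjusted p = 4.5e-20). For Ly6a, which encodes Sca1, it was -2.47 (SE 0.45, adjusted p = 1.13e-06). Cd34 was also higher in VECs than in the mean of the other classes (2.68, SE 0.34), and Ly6a in B cells, at 31.6 ± 11.7 CPM. Pdgfrb, the receptor of pericytes, was higher in APC2 than APC1 by 1.42 (SE 0.19, adjusted p = 2.61e-11). Acta2, smooth muscle actin, was higher by 1.64 (SE 0.26, adjusted p = 1.92e-08), and Myh11, smooth muscle myosin, by 1.88 (SE 0.18, adjusted p = 2.48e-20). Of 7 pericyte genes, 5 were higher in APC2 than APC1 with a median of 1.09, and Kcnj8, a potassium channel of pericytes, was higher by 1.99 (SE 0.26). Of 8 smooth muscle genes, 4 were higher with a median of 1.03.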

APC1 was uniquely marked by accessibility at *Ebf2*, *Cd34*, and *Ly6a* (Sca1), whereas APC2 had higher accessibility at *Pdgfrb* and mural cell marker genes including *Acta2* and *Myh11* (Fig. 5b).

**Fig. 5:**
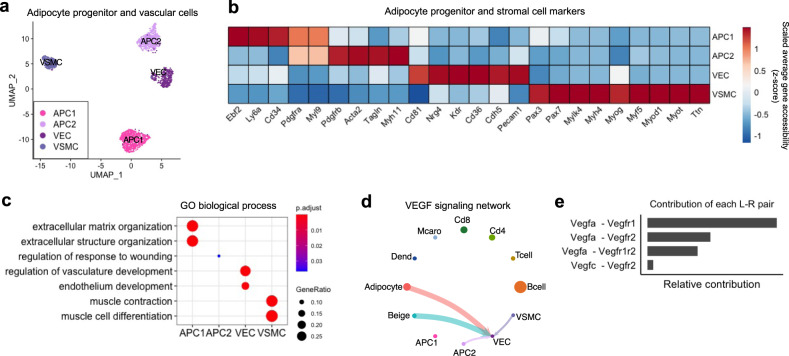
Cell–cell interaction for vasculature development. **a** UMAP plot of adipocyte progenitor and vascular endothelial and smooth muscle cells (*n* = 1,861). **b** Heatmap of normalized gene accessibility for cell-type markers. **c** GO analysis using the top 100 differentially accessible genes for each cell type. **d** Circle plot displaying VEGF signaling network inferred by gene accessibility of ligand-receptor pairs. Circle sizes are proportional to the size of each group. The circle and line colors represent the senders. The arrows indicate the receivers that receive signal from the corresponding senders. Thicker line indicates a stronger signal interaction. **e** Major contributors of ligand-receptor pairs of VEGF signaling network among the senders and the receiver. APC1 Adipocyte progenitor cell 1, APC2 Adipocyte progenitor cell 2, VEC Vascular endothelial cell, VSMC Vascular smooth muscle cell.

APCs reside in a vascular niche, and thus, the development of APCs is closely related to the vasculature^6,10,57^. In our snATAC-seq data, two stromal cell types were identified, vascular endothelial cells (VECs) and vascular smooth muscle cells (VSMCs). 

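All 7 genes of the fixed endothelial list were higher in VECs than in the mean of the other classes, with a median log2 fold change of 3.01. Emcn, a sialomucin of veins and capillaries, was higher by 3.98 (SE 0.43, adjusted p = 1.55e-10) and Tek, the angiopoietin receptor, by 2.93 (SE 0.26). Cdh5, the cadherin of endothelial junctions, was higher by 1.99 (SE 0.27, adjusted p = 1.15e-10, 67.0 ± 68.0 CPM, n = 20 mice). Pecam1, which encodes CD31, was higher by 0.56 (SE 0.12, adjusted p = 3.74e-05), at 353 ± 170 CPM in VECs and 398 ± 48.9 CPM in B cells. Its direction in VECs reversed with promoter peaks alone (-1.31). Chd5, a chromatin remodeler, had no detection in VECs (n = 20 mice, where 3 counts over the class would be 5.80 CPM), against 16.1 ± 18.8 CPM in APC2. In the VSMC class, Mylk4, a myosin light chain kinase of heart and muscle, was 315 ± 162 CPM (n = 14 mice), a log2 fold change of 5.35 (SE 0.18, adjusted p = 1.88e-99). Myh4, a fast skeletal myosin, was higher by 5.81 (SE 0.32), Myod1, the master factor of skeletal muscle, by 3.52 (SE 0.30), and Myog, myogenin, by 1.67 (SE 0.47, adjusted p = 0.0124). Acta2 was lower in VSMCs by -1.49 (SE 0.38, adjusted p = 0.000582), and Myh11 was higher by 1.17 (SE 0.25). All 11 measured genes of the fixed skeletal muscle list were higher, and of 8 smooth muscle genes 4 were higher and 1 was lower. Myf5 had too few detections to be tested.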

VECs were uniquely marked by accessibility at endothelial cell marker genes such as *Pecam1* and *Chd5*, while VSMCs had higher accessibility at smooth muscle cell marker genes including *Mylk4, Myh4, Myog, Myf5*, and *Myod1* (Fig. 5b). We found that the abundance of VECs and VSMCs tended to increase following cold and CL treatment (Fig. 1d). 

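VECs were 0.553% ± 0.315 (SD, n = 3 mice) of nuclei at day 0 and 1.24% ± 1.05 (n = 18) after treatment, and 10 of 18 treated mice lay above every day 0 mouse. The VSMC class, which carried skeletal muscle genes, was 0.105% ± 0.126 and 0.977% ± 0.990, with 14 of 18 treated mice above. Neither difference passed the two-sided exact permutation test over all splits of the mice after adjustment over 12 cell types (p = 0.205, adjusted p = 0.493 for VECs, and p = 0.129, adjusted p = 0.386 for VSMCs). Within replicate numbers the adjusted p was 0.532 and 0.429. The share of VSMCs was 2.36% ± 1.47 after 3 days of cold, 1.18% ± 0.339 after 3 days of CL and 0.276% to 1.08% in the other treated groups. Whether the nuclei of this class are vascular was not settled. VECs were 2.06% ± 2.4 after 1 day of CL, where the mouse with few T cells had the highest share of all.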

Since they are two essential cell types in blood vessels, the expansion of VEC and VSMC populations is closely associated with vessel growth. In line with this, the genes enriched in VECs were related to vasculature development (Fig. 5c).

To gain insight into how the expansion of vasculature is regulated in iWAT, we used ligand-receptor pairs to infer cellular communication^58^. This analysis revealed that adipocytes are likely to interact with VECs through vascular endothelial growth factor (VEGF) signaling, mainly through *Vegfra* and *Vegfr1* (Fig. 5d, e). 

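Vegfa, the main growth factor of blood vessels, was most accessible in white adipocytes, at 303 ± 54.5 CPM (SD, n = 21 mice), against 64.6 ± 57.8 CPM (n = 20) in VECs. Against the mean of the other classes it was higher by a log2 fold change of 2.08 (SE 0.06) in white and 1.72 in beige adipocytes, and by 1.66 (SE 0.17) in the VSMC class. Vegfb, a growth factor of fatty acid uptake, was higher by 1.25 in white and 0.88 in beige adipocytes, though both of its peaks are shared with Dnajc4. Vegfc, a factor of lymphatic vessels, was higher by 2.41 (SE 0.23) in APC2 and 1.66 (SE 0.25) in APC1. Among the receptors, Flt1 (VEGFR1) was 204 ± 136 CPM in VECs, higher by 3.01 (SE 0.18, adjusted p = 5.84e-45), and Kdr (VEGFR2) was 128 ± 71.9 CPM, higher by 4.48 (SE 0.22, adjusted p = 5.74e-59). Flt4 (VEGFR3) was higher by 2.53 (SE 0.35) in VECs and did not pass with promoter peaks alone. Within adipocytes, Vegfa was lower with CL than at day 0 by -0.36 (SE 0.10, adjusted p = 0.0156, 9 of 9 mice), a call lost without day0RT replicate 1 (-0.33) or replicate 2 (-0.34). The inference of signaling between cells was not repeated here.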

VEGF is a major growth factor that promotes the proliferation of endothelial cells and the growth of new blood vessel in adipose tissue^59^. WAT vascular expansion is important for formation and maintenance of APC niche^7^. These results suggest that vascular cells and adipocytes in iWAT form a reciprocal feedback loop to promote angiogenesis in a paracrine manner and expansion of vascular cells provides a niche for APCs.

### Decreased abundance of inflammatory immune cells after cold and CL treatment

Immune cells are another critical constituent of the adipose microenvironment that influence adipose tissue function and metabolic homeostasis^60^. 

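All 6 B cell markers were more accessible in B cells than in the mean of the other classes, with a median log2 fold change of 3.50. Cd3e, a chain of the T cell receptor complex, was higher by 3.48 (SE 0.12) in CD4+ T cells, 3.39 (SE 0.11) in CD8+ T cells and 3.13 (SE 0.16) in the other T cell class. Cd4 was highest in CD4+ T cells, at 90.2 ± 23.6 CPM (SD, n = 20 mice), against 28.1 ± 10.9 CPM in CD8+ T cells. Cd8a was 94.5 ± 29.0 CPM (n = 21) in CD8+ T cells and 13.3 ± 9.19 CPM in CD4+ T cells. In macrophages, Csf1r, the receptor they need to survive, was 203 ± 69.4 CPM (n = 21), higher by 3.59 (SE 0.12), and C1qa, a complement protein, was higher by 3.95 (SE 0.27). In dendritic cells, Flt3, the receptor that drives their development, was 419 ± 154 CPM (n = 19), higher by 2.94 (SE 0.10, adjusted p = 2.89e-94), and Zbtb46, a factor of classical dendritic cells, by 1.23 (SE 0.14). All 7 macrophage and all 8 dendritic markers passed in their class. Macrophages and dendritic cells were also close in part, with 7 of 8 dendritic markers higher in macrophages and 5 of 7 macrophage markers higher in dendritic cells.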

In our snATAC-seq data, we found lymphocytes, including B cells, CD4+ and CD8+ T cells, and myeloid cells, including macrophages and dendritic cells (Fig. 6a, b). 

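Dendritic cells fell from 6.52% ± 4.05 (SD, n = 3 mice) of nuclei at day 0 to 1.31% ± 0.794 (n = 18) after treatment. In 16 of 18 treated mice the share was below that of every day 0 mouse (two-sided exact permutation test over all splits of the mice, p = 0.00226, adjusted p = 0.0271 over 12 cell types). Within replicate numbers p was 0.00292 and adjusted p 0.035. The group means were 1.66%, 0.697% and 1.78% after 1, 3 and 7 days of cold and 1.71%, 0.497% and 1.49% after CL. Macrophages were 5.00% ± 0.975 at day 0 and 3.75% ± 2.95 after treatment (adjusted p = 0.626). Without the 3 mice with few T cells, left out after seeing the data, macrophages were lower by -1.89 points (adjusted p = 0.0196). The third T cell class went from 7.15% to 4.52% (adjusted p = 0.144). Among nuclei other than lymphocytes, dendritic cells fell from 22.7% ± 12.2 to 5.64% ± 5.14 (adjusted p = 0.0301). Without day 0 replicate 1, 2 or 3 the difference was -5.42, -3.10 and -7.13 points (adjusted p = 0.189, 0.189 and 0.0632). With 2 day 0 mice there are 190 splits, and a type that alone has the smallest p cannot go below an adjusted p of 0.0632, so these p cannot show that the fall depends on 1 mouse.

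**Figure D5:**
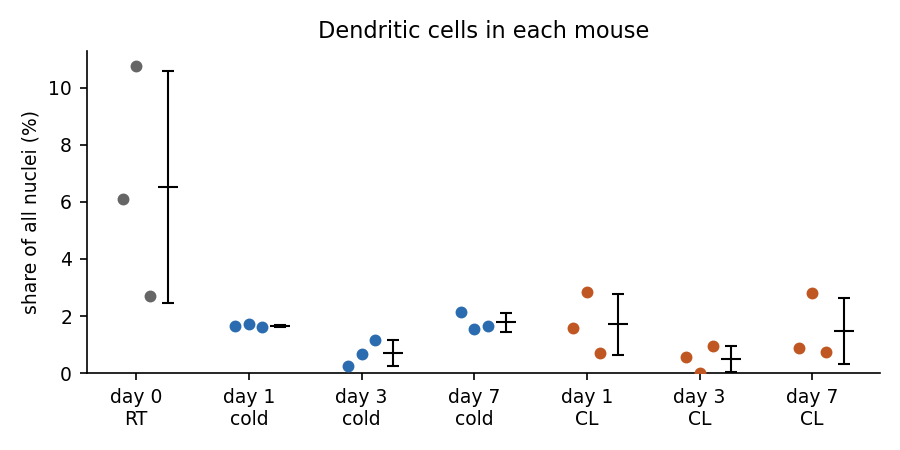
Dendritic cells as a percent of all nuclei (vertical axis) by group (horizontal axis). Points are mice and bars the mean ± SD of 3 mice, not drawn below 0, and the day 0 mean of 6.52% lies above every treated mouse.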

We observed a significant decrease in cell abundance of myeloid origin, especially dendritic cells after cold and CL treatment (Fig. 1d). 

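The NF-kB consensus was present in 25.0% of the 13998 peaks that were over 2-fold more open in dendritic cells than other immune cells, and in 7.92% of 9682 background peaks with the same mean counts. The odds ratio was 3.88 (95% confidence interval 3.57 to 4.21, Fisher's exact test, p = 3.15e-270). The peaks came from a test of 51491 peaks in 17 mice with at least 10 dendritic nuclei each, with the mouse as a block, in which 16117 peaks were lower in dendritic cells. For 4316 of the peaks no background peak with the same count was left. Peaks higher in dendritic cells were narrower than the rest, with a median width of 369 bp against 598 bp. Ccr7, which guides dendritic cells to lymph nodes, was more accessible in dendritic cells than in the mean of the other classes by a log2 fold change of 1.76 (SE 0.14, adjusted p = 2.64e-30, 156 ± 69.4 CPM, n = 19 mice).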

Compared to other immune cells, the motifs for NF-kB family, including RELA, REL, NF-kB1, and NF-kB2, were highly enriched in dendritic cells (Fig. 6c, d). NF-kB is a key mediator of cytokine signaling and NF-kB signaling activates transcription of various proinflammatory genes^61^. Consistently, GO analysis showed that the less accessible genes after cold and CL treatment in dendritic cells are associated with NF-kB signaling pathway (Fig. 6e). These results suggest that dendritic cells in adipose tissue contribute to proinflammatory microenvironment, mainly through NF-kB signaling, and thus, a decrease in dendritic cell population prevents activation of inflammatory responses after cold exposure and CL treatment.

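Within dendritic cells, no gene passed the threshold between treated and day 0 mice in either direction (edgeR, 766 genes tested). DESeq2 called 0 as well, and 67 genes had an unadjusted p under 0.05. Tnfaip3, which encodes the inhibitor A20, had a log2 fold change of -0.26 (SE 0.18, adjusted p = 0.627), at 300 ± 26.5 CPM (SD, n = 3 mice) at day 0 and 235 ± 92.8 CPM (n = 16) after treatment. Birc3, an inhibitor of apoptosis, had -0.21 (SE 0.18, adjusted p = 0.695), Traf1 -0.17, Icam1 -0.09 and Nfkb1 0.07. These 5 measured genes of the fixed NF-kB list had a median of -0.17 (camera adjusted p = 0.853, adjusted p = 0.855 with an estimated correlation), and none passed when adjusted over the list alone. Flt3 had -0.39 (SE 0.13, adjusted p = 0.213), from 581 ± 70.2 to 438 ± 137 CPM. The sums held 308 day 0 and 365 treated nuclei, so few genes reached the count filter. In simulated data of this depth, with 200 of 766 genes changed, 97% of 2-fold changes were recovered. So large a share of changed genes eases the adjustment. Smaller changes, such as those of the genes named here, were not simulated.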

**Fig. 6:**
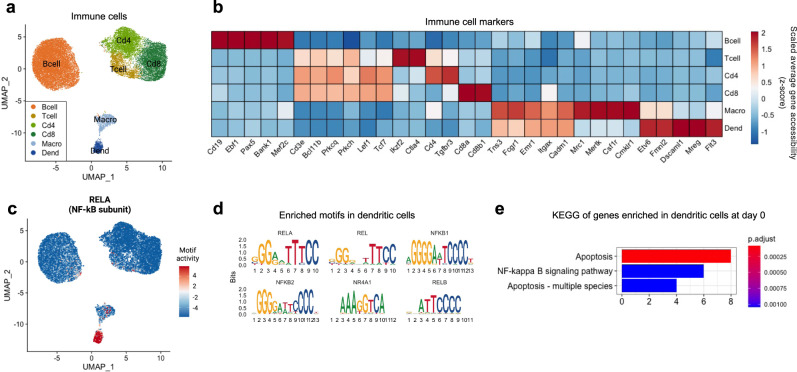
Alterations in pro-inflammatory immune cell compartment. **a** UMAP of immune cell populations (*n* = 23,687). **b** Heatmap of scaled gene accessibility for cell-type markers. **c** UMAP of RELA motif enrichment. **d** Motif sequences enriched in dendritic cell population. **e** GO analysis of genes enriched in dendritic cells at day 0 RT. X-axis indicates number of genes. Color indicates adjusted *p*-value. Macro Macrophage, Dend Dendritic cell.

### Shared and distinct mechanisms of cold exposure and CL responses in adipocytes

It has been suggested that beige adipocytes produced by different thermogenic stimuli may have unique genetic signatures and different metabolic properties^6^. Therefore, we examined similarities and differences of activated gene programs resulting from cold and CL treatments. 

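Adipocytes, white and beige summed in each mouse, changed in the accessibility of 49 genes after 1 day of cold (15 higher and 34 lower of 14408), 235 after 3 days (123 and 112) and 726 after 7 days (424 and 302). With CL the numbers were 374 (164 and 210), 687 (443 and 244) and 1118 (666 and 452). A change in the mix of white and beige nuclei can add to these numbers. Over all 9 cold mice, Pygl, a glycogen phosphorylase, was higher than at day 0 by a log2 fold change of 0.86 (SE 0.13, adjusted p = 2.48e-05, 9 of 9 mice). The other higher genes with the smallest p in the cold were Galnt17 (1.24), Itpr1, a calcium channel of the endoplasmic reticulum (0.54), Opcml (0.87), Pdcd1lg2, which encodes PD-L2 (1.06), Ogdh (1.56), Nabp1 (1.15), Elovl6 (0.75), A830018L16Rik (0.65) and Etv6 (0.56). Lower were Endou (-0.89), Blcap (-0.80), 4931406P16Rik (-0.66), Adcy5 (-0.57), Sulf2 (-0.53), Rsph9 (-0.83), Elane (-0.80), Nnat (-1.06), Zbtb16 (-0.61) and Chst11 (-0.41). Over all 9 CL mice, Adcy5 fell most by p, with a log2 fold change of -0.87 (SE 0.10, adjusted p = 1.16e-09, 9 of 9 mice). Rsph9 (-1.23), Blcap (-0.97), Celsr2 (-1.04), Endou (-1.01), Med16 (-0.96), Elane (-1.05), Igfbp4 (-0.82), 4931406P16Rik (-0.79) and Nnat (-1.29) followed. Among those higher with CL were Gm44596 (1.4), Galnt17 (1.4), Ttc7 (0.72), Khdrbs3 (0.84), Opcml (0.99), Pdcd1lg2 (1.20), A830018L16Rik (0.74), Dlgap2 (0.87) and Rp1 (1.48). For every one of these genes, 9 of 9 treated mice lay on the same side of the day 0 mean. In the cold, Endou, Rsph9 and Zbtb16 did not pass without day0RT replicate 3 (-0.58, -0.70 and -0.50). With promoter peaks alone Blcap and Ttc7 reversed under CL (0.04 and -0.01), and Med16 reversed after 1 day and after 3 days of CL. The day 1 CL counts rest on replicate 3, as without it 0 genes were higher and 3 lower, and without day0RT replicate 3 the counts after 1 day of cold were 0 and 0. Without day3C replicate 1, day7C replicate 1, day3CL replicate 2 and day7CL replicate 1 the counts of their groups were 48 and 27, 209 and 163, 156 and 79, and 169 and 85. Of Elane and Pdcd1lg2, genes of immune cells, no source other than the adipocytes was tested.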

We first identified genes that were more accessible after 1, 3, and 7 days of cold or CL treatment compared to day 0 (Fig. 7a and Supplementary Fig. 7a–i). 

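Genes more accessible on all 3 days numbered 6 in the cold and 58 with CL. The cold genes were Ogdh, Ghr, which encodes the growth hormone receptor, Mtss1, Nabp1, Nsmce2 and Pdcd1lg2. Ogdh, an enzyme of the citrate cycle, rose by a log2 fold change of 1.45 (SE 0.33, adjusted p = 0.0228, 3 of 3 mice) after 1 day of cold and by 1.86 (SE 0.27, adjusted p = 1.1e-06, 3 of 3) after 7 days of CL. It did not pass after 1 day of cold without day0RT replicate 3 (1.06), day1C replicate 2 (1.46) or day1C replicate 3 (1.30). Ogdh and Pdcd1lg2 were also in the CL set, with Ptger3, a prostaglandin E receptor, and Itpr1. Lower on all 3 days were 9 genes in the cold, among them Adcy5, Zbtb16 and Chst11, and 67 with CL. The CL set held Adipoq, Cfd, which encodes adipsin, Angptl4, an inhibitor of lipoprotein lipase, and Dgat1, which makes triglyceride. None of the 6 genes higher in the cold and of the 58 higher with CL is in the lipogenic list. Adipoq was lower by -0.63 (SE 0.12, adjusted p = 0.000394, 9 of 9 mice) over all cold and -0.81 (SE 0.12, adjusted p = 1.37e-06, 9 of 9) over all CL mice. The sets depend on single mice, with 0 genes higher in the cold without day0RT replicate 3 and 0 higher and 2 lower with CL without day1CL replicate 3, the mouse of that group with over 100 adipocyte nuclei. Without day3CL replicate 2 the CL sets held 29 and 35, and without day7CL replicate 1 35 and 31.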

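Genes higher on day 3 or day 7 in both treatments numbered 340. Another 121 passed in the cold without passing with CL, and 495 with CL without passing in the cold. Such a gene need not differ between treatments. Tested directly, 5 of the 121, 31 of the 340 and 79 of the 495 differed between all CL and all cold mice at an adjusted p under 0.05. Elovl6 and Pank1, both in the shared set, differed from day 0 on day 7 by log2 fold changes of 1.22 (SE 0.15) and 0.84 in the cold, and by 0.85 (SE 0.15) and 0.68 with CL. Cpt1b rose by 1.16 (adjusted p = 0.00485) and 1.05 (adjusted p = 0.00764), calls lost without day0RT replicate 3 (1.03 and 0.91), and Otop1 by 1.18 and 1.28. Ucp1 rose by 1.70 (SE 0.41, adjusted p = 0.00483, 3 of 3 mice) after 7 days of cold, a call lost without day7C replicate 1 (1.37), and had 1.03 (adjusted p = 0.126) after 7 days of CL. These values sum white and beige nuclei, and each of these genes was more accessible in beige adipocytes. Beige nuclei were 7.69% to 12.2% of adipocytes in the day 0 mice. They were 26.1% to 32.5% after 7 days of cold and 14.5% to 23.5% after 7 days of CL. A change in this mix alone would raise such genes, so these rises do not show opening within a class. Without day7C replicate 1, 54 genes passed in the cold alone and 214 in both. Without day7CL replicate 1, 213 passed in the cold alone and 272 with CL alone.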

We next identified those genes that had elevated accessibility in both treatment groups, or in just one treatment group at the 3 or 7 day time points in order to identify shared and distinct mechanisms (Fig. 7b and Supplementary Fig. 7j–l). 

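Genes of NADPH supply, of the citrate cycle and of thermogenesis were each higher in part in both treatments. Of 8 genes of the pentose phosphate path and NADPH supply, Tkt, a transketolase, and Me1 were higher in the cold (log2 fold changes 0.76, SE 0.14, and 0.62, SE 0.12, each in 9 of 9 mice) and with CL (0.74 and 0.58). The other 6 did not pass. Of 15 citrate cycle and respiratory chain genes, Ogdh (1.56, SE 0.27, adjusted p = 0.000137) and Cs (0.42, SE 0.11, adjusted p = 0.0229) were higher in the cold, and Ogdh (1.56), Cs (0.48) and Cox6c (0.64) with CL. Of 14 thermogenic genes, Dio2 (0.99, SE 0.24, adjusted p = 0.00948, 9 of 9 mice) and Perm1 (2.23, SE 0.60, adjusted p = 0.0243, 9 of 9) were higher in the cold. With CL, Dio2 (0.80, SE 0.24, 7 of 9), Perm1 (2.31, SE 0.59, 9 of 9), Otop1 (0.82, SE 0.24, 8 of 9) and Kcnk3 (0.36, SE 0.12, 8 of 9) were higher. Over all days Ucp1 had 1.01 (SE 0.40, adjusted p = 0.189) in the cold and 0.66 (SE 0.42, adjusted p = 0.384) with CL. White and beige nuclei were summed here, so a larger share of beige nuclei can raise genes that are more accessible in beige adipocytes. Adjusted over the list alone, the counts higher were 3, 3 and 5 in the cold and 3, 4 and 5 with CL. Camera passed for all 3 lists in both treatments (adjusted p 0.000149 to 0.0238), and none held with an estimated correlation (adjusted p = 0.103 to 0.253). Several of these calls end without 1 mouse. In the cold, Ogdh (1.17) and Me1 (0.58) did not pass without day0RT replicate 3, Dio2 without replicate 2 or 3 (0.90 and 0.91), and Perm1 without replicates 2 and 3 of day0RT (1.97 and 2.16), day1C replicate 2 (2.12) or day3C replicate 1 (2.06). Cs did not pass without any day 0 mouse (0.41, 0.39 and 0.48). With CL, Dio2 (0.43) and Otop1 (0.66) did not pass without day1CL replicate 3. Dio2 did not pass without day0RT replicate 2 or 3 either (0.71 and 0.72), Perm1 without day0RT replicate 3 (2.23), and Otop1 without any day 0 mouse (0.75 to 0.90). Kcnk3 (0.22 to 0.42) and Cox6c (0.49 to 0.81) did not pass without any 1 of 9 and 11 mice. Of the genes named in the text, 21 of 40 called in the cold and 33 of 52 called with CL passed with every mouse left out in turn.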

GO analysis showed that the genes enriched after both cold and CL treatment were associated with ribose phosphate metabolic process, FA and acyl-CoA metabolic process, and adaptive thermogenesis (Fig. 7c). 

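Pkm, the pyruvate kinase of adipocytes, was the glycolytic gene that passed, higher with CL by a log2 fold change of 0.48 (SE 0.14, adjusted p = 0.0214, 9 of 9 mice), against 0.42 (SE 0.14, adjusted p = 0.0791) in the cold. The CL call was lost without any 1 of the day 0 mice (0.50, 0.40 and 0.56). Of 10 glycolytic genes, none passed in the cold (edgeR), and 4 did when adjusted over the list alone. For CL these counts were 1 and 2. Pfkp, a phosphofructokinase, had 0.38 in the cold (adjusted p = 0.0745) and 0.33 with CL (adjusted p = 0.0851), and Gapdh had 0.29 and 0.15. The list, used by the study on these samples, had a median of 0.26 in the cold (camera adjusted p = 0.00607) and 0.15 with CL (0.0169), and neither held with an estimated correlation (adjusted p = 0.176 and 0.253). Between CL and cold, Hk1, a hexokinase, was higher with CL by 0.35 (SE 0.09, adjusted p = 0.0224, 8 of 9 mice), a call lost without any 1 of 6 mice (0.28 to 0.43), and the list did not differ (camera adjusted p = 0.925). Of 22 genes of cAMP and G protein signaling, 1 was higher and 1 lower in the cold, and 4 were higher and 2 lower with CL. Adcy9 rose by 0.46 (SE 0.11, adjusted p = 0.00586, 8 of 9 mice) and Adcy6 fell with -0.51 (SE 0.13, adjusted p = 0.00755, 9 of 9). Without day0RT replicate 1 or day1CL replicate 3, Adcy9 (0.37 and 0.41) and Adcy6 (-0.42 and -0.45) did not pass.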

The genes more enriched after cold exposure were involved in glycolytic process (Fig. 7d); whereas the genes enriched in CL were related to GTPase activity and cAMP signaling (Fig. 7e). These findings are consistent with the facts that Adrb3 activation, like other G protein-coupled receptor signaling cascades, triggers cAMP signaling pathways; and in the case of Adrb3 activation, this leads to induction of thermogenesis^62^.

**Fig. 7:**
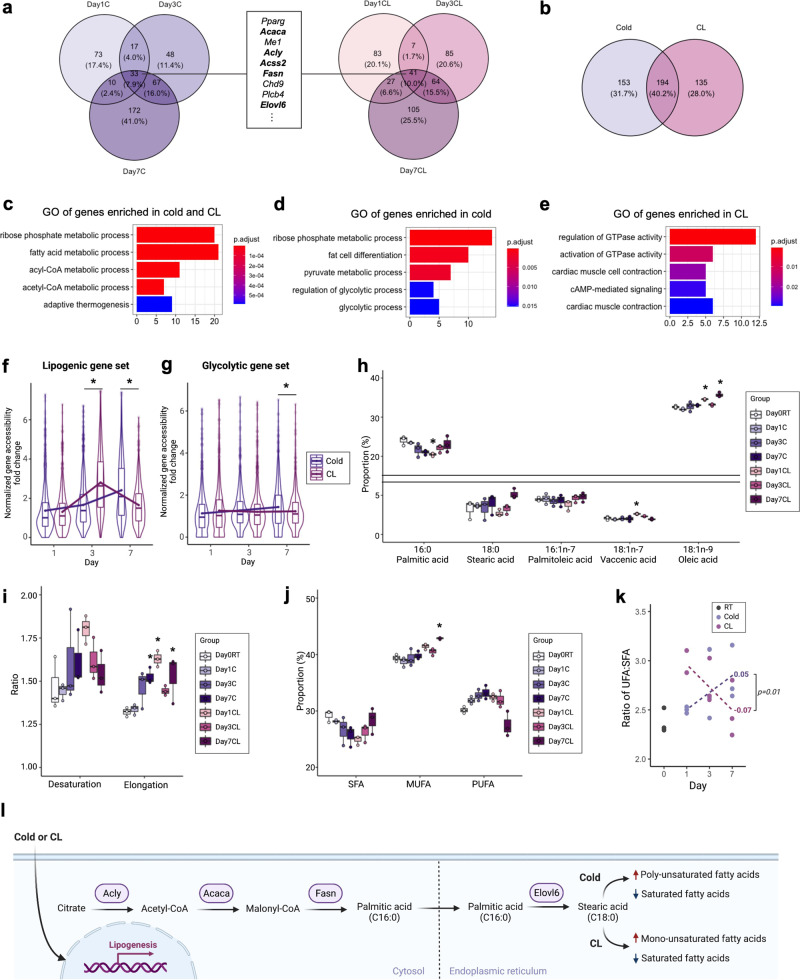
Shifts in lipogenic and glycolytic genes and lipid composition in response to different thermogenic stimuli. **a** Venn diagram summary showing more accessible genes at day 1, 3, and 7 after cold exposure or CL treatment compared to Day 0 RT. The genes that are commonly more accessible after cold exposure and CL treatment from day 1 to day 7 are shown in the box. Bold font indicates the genes involved in *de novo* lipogenesis (*DNL*). **b** Venn diagram summary showing commonly or differentially more accessible genes after 3 or 7 days of cold exposure and CL treatment compared to Day 0 RT. **c** GO analysis of genes that were commonly more accessible in both cold and CL. **d**, **e** GO analysis of genes that are more accessible only in cold **d** or CL **e**. X-axis indicates number of genes. Color indicates adjusted *p*-value. **f**, **g** Violin and box plots showing the distribution of average gene accessibility of lipogenic genes (*Acaca, Acacb, Acly, Acss2, Fasn, Scd1, Elovl6*) **f** and glycolytic genes (*Hk1, Gpi1, Pfkl, Pfkp, Gapdh, Pgk1, Pgm1, Eno1, Pkm, Ldha*) (**g**) of fold changes after cold exposure and CL treatment compared to Day0 RT. The lower and upper hinges indicate the 25th and 75th percentiles. The horizontal line in the middle of box plot denotes the median. The mean for each day for cold and CL are connected by a line. *p-value<0.05, Welch’s two sample t-test was performed. **h** Relative concentration of quantified lipid species after cold exposure and CL treatment (*n* = 3 per group; More lipid species in Supplementary Fig. 8c). **i** Ratio of desaturation and elongation from lipidomics data (*n* = 3 per group). **j**, Relative proportion of saturated FA (SFA), monounsaturated FA (MUFA), and polyunsaturated FA (PUFA) by lipidomics analysis (*n* = 3 per group). **k** Ratio of unsaturated FA (UFA) to SFA (*n* = 3 per group). The slope for each cold and CL from day 1 to day 7 is calculated by a linear regression function. The *p*-value for the comparison of the slopes between cold and CL is indicated. **l**, Model for the contribution of cold temperature and CL treatment to FA metabolic process through functional accessibility changes at lipidomic genes and changes in lipid profile. *Adjusted *p*-value<0.05, ANOVA multiple comparisons test with Bonferroni’s post-hoc test was performed for **h**–**j**.

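The 7 lipogenic genes Acaca, Acacb, Acly, Acss2, Fasn, Scd1 and Elovl6 were averaged in each mouse as log2(CPM + 1) over all adipocytes. Their mean was 7.56 ± 0.10 (SD, n = 3 mice) at day 0. It was 8.10 ± 0.31, 8.02 ± 0.00081 and 8.36 ± 0.24 after 1, 3 and 7 days of cold, and 7.81 ± 0.31, 8.52 ± 0.26 and 7.95 ± 0.11 after CL (n = 3 each). Above day 0 these are differences of 0.54, 0.46 and 0.80 in the cold and of 0.25, 0.96 and 0.38 with CL. In 5 of these 6 comparisons every treated mouse lay above every day 0 mouse (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). After 1 day of CL the exact p was 0.3. Without day0RT replicate 2 the difference after 3 days of cold was 0.40. The study used these genes on the same nuclei and does not say how they were chosen, so the score may not be independent evidence of their direction.

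**Figure D6:**
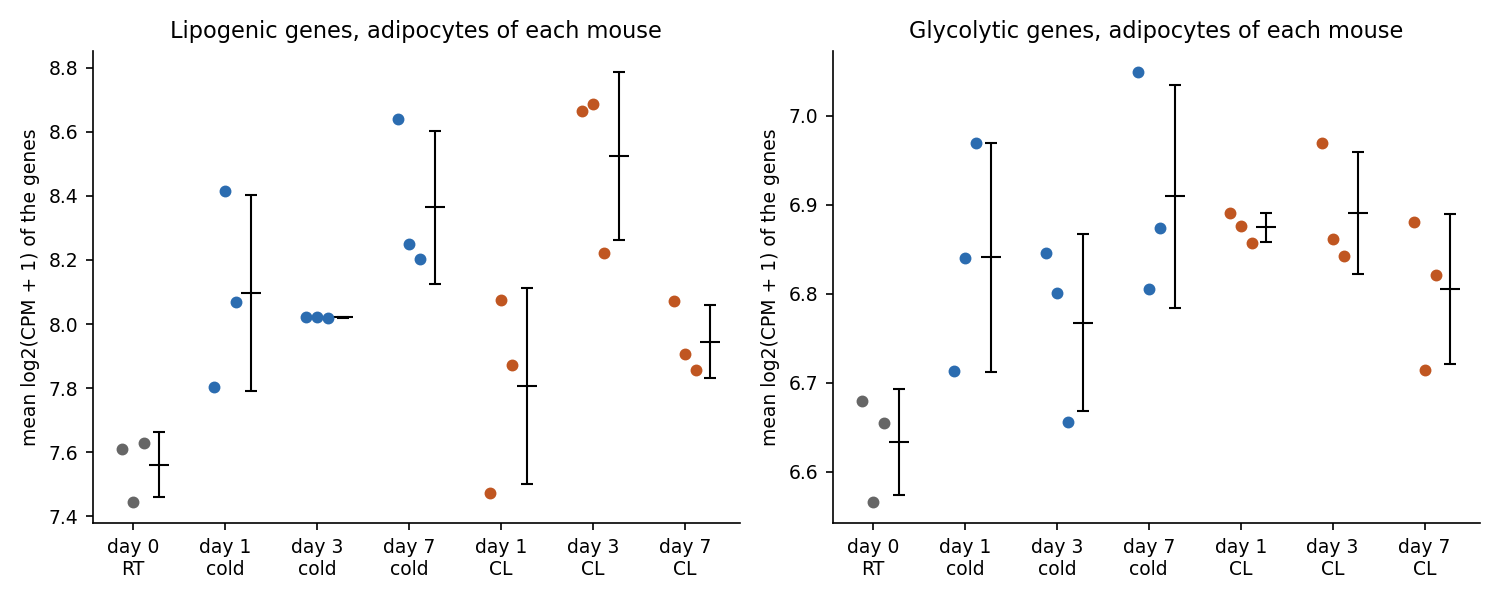
Mean log2(CPM + 1) of the 7 lipogenic and the 10 glycolytic genes (vertical axes) by group (horizontal axis). Points are mice and bars the mean ± SD of 3 mice, with the lipogenic genes highest after 3 days of CL (8.52).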

The genes that are commonly more accessible by cold and CL treatment for 1, 3, and 7 days were involved in FA metabolism, specifically *de novo* lipogenesis (*DNL*) (Fig. 7a). Interestingly, we found some kinetic differences in accessibility of lipogenic genes between cold and CL across time course (Fig. 7f). In cold, the accessibility of lipogenic genes gradually increased from day 1 to day 7, whereas the accessibility of lipogenic genes was highly increased at day 3 in CL. In contrast, the accessibility of glycolytic genes gradually increased after cold exposure, while no significant changes were observed after CL treatment (Fig. 7g). Therefore, cold and CL share common pathways during beiging, yet differ in specific signaling cascades and in timing of changes in gene accessibility.

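Between the treatments, the lipogenic score was lower with CL than in the cold by -0.29 after 1 day (two-sided exact permutation test, p = 0.5), higher by 0.50 after 3 days (p = 0.1) and lower by -0.42 after 7 days (p = 0.1). With promoter peaks alone the differences after 3 and 7 days kept their sign and were smaller. The difference at day 3 was above that at day 7 by 0.92 (exact p = 0.005 over 400 permutations within days, adjusted p = 0.01 over 2 scores), a test chosen after the values were seen. After 3 days, 5 of the 7 genes were higher with CL than in the cold, also when adjusted over the list alone, with a median log2 fold change of 0.66. Acss2, which makes acetyl-CoA from acetate, was higher by 0.76 (SE 0.13, adjusted p = 5.73e-05) and Scd1, the desaturase that makes oleic acid, by 0.74 (SE 0.12, adjusted p = 7.7e-05), each in 3 of 3 mice. After 7 days Scd1 was lower with CL by -0.78 (SE 0.14, adjusted p = 0.00281, 3 of 3 mice). Scd1 did not pass at day 3 without day3CL replicate 2 (0.54), nor at day 7 without day7C replicate 1 (-0.63) or day7CL replicate 2 (-0.64). Acss2 did not pass at day 3 without day3CL replicate 2 (0.57). Of 16 peaks of Acss2, 9 are shared with Ggt7 or Gss.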

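The 10 glycolytic genes, among them Pkm, Hk1, Pfkp, Gapdh and Eno1, had a mean log2(CPM + 1) of 6.63 ± 0.06 (SD, n = 3 mice) at day 0. The mean was 6.84 ± 0.13, 6.77 ± 0.10 and 6.91 ± 0.13 after 1, 3 and 7 days of cold, and 6.87 ± 0.02, 6.89 ± 0.07 and 6.81 ± 0.08 after CL. Above day 0 the differences were 0.21, 0.13 and 0.28 in the cold and 0.24, 0.26 and 0.17 with CL. The two-sided exact permutation p was 0.2 after 3 days of cold and 0.1 in the other 5 comparisons, where 0.1 is the smallest possible. CL minus cold was 0.03 (exact p = 0.7), 0.12 (0.2) and -0.10 (0.5) at the 3 days. The day 3 and day 7 differences were apart by 0.23 (exact p = 0.075, adjusted p = 0.075). With white adipocytes alone, CL after 1 day was below day 0 by -0.03. After 7 days of cold, Pkm rose by a log2 fold change of 0.64 (SE 0.15, adjusted p = 0.00418, 3 of 3 mice), with 0.59 (SE 0.15, adjusted p = 0.00888) after 3 days of CL and 0.52 (SE 0.15, adjusted p = 0.0185) after 7. These calls were lost without day7C replicate 1 (0.52), without day0RT replicate 2 (0.51), and without day0RT replicate 2 or 3 (0.45 and 0.60) or day7CL replicate 1 (0.51).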

### Cold and CL alter the composition of lipid classes in inguinal adipose tissue

The genes encoding enzymes involved in *DNL* and FA elongation such as *Acaca*, *Acly*, *Fasn*, and *Elovl6* underwent profound changes in adipocytes after cold exposure and CL treatment (Fig. 7a and Supplementary Fig. 8a, b). 

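Over all 9 cold mice and all 9 CL mice, Acaca, Acly, Fasn and Elovl6 were each more accessible than at day 0. Acly, on chromosome 11 of GRCm38 from 100476353 to 100528000, rose by a log2 fold change of 0.84 (SE 0.18, adjusted p = 0.00244, 9 of 9 mice) in the cold and 0.98 (SE 0.18, adjusted p = 0.000103, 9 of 9) with CL. Acaca, on chromosome 11 from 84129672 to 84401651, rose by 0.56 (SE 0.11, adjusted p = 0.00041, 9 of 9) and 0.63 (SE 0.11, adjusted p = 2.77e-05, 8 of 9). Elovl6, on chromosome 3 from 129532355 to 129638495, rose by 0.75 (SE 0.13, adjusted p = 0.000156, 9 of 9) and 0.77 (SE 0.13, adjusted p = 4.4e-05, 9 of 9). Fasn, which makes palmitate, on chromosome 11 from 120805846 to 120824547, rose by 0.65 (SE 0.15, adjusted p = 0.00409, 8 of 9) and 0.59 (SE 0.15, adjusted p = 0.0067, 8 of 9). In the cold 6 of the 7 lipogenic genes passed and with CL 5, against 6 and 6 when adjusted over the list alone. The study used this list on these samples and does not say how it was chosen. Its median was 0.56 in the cold (camera adjusted p = 1.92e-14, adjusted p = 0.0274 with an estimated correlation) and 0.63 with CL (7.25e-09, adjusted p = 0.0624 with an estimated correlation). None of these 4 genes differed between all CL and all cold mice (adjusted p = 0.487 to 0.948). By day, Acaca had 0.89 (SE 0.12) after 7 days of cold and 1.07 (SE 0.12) after 3 days of CL, and Acly 1.13 and 1.51. Without day0RT replicate 3, Acly (0.86) and Fasn (0.66) did not pass in the cold, nor Fasn with CL (0.60). With promoter peaks alone Acaca reversed, at -0.47 in the cold and -0.43 with CL.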

FA synthetase (FAS), encoded by *Fasn*, converts malonyl-CoA into palmitic acid, a major product of *DNL*^63^. Then, FAs can be further elongated by FA elongases (ELOVLs)^63^. If any of these changes were functionally important, we expect that FAs extracted from adipose tissue would exhibit different profiles from RT after cold or CL treatment, or that profiles found in cold and CL may differ as well. Therefore, we measured a total of 21 lipid species from the same iWAT used for snATAC-seq by gas-chromatography mass spectrometry (GC-MS)-based lipid profiling. The most abundant free FAs were oleic acid (18:1n-9), linoleic acid (18:2n-6), and palmitic acid (16:0), making up around 82% of the FA content of the depot (Fig. 7h and Supplementary Fig. 8c). Palmitoleic acid (16:1n-7), stearic acid (18:0), and vaccenic acid (18:1n-7) were the next most abundant free FAs, which account for 10% (Fig. 7h and Supplementary Fig. 8c).

Based on the composition of major FAs and its elongation products, we calculated the metabolic activity of elongation and found that both cold and CL significantly increased the ratio of elongation (Fig. 7i). Consistently, our snATAC-seq analysis showed changes in FA elongation and accessibility of *Elovl6*, a gene encoding a key enzyme that catalyzes the elongation of FAs (Figs. 2h and 7a), providing evidence for the correlation between chromatin accessibility and their functional modulation of lipid profiles. Next, we characterized changes in lipid composition after cold and CL treatment. Despite the increased elongation by both cold and CL, different types of FAs were increased by cold and CL. Strikingly, CL treatment significantly increased the proportion of oleic acid, a major component of monounsaturated FA (MUFA), not cold treatment (Fig. 7h, j). In addition, the proportion of some lipid species have opposite dynamics between cold and CL. For example, cold exposure tended to decrease palmitic acid gradually over time course, while CL treatment dramatically decreased palmitic acid at day 1 then restored to the day 0 level by day 7 of CL treatment (Fig. 7h). Accordingly, the ratio of unsaturated FA (UFA) to saturated FA (SFA) had opposite trends between cold and CL over the time course of our study (Fig. 7k). Overall, these results reveal that both cold and CL treatment increase abundance of longer chain FAs in adipose, but they increase different types of UFA in adipose with the different dynamics (Fig. 7l).

## Discussion

Here we provide first comprehensive atlas of iWAT at chromatin status at single-nucleus resolution in response to two major thermogenic stimuli. Our analyses identified changes in cell abundances, patterns of differential gene accessibility across the time course of the treatments, beige-specific enhancers and TF motif modules regulating beige adipocyte development, and a pseudotime trajectory for beige adipocyte development. These changes created functional consequences in FA metabolism detectable by lipidomics analysis. Collectively, our data report the genes and GRNs underlying the developmental emergence of beige adipocytes, as well as the metabolic consequences in adipose during responses to cold exposure and CL treatment.

Mature adipocytes underwent the most profound changes, with a beige adipocyte population accumulating in iWAT with increased exposure time of both stimuli (Figs. 1d–f and 2d). The abundance of beige adipocytes increased to a similar level between cold and CL (Fig. 1d), however, the abundance of total adipocytes was in the range of 18% to 23% after cold exposure and about 20% to 37% after CL treatment (Supplementary Fig. 4b). This may indicate that CL generates more white adipocytes which can be further *trans*-differentiated into beige adipocytes. This supports the notion that Adrb3 activation by CL initiates beige adipocyte formation by converting pre-existing white adipocytes into beige adipocytes^6^.

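White and beige adipocytes together were 20.6% of nuclei in the 9 cold mice and 27.8% in the 9 CL mice, a difference of 7.18 points (two-sided exact permutation test, p = 0.437). As a share of nuclei other than lymphocytes, adipocytes were 63.0% and 62.2% (exact p = 0.92). Without the 3 mice with few T cells, left out after seeing the data, they were 17.5% in 8 cold and 16.6% in 7 CL mice (-0.889 points, exact p = 0.838).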

In addition to detecting beige adipocyte emergence during cold and CL responses, we detected two major APCs in iWAT. Both APCs had higher accessibility at *Pdgfra* (Fig. 5b). APC1 had higher accessibility of genes for stem cell surface markers such as *Ly6a* (Sca1) and *Cd34*; whereas, APC2 had higher accessibility at mural cell marker genes including *Pdgfrb* and *Acta2* (Fig. 5b). Our results are consistent with a recent lineage tracing study identifying two major adipocyte progenitors, *Pdgfra*+ and *Pdgfra*+/*Pdgfrb*+, using dual recombinase-mediated genetic labeling^61^. The genes upregulated in *Pdgfra*+/*Pdgfrb*+ cells were associated with wounding responses and likely correspond to APC2 in our snATAC-seq data (Fig. 5c)^64^. We originally hypothesized that the origins of adipocytes would be revealed by characterizing intermediate cells between clusters, which may represent transition states of cells differentiating from their precursors. However, linkages representing transition cells were not observed in the UMAP embedding from our snATAC-seq data. We reasoned that this could be due to the small number of APCs in our data. Therefore, our inference of adipocyte trajectory was limited to mature adipocyte populations. Further investigation into transition states of cells from progenitors and genetic memory could help elucidate how new adipocytes are generated in response to thermogenic stimuli.

Several lines of evidence suggest that beige adipocyte progenitors reside among mural cells within the vasculature^10,65^. We found that stromal cell abundance tended to increase with cold and CL treatment (Fig. 1d). Our results show that the vasculature expansion is influenced by VEGF signaling between adipocytes and VECs through the *Vegfra* and *Vegfr1* ligand-receptor pair (Fig. 5e). An important feature of this mechanism may involve PGC-1α and ESRRα binding motifs, which were enriched in beige adipocytes, and were shown to be important in skeletal muscle angiogenesis by *Vegfa*^66^.

Besides detecting adipocytes, their precursors and vascular cells, we detected dendritic cells and macrophages in iWAT, and their reductions during the exposure intervals (Fig. 1d). Evidence indicates these immune cell reductions are important to the adipocyte changes we report. First, NF-kB pathway activation in dendritic cells stimulates proinflammatory gene expression and inflammatory responses leading to metabolic disorders in insulin sensitive tissues^61,67^; accordingly, reduced inflammatory cell abundances after CL and cold exposure may limit the appearances of these disorders. Second, knockout of IκB kinase ɛ (IKKɛ) which is upregulated by NF-kB was shown to promote thermogenesis and prevent HFD induced obesity in mice^68^; accordingly, fewer cells utilizing NF-kB signaling after CL and cold exposure may also promote thermogenesis. Collectively, these results suggest that both cold and CL promote thermogenesis and prevent activation of NF-kB pathway in adipose tissue by reducing dendritic cells in adipose tissue.

An important question in thermogenic stimuli induced beiging is how changes in adipose tissue differ in response to two most widely used thermogenic agents, cold and CL treatment. 

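Along the ordering, beige nuclei had a mean position of 0.31 ± 0.06 (SD of mouse medians, n = 3 mice) at day 0. In the cold it was 0.53 ± 0.03, 0.87 ± 0.14 and 0.81 ± 0.13 after 1, 3 and 7 days. With CL it was 0.34 after 1 day, from 1 mouse with enough beige nuclei, and 0.47 ± 0.04 and 0.64 ± 0.18 after 3 and 7 days. White adipocytes lay at -0.02 ± 0.02 at day 0, at 0.03, 0.02 and 0.11 in the cold and at 0.18, 0.13 and 0.14 with CL. A single line was drawn through nuclei of both treatments, so separate lines were not compared.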

Pseudotime trajectories were quite similar for developing beige adipocytes emerging upon both CL and cold exposure (Supplementary Fig. 6a, b). Additionally, the fold-changes in gene accessibility after cold and CL treatment compared to RT were positively correlated for the two treatments (Supplementary Fig. 9a, b). Despite these similarities, there were notable differences in responses to the two thermogenic stimuli. 

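Across 14408 genes, the log2 fold changes of adipocytes against day 0 in the cold and with CL had a Pearson r of 0.848. Genes are not independent replicates, and both fold changes share the 3 day 0 mice. Counts simulated with no response to either treatment gave a median r of 0.835 (0.826 to 0.839 in 20 simulations), so r itself says little here. The covariance was 0.0886, against a median of 0.0440 in the simulations. With cold set against a single day 0 mouse and CL against the others, r was 0.184 to 0.208. This r used differences of log2(CPM + 1), and a single day 0 mouse adds noise. The drop from 0.848 therefore does not measure the part of the shared mice alone. Of the called genes, 130 were higher in both treatments, where independent lists would share 5.55, and 134 were lower in both, against 5.20. Shared day 0 mice raise these overlaps as well. Galnt17, Opcml, Pdcd1lg2 and A830018L16Rik were among the 10 higher genes with the smallest p in each treatment, and Adcy5, Blcap, Endou, Rsph9, Elane, Nnat and 4931406P16Rik among the 10 lower.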

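Between all 9 CL and all 9 cold mice, 263 genes were more and 135 less accessible in adipocytes with CL (14408 tested). Txnip, which binds thioredoxin and limits glucose uptake, was lower with CL by a log2 fold change of -0.64 (SE 0.09, adjusted p = 2.51e-06, 9 of 9 mice). Lrp3, a receptor of the LDL receptor family, was lower by -0.61 (SE 0.09, adjusted p = 3.76e-06, 9 of 9). Others that were lower included Cpa1 (-1.05), Stc2 (-0.52), Spata3 (-0.81), Prelp (-0.45), Id3 (-0.55), Reg4 (-0.63) and Ednra, an endothelin receptor (-0.43). Higher with CL were Btn1a1 (0.99, SE 0.14, 8 of 9 mice), Rp1 (0.88, SE 0.13, 9 of 9), Ap4s1 (0.66), Sh3bgrl2 (0.62), Tbc1d2b (0.42), Insc (0.94), Myof (0.46), Kif4 (0.71), Fam189a2 (0.54) and Efemp1 (0.47). At single days, 66 and 67 genes were higher and lower with CL after 1 day, 146 and 64 after 3 days, and 13 and 3 after 7. With each mouse left out in turn, these ranged from 0 to 78 and 0 to 94 (day 1), 26 to 162 and 5 to 80 (day 3) and 1 to 14 and 0 to 5 (day 7). DESeq2 called fewer genes on each day and over all days. These counts rest on few mice. Without day1CL replicate 3, 4 genes were higher and 3 lower over all days, and Txnip (-0.54), Rp1 (0.85) and Btn1a1 (0.88) did not pass, while Lrp3, Cpa1 and Sh3bgrl2 did. Without day1C replicate 1 the counts were 101 and 47, without day7CL replicate 1 124 and 76, without day3CL replicate 2 147 and 82 and without day7C replicate 3 166 and 83. The treatments also carry different barcode indexes, so the index and the treatment cannot be told apart.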

Genes involved in glycolysis were relatively more activated by cold stress (Fig. 7d, g). Specifically, *Eno1* was highly accessible in cold-induced beige adipocytes (Supplementary Fig. 9c). This is consistent with the findings from Chen et al. who reported that many glycolytic genes were up-regulated in a subset of beige adipocytes formed during cold adaptation in the absence of β-AR signaling^56^. In contrast, CL treatment activated gene programs associated with cAMP responses and regulation of G-proteins relatively more compared to cold (Fig. 7e and Supplementary Fig. 9d–i). These findings suggest that cold and CL exert their effects through distinct mechanisms, with cold triggering extra beige fat formation *via* β-AR independent changes in regulation of genes involved in glucose metabolism.

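Eno1, the enolase of glycolysis, lies on chromosome 4 of GRCm38 from 150236721 to 150248879. In beige adipocytes it was 152 ± 31.8 CPM (SD, n = 9 mice) in the cold, 131 ± 17.8 CPM (n = 7) with CL and 117 ± 43.5 CPM (n = 3) at day 0. Cold was above CL by 21.2 CPM (two-sided exact permutation test, p = 0.143). Of the day1CL mice, replicate 3 alone had enough beige nuclei, so the days do not weigh alike in cold and CL. The sum covers the gene body and 2 kb upstream, where no peak was beige-specific, and 1 beige-specific peak lay within 20 kb. In all adipocytes, Eno1 had log2 fold changes against day 0 of 0.32 in the cold (SE 0.13, adjusted p = 0.212, 9 of 9 mice) and 0.13 with CL (SE 0.13, adjusted p = 0.643, 7 of 9). CL against cold was -0.19 (SE 0.08, adjusted p = 0.199, 8 of 9 mice).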

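Pde10a, which breaks down cAMP and cGMP, was more accessible with CL than in the cold by a log2 fold change of 0.47 (SE 0.09, adjusted p = 0.000323, 9 of 9 mice). Adcy5, a cyclase that makes cAMP, was less accessible by -0.30 (SE 0.07, adjusted p = 0.00683, 9 of 9). These were the 2 of 22 genes of cAMP and G protein signaling that differed, also when adjusted over the list alone, and the list had a median of 0.10 (camera adjusted p = 0.456, adjusted p = 0.791 with an estimated correlation). After 3 days Rgs2, which turns off Gq signaling, was higher with CL than in the cold by 0.72 (SE 0.13, adjusted p = 0.000553, 3 of 3 mice) and Adcy5 lower by -0.51 (SE 0.11, adjusted p = 0.00257). After 1 day Pde10a was higher by 0.84 (SE 0.18, adjusted p = 0.00524, 3 of 3). Against day 0, Ptger3 rose by 0.72 (SE 0.15, adjusted p = 0.00112, 9 of 9 mice) in the cold and 0.87 (SE 0.15, adjusted p = 2.37e-05, 9 of 9) with CL. Without day1CL replicate 3, Pde10a (0.35, and 0.49 at day 1) and Adcy5 (-0.35) did not pass between the treatments. Adcy5 did not pass without day1C replicate 1 (-0.23), nor at day 3 without day3C replicate 3 (-0.42) or day3CL replicate 2 (-0.47).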

A key finding from our analyses was that the genes involved in *DNL* exhibited markedly increased accessibility after both cold and CL treatment for 1, 3, and 7 days (Fig. 7a and Supplementary Fig. 8a). In agreement with our results, 4 days of cold exposure and CL treatment also increased gene expression levels of lipogenic genes in snRNA-seq data (Supplementary Fig. 8b)^9^. These results suggest that induction of beiging is accompanied by an activation of lipogenesis. Lipogenesis may contribute to thermogenesis through futile cycling of FA synthesis and oxidation by maintaining the availability of endogenous FAs as fuel for heat production^69,70^. Indeed, the finding that *Pdk4* was enriched in beige adipocytes may be relevant to shifting energy source from glucose to FA in beige adipocytes, resulting in an increased demand for lipids^45^. It is noteworthy that both FA synthesis (anabolic) and FA oxidation (catabolic) processes were activated after thermogenic stimuli, indicating these are not mutually exclusive responses.

Changes in chromatin accessibility at genes involved in FA metabolism led to functional alterations in lipid composition in adipose tissue. Not all FAs are oxidized at the same rates, which may explain the changes in the cellular accumulation of FAs. SFAs with longer chain length are oxidized at slower rates, while oleic acid among MUFAs, and α-linolenic acid (18:3n-3) and linoleic acid among PUFAs, are oxidized at faster rates^71^. We reported that CL significantly increased the relative abundance of oleic acid, whereas cold increased the relative abundance of linoleic acid. These results suggest that cold and CL change lipid composition of adipose tissue which have an influence on FA oxidation.

Our lipid analysis revealed that cold treatment tended to increase the relative abundance of PUFAs, and increased the UFA:SFA ratio from day 1 to day 7 (Fig. 7j, k). This may represent an important adaptive change in animals living in cold conditions. UFAs, and especially PUFAs, have lower melting temperatures relative to SFAs. The increased PUFA level seen in adipose in cold-exposed mice may contribute to preserving fluidity of storage lipids, enabling them to be readily accessed by lipases and used as energy sources^72^. Additionally, membrane phospholipids have higher fluidity when they are composed of UFAs, which may be important in cold temperatures^73^. These effects of cold exposure on lipid composition of adipose may be most important to poikilothermic animals, whose body temperatures varies with the environmental temperature^73^, but they may be important for cutaneous and subcutaneous tissues in homeotherms, which maintain thermal homeostasis at internal tissues.

In addition to the differences we found between CL and cold that affect signaling and glycolytic pathways, there were notable chromatin state and lipid differences, some of which may underlie cardiac pathologies associated with CL treatments, contraindicating the use of this drug in people. First, consistent with reports that activation of Adrb3 affects cardiac contractility in human^12^, we found that CL treatment opened chromatin at genes associated with cardiac muscle contraction (Fig. 7e). Interestingly, a recent study suggested that overstimulation by isoproterenol, a β1- and β2-AR agonist, promoted the release of palmitic acid, palmitoleic acid, and oleic acid from adipose tissue, which caused myocardial fibrosis and apoptosis^74^. We also reported an increase in the proportion of oleic acid after CL treatment, but not cold treatment (Fig. 7h). Collectively, our data might support the notion for an adipose tissue-heart communication in the development of cardiac diseases by regulating gene accessibility and lipid content in adipose tissue. Second, there were different kinetics in timing of gene accessibility changes and lipid species between cold and CL (Fig. 7f, g). Lastly, it was shown that treatment with oleic acid increased intracellular levels of cAMP in skeletal muscle cells^75^. Thus, it might be conceivable that oleic acid increase after CL treatment promoted the changes in accessibility of genes involved in cAMP signaling pathway. However, as CL activates Adrb3 receptor, a major pathway activating thermogenesis in beige cells, it is possible that these differences were observed due to different effects/dosages of endogenous norepinephrine induced by CL. Additionally, there may be differences in kinetics of the responses to CL and cold exposures that are read out as chromatin state differences. Future studies will be needed to demonstrate the effects of lipids and metabolic properties of adipocytes changed by cold and CL treatment.

Our analyses were mainly based on chromatin accessibility which may or may not be directly linked to the transcription state. Future studies would benefit from recent techniques such as SNARE-seq^76^ for joint profiling of chromatin accessibility and gene expression in the same cells or nuclei. Nonetheless, publicly available snRNA-seq data were used to pinpoint the specific changes in our analyses. Transcriptional changes may or may not lead to changes in translated protein, or protein activities. By assaying lipid profiles in the same tissues used for chromatin analysis, we were able to characterize functional physiologic and metabolic changes that accompanied gene accessibility changes. In summary, this study highlights underlying gene regulatory mechanisms for beige adipocyte development and the common and distinct properties of cold and Adrb3-induced beige adipocytes. These findings could provide pivotal insight into clinical utility of environmental and pharmacological beige stimuli.

## Methods

### Animals

All animal experiment was in accordance with approved protocols by the Institutional Animal Care and Use Committee (IACUC) at Cornell University (Protocol number 2017-0063). Six-weeks-old C57BL/6 J mice were purchased from Jackson Laboratories. Mice were acclimated to the facility and maintained at room temperature (RT, 22 °C) for two-weeks before intervention. Mice were randomly assigned to cold (6 °C) or CL-316,243 (CL, 1 mg/kg), a β3-adrenergic receptor (Adrb3) selective agonist treatment group. Mice were exposed to cold and Adrb3 agonist for 0, 1, 3, or 7 days.

### Histological staining

Adipose tissues were fixed in 10% formalin, paraffin embedded, and sectioned at 5μm thickness with a microtome. Slides were deparaffinized, rehydrated, and stained with hematoxylin and eosin (H&E).

### Tn5 transposase purification & loading

Tn5 was produced as described with no modifications^77^. Tn5 transposase was generated by assembling pre-annealed ME-A and ME-B (IDT, standard desalting; Supplementary Table 1). Oligonucleotides (IDT, standard desalting) were annealed at 95 °C for 2 min followed by cooling to 25 °C at a 0.1 °C/s cooling rate. Annealed ME-A and ME-B oligos were each mixed in a 1:1 ratio Tn5 transposase and incubated for 30 min at room temperature. Eight A-transposomes and twelve B-transposomes were formed to generate 96 unique transposome combinations.

### Nuclei isolation from adipose tissue

Inguinal adipose tissues were collected from mice before any intervention and after 1, 3 or 7 days of cold exposure or CL treatment and frozen at −80 °C. All steps were performed on ice or at 4 °C. To avoid perturbations caused by isolating cells, whole adipose tissues were used to extract nuclei without isolating mature adipocytes or SVF. Whole adipose tissues were minced on dry ice. 80-100 mg of chopped adipose tissue were transferred to a chilled 40 mL Dounce Homogenize containing 25 mL homogenize buffer (320 mM sucrose, 0.1 mM EDTA, 0.1% NP40 (28324, ThermoFisher), 5 mM CaCl_2_, 3 mM Mg(Ac)2, 10 mM Tris pH 7.8, protease inhibitors (88666, Pierce), 0.016 mM PMSF, 0.33 mM β-mercaptoethanol)^78^. Tissue was homogenized immediately via 10 gentle strokes of the loose pestle and then 10 gentle strokes of the tight pestle on ice using a Dounce Tissue Grinder (357546, Wheaton). The homogenate was filtered through a 40 μm nylon mesh (10199-658, VWR) and centrifuged for 10 min at 500 g. The top fat layer was discarded, and the supernatant was transferred into a new tube without disrupting the pellet. The samples were then resuspended in 5 vol. of ice-cold ATAC-Resuspension Wash Buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% Tween 20 in water) and centrifuged for 5 min at 500 g in a swinging bucket rotor centrifuge (5920 R, Eppendorf). Nuclei pellets were resuspended in 1X Tagmentation Buffer (10 mM Tris pH 7.4, 5 mM MgCl_2_, 10% DMF, 33% 1X PBS (without Ca++ and Mg++), 0.1% Tween-20, 0.01% Digitonin (BN2006, ThermoFisher)). The number of nuclei was counted using a hemocytometer.

### snATAC-seq with combinatorial indexing

Nuclei concentration was adjusted to 160,000 nuclei/mL in 1X Tagmentation Buffer. 8 μL of nuclei were distributed into each well of a 96-well plate (1,280 nuclei/well) containing 1 μL of each ME-A or ME-B carrying barcoded transposome per well at ~1.5 μM. Tagmentation was performed at 50 °C for 30 min. Following tagmentation, 10 μL of 40 μM EDTA was added each well and the plate was incubated at 37 °C for 15 min to terminate the Tn5 reaction. Next, 20 μL of sort buffer (2% BSA and 2 mM EDTA in PBS) was added to each well. All wells were pooled and centrifuged for 5 min at 500 g. Nuclei were resuspended in sort buffer with 10% DMSO and frozen at −80 °C until ready for fluorescence activated nuclei sorting (FANS).

After thawing at 37 °C for 1 min, nuclei were centrifuged for 5 min at 500 g and resuspended in 1 mL of sort buffer. Nuclei were filtered through a 35 μm mesh (352235, Corning) and stained with 3 μM Draq7 (ab109202, Abcam) before FANS. 25 Draq7+ nuclei were sorted into each well of second 96-well plates containing 16.5 μL of elution buffer (2% BSA and 10 mM Tris pH 8.0) using a BD FASC Melody. Gating was selected to isolate single Draq7+ nuclei. After sorting, plates were frozen at −80 °C.

For PCR amplification, 2 μL of 0.2% SDS were added to each well and the plate was incubated for 7 min at 55 °C to denature transposase. 2.5 μL of 10% Triton X-100 were added to each well to quench SDS. 1.5 μL of 25 μM Primer i5 and 1.5 μL of 25 μM Primer i7 (Supplementary Table 1) were added to each well and the plate was gently vortexed and spun down briefly. 25 μL of PCR mix (Q5 DNA polymerase (M0491, NEB), 2 mM dNTP, Q5 buffer and 1X GC Enhancer) were added to each well. PCR was performed using the following protocol: 72 °C 5 min, 98 °C 30 s, 13 cycles of: [98 °C 10 s, 63 °C 30 s, 72 °C 30 s], 72 °C 5 min, held at 4 °C. All wells were pooled. Amplified DNA libraries were purified using MinElute columns (28004, Qiagen) using a vacuum apparatus (19413, Qiagen), washed twice with 750 μL Buffer PE (19065, Qiagen) and spun down at maximum speed for 1 min. Samples were eluted twice with warm elution buffer (10 mM Tris pH 8). The size selection was performed using Ampure XP Bead (A63880, Beckman Coulter). The concentration of each pooled PCR plate library was measured using a Qubit dsDNA HS Assay Kit (Q32851, Invitrogen) and library fragment distribution was quantified on Agilent Bioanalyzer. Libraries were subjected to digital PCR on a Bio-Rad QX200 droplet digital PCR. Libraries were loaded at 8 pM on a mid-lane output PE 150 bp. Libraries were sequenced on a Nextseq500 sequencer (Illumina) using custom read primers (Supplementary Table 1); custom recipe for the following, read 1: [36 imaged cycles], Index 1: [8 imaged cycles, 27 dark cycles, 8 imaged cycles], Index 2: [8 imaged cycles, 21 dark cycles, 8 imaged cycles], Read 2: [36 imaged cycles].

### snATAC-seq data pre-processing

Fastq files from two sequencing runs were merged and demultiplexed by adding cell barcode to each read. Demultiplexed pair-end reads were aligned to mm10 using Bowtie2^79^ with the parameters: bowtie2 -p 16 -t -X 2000-no-mixed-no-discordant. After alignment, reads were sorted by read name using samtools. The pair-end reads with low mapping quality fragments < MAPQ 30 and improperly paired fragments (SAM flag = 1804) were removed. Reads were separated based on the cell barcode and reads belonging to the same cell barcode were deduplicated. Of 1,020,363,364 sequenced read pairs, 791,158,286 (77.5%) mapped to the reference genome, with an assigned cell barcode. PCR duplicate reads (35%) and mitochondrial reads (0.2%) were removed. To check the quality of library, frequency of the insert sizes representing nucleosome patterns was plotted using ATACseqQC^80^ from aggregated samples (Supplementary Fig. 2a).

### snATAC-seq data quality control

To select cell barcodes, a histogram of the log-transformed number of reads per cell barcode was plotted (Supplementary Fig. 2d). The bimodal distribution indicates that cell barcodes with a low read sequencing depth are improper barcodes with background reads and cell barcodes within a high read depth distribution of reads are genuine cells. For initial filtering, we filtered out cells which have less than 1,000 reads (Supplementary Fig. 2c). To minimize the potential bias caused by the most abundant cell populations using aggregated accessibility peak sites from all cells, we adapted the previous strategy to generate a merged peak set from diverse cell populations after initial clustering^13^. For initial clustering, we first generated a cell-by-10kb-window sparse matrix using snapATAC^81^. To create this matrix, the genome was broken into uniformly sized 10 kb windows and the number of reads at a given bin for each cell was counted and binarized. Any windows overlapping with the ENCODE mm10 blacklist^82^ were filtered. Then, we used Signac, an R toolkit extension of Seurat for the analysis of single-cell chromatin data, for further analysis^21,22^.

Next, we normalized the cell-by-windows matrix by a TF-IDF transformation. Then, we performed shared neighbor network (SNN) graph-based clustering with the top 25 principal components except for 1st principal component. The 1st component was excluded for dimensionality reduction because it has a high correlation with sequencing depth. We visualized cell clusters by Uniform Manifold Approximation and Projection (UMAP). After identifying initial clusters, all cells in individual clusters were aggregated. For each cluster, peak calling was performed using the MACS2^83^ ‘callpeak’ command with the parameters: -nomodel-shift −100-extsize 200-keep-dup-all -q0.05. The summits were extended ±250 bp and the peak sites overlapping with the ENCODE mm10 blacklist^82^ were filtered. The peak sites identified from each cluster were merged and used to create a cell-by-peak matrix. Cells with less than 0.15 reads in peak ratio were removed. Then, we repeated clustering based on the cell-by-peak matrix. To create a gene activity matrix, we counted the reads on gene coordinates for mouse genome from EnsembleDB extended to include the 2 kb upstream^84^.

### Identification of doublets

Initially, we did not exclude doublets to see an impact of the doublets in our analysis. The major cluster identification was not significantly affected (Supplementary Fig. 2e). However, when we subclustered a single cluster, we consistently observed that a small fraction of cells formed a distinct cluster (Supplementary Fig. 2g, r). As an example, we observed a small cluster (cluster 2) among adipocytes (Supplementary Fig. 2g). GO analysis showed that the genes relatively more enriched in cluster 2 are associated with lymphocyte proliferation (Supplementary Fig. 2i). While accessibility of *Adipoq* was similar between cluster 1 and cluster 2, accessibility of *Ptprc* was relatively higher in cluster 2; the cluster 2 having intermediate accessibilities of marker genes for adipocytes and lymphocytes (Supplementary Fig. 2j, k). However, adipocytes and lymphocytes are less likely to share similar features. For example, PPARA motif enriched in adipocytes and ETS1 motif enriched in lymphocytes showed a negative correlation (Supplementary Fig. 2l). Therefore, we further analyzed if the cluster 2 exhibiting a hybrid feature of adipocytes and lymphocytes, the two largest clusters in our dataset, is a putative collision cluster.

The putative collision cluster could appear due to cell barcode collisions since the combinatorial indexing strategy procedure may generate barcode collision as previously reported^13^. Thus, it is likely to misinterpret a putative collision cluster as a novel cluster if doublets are included for further analysis. To determine whether the putative collision cluster is a novel cluster or a collision cluster, we first calculated the number of reads per cell. However, unlike the assumption that barcode collision cells have higher library complexity as they have reads from two different cells, the putative collision cluster showed the average library complexity as other subclusters in our dataset (Supplementary Fig. 2m, n). We generated ‘in-silico collisions’ by combining reads from random pairs of cells from our dataset. We found that these in-silico collisions clustered together with putative collision clusters and take similar coordinates on UMAP. To measure a likelihood of a cell being a doublet/collision, we adapted Scrublet^85^, a scRNA-seq tool for identifying doublets by calculating fraction of a cell’s neighbors that are in-silico doublets. The cells clustered into a putative collision cluster consistently showed high doublet scores, indicating these cells have high likelihood of being collision cells (Supplementary Fig. 2o, p). We also confirmed that the cells found in the putative collision cluster, doublets identified by Scrublet, and in-silico collisions have high correlations compared to singlets (Supplementary Fig. 2q). Overall, we filtered out 2,956 cells (8.3%) with a doublet score higher than 0.2 cutoff. It is consistent with the collision rate (~9%) estimated from our previous mixed species experiment^86^. After removing doublets, the putative collision clusters were no longer detected. Therefore, we performed further analysis without doublets.

### Identification of cell clusters and cell type annotation

A total 32,552 cells were used for further analysis after filtering out the low-quality cells (reads per cell < 1,000, reads in peak ratio < 0.15, and doublet score > 0.2). We repeated nonlinear dimension reduction and cell clustering based on top 50% variable peaks and 2nd to 15th components using Seurat’s SNN graph clustering^87^. To resolve identities of the cell clusters, we first identified sets of genes or peaks enriched in individual cell clusters in comparison with all other cell clusters by differential accessibility analysis using ‘FindAllMarker’ or ‘FindMarker’ function in Signac^21^. For the gene-based analysis, gene activity quantified by summing the fragments intersecting gene body and 2 kb upstream region was used. GO and KEGG pathway analyses were performed on a set of enriched genes (adjusted *p*-value or FDR < 0.05 and |log2FC| > 1.2) with ClusterProfiler^88^. In addition, Genomic Regions Enrichment of Annotations Tool (GREAT)^25^ analysis were performed on differentially accessible peaks.

After annotating cell types based on snATAC-seq data, we confirmed the cell type annotation with publicly available scRNA-seq data of SVF and snRNA-seq data of mature adipocytes from iWAT^9^. To transfer cell labels from the reference scRNA-seq and snRNA-seq data, scRNA-seq and snRNA-seq datasets were integrated with our snATAC-seq using SCTransform after normalizing two datasets^87^. For general annotation, we merged subpopulations of the same cell types in scRNA-seq data to one major cell type (e.g., adipocyte 1 through adipocyte 16 into one adipocyte cluster). Almost 85% of cells received higher than 0.5 prediction confidence scores except for the clusters such as vascular smooth muscle cells which were not found in scRNA-seq data.

### Cell abundance test with Milo

In addition to evaluating cell proportion changes among discrete clusters, we performed Milo^24^ to test differential abundance between experimental conditions (RT at day 0 and after cold exposure or CL treatment). Milo identified neighborhoods based on a k-nearest neighbor (KNN) graph and assigned cells to the neighborhoods^24^. Then, the number of cells in neighborhoods were counted and a matrix of the number of neighborhoods by the number of experimental samples was created. This revealed differential abundance between treatment conditions in a cell state rather than a pre-defined cell cluster.

### Transcription factor motif analysis with chromVAR

Firstly, to analyze differentially active motifs, motif analysis was performed on a set of peaks enriched in one group of cells compared to the other groups of cells using a function implemented in Signac^21^. Next, TF motif activity was computed by chromVAR and a cell-by TF z-score matrix was created^46^. To identify transcriptional programs underlying the cell states during beiging among 726 TFs in JASPAR2020 database^40^, we measured Pearson correlation between motifs using motif activity score computed by chromVAR. 64 TF motifs with motif variance higher than 1.8 were used for unsupervised hierarchical clustering based on the correlation coefficients to identify modules.

### Co-accessibility with cicero

To predict the potential *cis*-regulatory interactions, cicero was used to construct *cis*-regulatory networks by assessing co-accessibility of pairs of DNA elements and linking a promoter and its potential enhancers in distal sites^26^. Cicero calculated correlation (co-accessibility) between putative regulatory elements from aggregated accessibility across groups of cells. Then, links between regulatory elements and target genes were identified as putative enhancer-promoter pairs.

### Inference of cell-cell interaction with CellChat

To predict the potential cell-cell interaction from our snATAC-seq data, we utilized gene accessibility of ligands and receptors from a literature-supported signaling molecule interaction database (‘CellChatDB’)^58^. Then we predicted significant communications by identifying differentially accessible ligands and receptors for each cell cluster and associating each interaction with a probability value^58^. Then the significant cell-cell communications were identified by a statistical test that randomly permutating cell cluster and then recalculate the interaction probability^58^.

### Pseudotime trajectory analysis

We used ArchR^89^ to calculate the pseudotime value for each cell and to create pseudotime trajectory in a two-dimensional space. The adipocytes that passed previous quality control in Signac were used without additional filtering in ArchR. The trajectory backbone was defined to provide a rough ordering of cells from the cluster including the most day 0 cells to the other cluster with the most day 7 cells. Next, ArchR calculated mean coordinates of each cluster and computed the distance to the mean coordinates for each cell. ArchR provided a pseudotime value for each cell based on the Euclidean distance to their mean coordinates and plotted a trajectory. Finally, ArchR analyzed changes in features across pseudotime in motifs and genes.

### Lipidomics

A total of 40–50 mg of chopped adipose tissue was subjected to lipid extraction using a modified one step lipid extraction method to obtain fatty acid methyl esters (FAME)^90^. Adipose tissue was heated with an aqueous digesting and methylating reagent (1.2 mL methanol, 0.15 mL 2,2-dimethoxypropane (DMP) and 0.05 mL H2SO4) and an organic extraction reagent (1 mL heptane, 0.6 mL touluene) for 2 h at 80 °C. After cooling the tube at room temperature, 2 mL heptane and 2 mL saturated NaCl were added to the sample and centrifuged for 10 min at 3500 rpm. After keeping the sample at 4 °C overnight, two phases were formed, and top layer was transferred to a new tube. The sample was dried down under nitrogen and 60 μL of heptane was added. FAME were quantified by Shimadzu GCMS-TQ8050 triple quadrupole mass spectrometer with a CI-MS (Shimadzu) with a BPX 70 column (25 m × 0.22 mm × 0.25 m; SGE Inc.). An equal weight FAME mixture (462 A; Nu-Chek Prep, Inc.) was used to calculate response factors. The FAME were analyzed by gas chromatography covalent adduct chemical ionization tandem mass spectrometry by molecular weight and by diagnostic ion analysis. Elongation ratio was estimated by calculating (18:0 + 18:1n-7 + 18:1n-9)/(16:0 + 16:1n-7). Desaturation ratio was estimated by calculating (18:1n-7 + 18:1n-9 + 16:1n-7)/(16:0 + 18:0).

### Statistics and reproducibility

All statistical tests in our analysis were performed using R version (v3.5.0) and associated packages. In our analysis, cell proportions in Fig. 1d and lipid proportions in Fig. 7h–j were compared by ANOVA multiple comparisons test with Bonferroni’s post-hoc test. In the case of comparing two treatment conditions in Fig. 7f, g, Welch’s two sample t-test was performed. Comparisons were two-sided unless otherwise noted. Alpha was set at 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Reporting Summary

## Data Availability

snATAC-seq data reported in this study is deposited in NCBI Gene Expression Omnibus under accession number GSE185377. Publicly available snRNA-seq data of adipocytes and scRNA-seq data of adipose SVF from mice treated with saline, cold or CL up to 4 days were obtained from GEO with the accession number GSE133486^9^. The GEO accession number for PGC-1α ChIP-seq data from mouse brown adipose tissue is GSE110056^39^. The publicly available ESRRα ChIP-seq data from mouse liver was obtained from GEO with the accession number GSE43638^42^. The MEF2α ChIP-exo data from mouse skeletal myoblasts were obtained from GEO with the accession number GSE61207^43^. H3K27ac and H3K4me1 ChIP-seq data from beige adipocytes after cold exposure and white adipocytes at 30 °C were obtained from GEO with the accession number GSE108077^27^. All other data are available from the authors upon reasonable request.

# Supplementary material for: Remodeling of gene regulatory networks underlying thermogenic stimuli-induced adipose beiging
**Source:** Commun Biol. 2022 Jun 14;5:584. doi: 10.1038/s42003-022-03531-5
**Supplement:** Supplementary file 2 — Supplementary Information

## **Supplementary Information**

### **Remodeling of gene regulatory networks underlying thermogenic stimuli-induced adipose beiging**

Seoyeon Lee, Abigail M. Benvie, Hui Gyu Park, Roman Spektor, Blaine Harlan, J Thomas Brenna, Daniel C. Berry, Paul D. Soloway

This PDF file includes:

Supplementary Figure 1 to 9

Supplementary Table 1

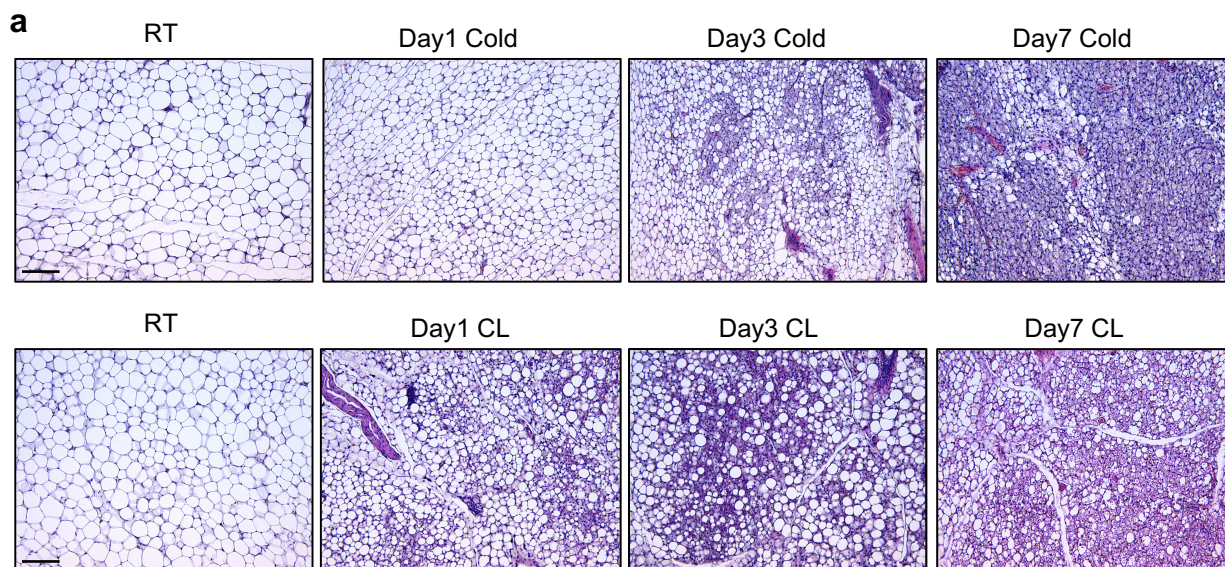

**Supplementary Fig. 1: Cold and CL lead to beige remodeling in inguinal adipose tissue.**

**a**, Representative 10X H&E-stained images of sections from iWAT depots from two-month-old male C57BL/6 mice exposed to cold (6°C) or CL-316,243 (CL; 1mg/kg/mouse/day) for 1, 3, or 7 days. Scale bar = 200  $\mu$ m.

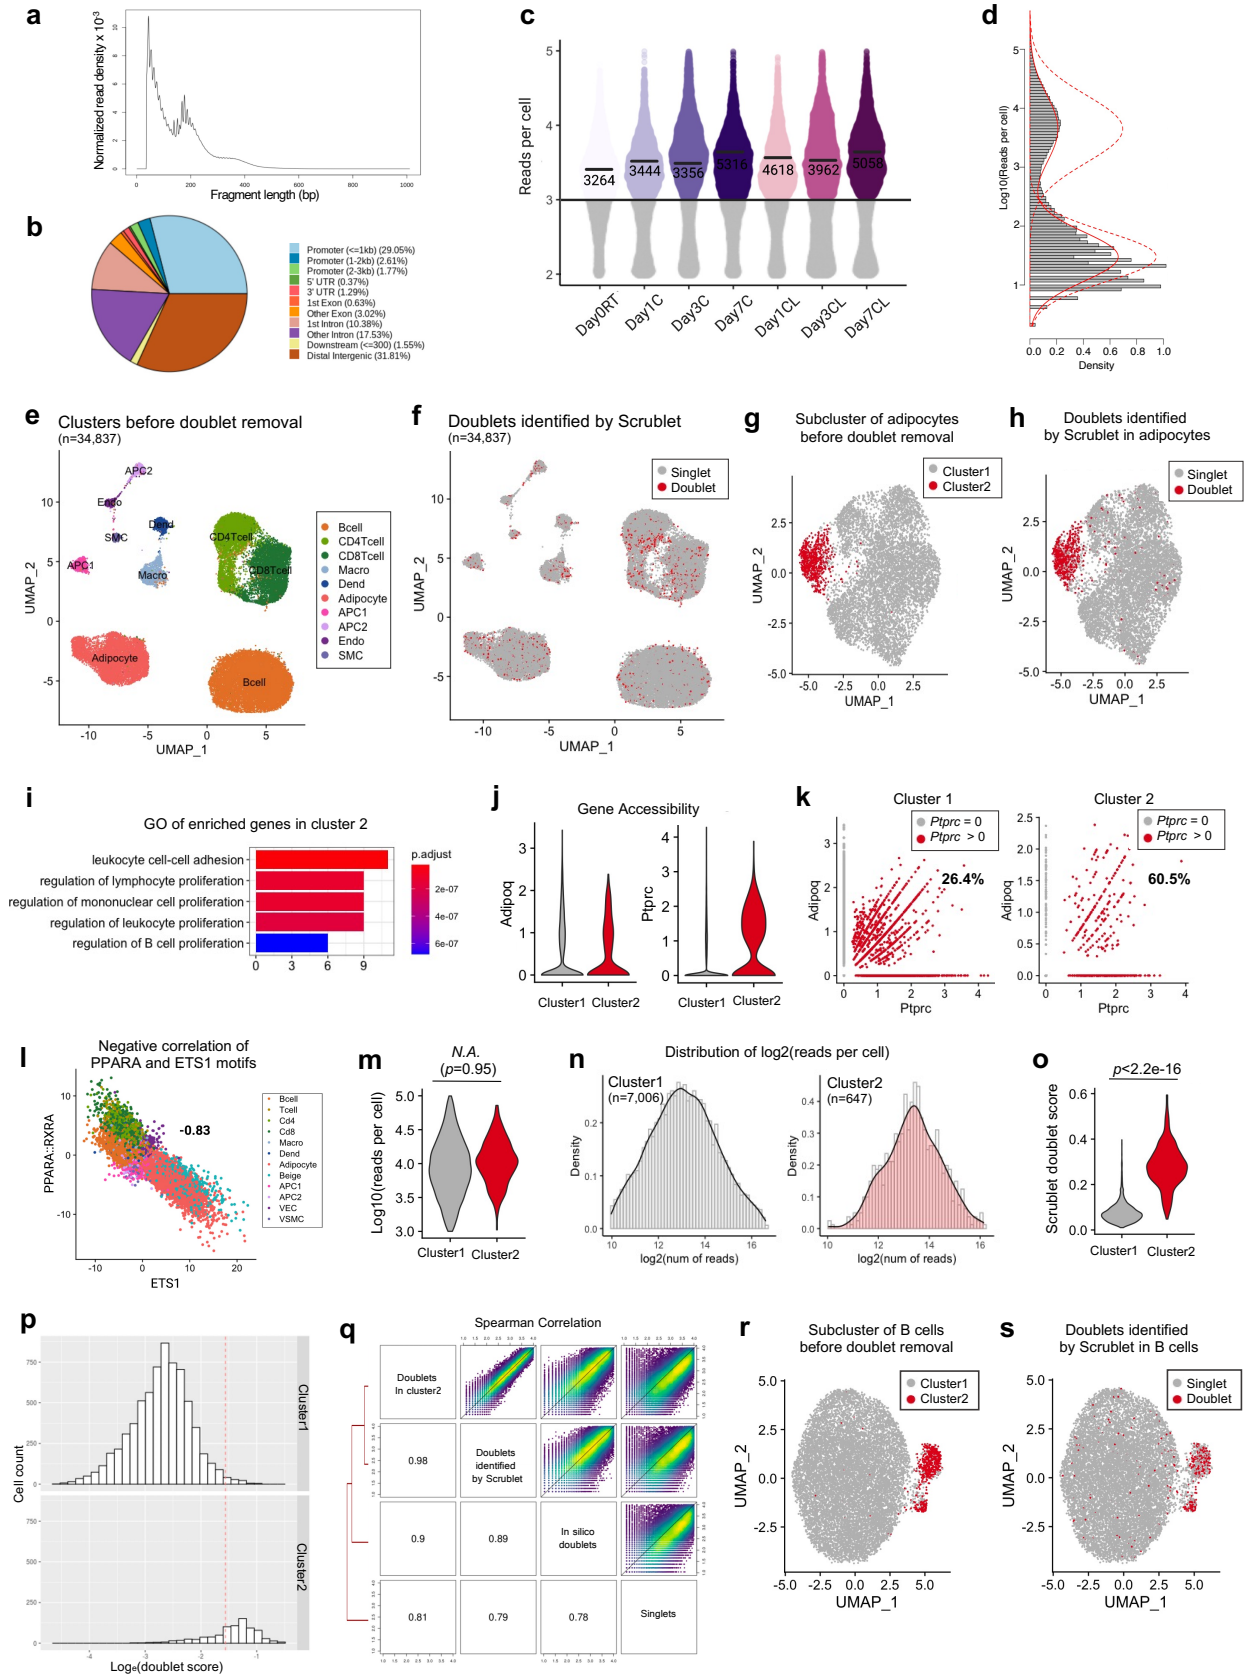

## Supplementary Fig. 2: Quality control metrics and doublet identification of snATAC-seq dataset.

**a**, Fragment size distribution plot shows peaks around 100 and 200bp, indicating enrichment of nucleosome-free and mono-nucleosome-bound fragments. **b**, Distribution of peaks on genome features shows that more than 30% of the peaks are in promoter regions, and more than half of the peaks fall into enhancer regions (distal intergenic and intronic regions). **c**, Distribution of reads per barcode for each cell from each group (n=3 for each group). The median fragment count for each group is indicated with a thick bar. The mean of log10 reads per cell of barcodes or cells passing that 1000 reads per cell cutoff is labeled. **d**, Histogram shows the distribution of reads and a bimodal distribution, indicating that a population with low reads per cell is not real cells. Red line obtained by mixture modeling separates two populations and shows inference about where the cutoff ("split") is. **e**, UMAP plot of 34,837 cells before removing doublets. Cells are colored by cell types. **f**, UMAP plot of 34,837 cells colored by grey (singlet) or red (doublet) using Scrublet<sup>1</sup>. **g**, UMAP plot of adipocytes (7,653 cells) before removing doublets. **h**, UMAP plot of adipocytes colored by grey (singlet) or red (doublet) using Scrublet. **i**, GO analysis of enriched genes in cluster 2. **j**, Normalized gene accessibility for adipocyte marker gene (*Adipoq*) and immune cell marker gene (*Ptprc*). **k**, Scatter plot of gene accessibility for *Adipoq* and *Ptprc*. Each dot is a cell. Red dots indicate the cells with >0 *Ptprc* accessibility. **l**, Scatter plot shows a negative correlation (-0.83 Pearson correlation) between adipocyte motif (PPARA::RXRA) and immune cell motif (ETS1). Dots are individual cells colored by cell types. **m**, Violin plot shows no statistically significant differences in reads per cell between cluster 1 and cluster 2. Welch's two sample t-test was performed. **n**, Histogram of reads per cell distribution in cluster 1 and cluster 2. **o**, Violin plot shows doublet scores of cluster 1 and cluster 2. Welch's two sample t-test was performed. **p**, Histogram of doublet score in cluster 1 and cluster 2. Red line is the threshold. **q**, Heatmap showing Pearson correlation of doublets in putative doublet cluster, doublets identified by Scrublet, in silico doublets (doublets simulated by random sampling from snATAC-seq dataset), and singlets (not in doublet cluster or identified as doublets by Scrublet). **r**, UMAP plot of B cells (12,555 cells) before removing doublets. **s**, UMAP plot of B cells colored by grey (singlet) or red (doublet) using Scrublet.

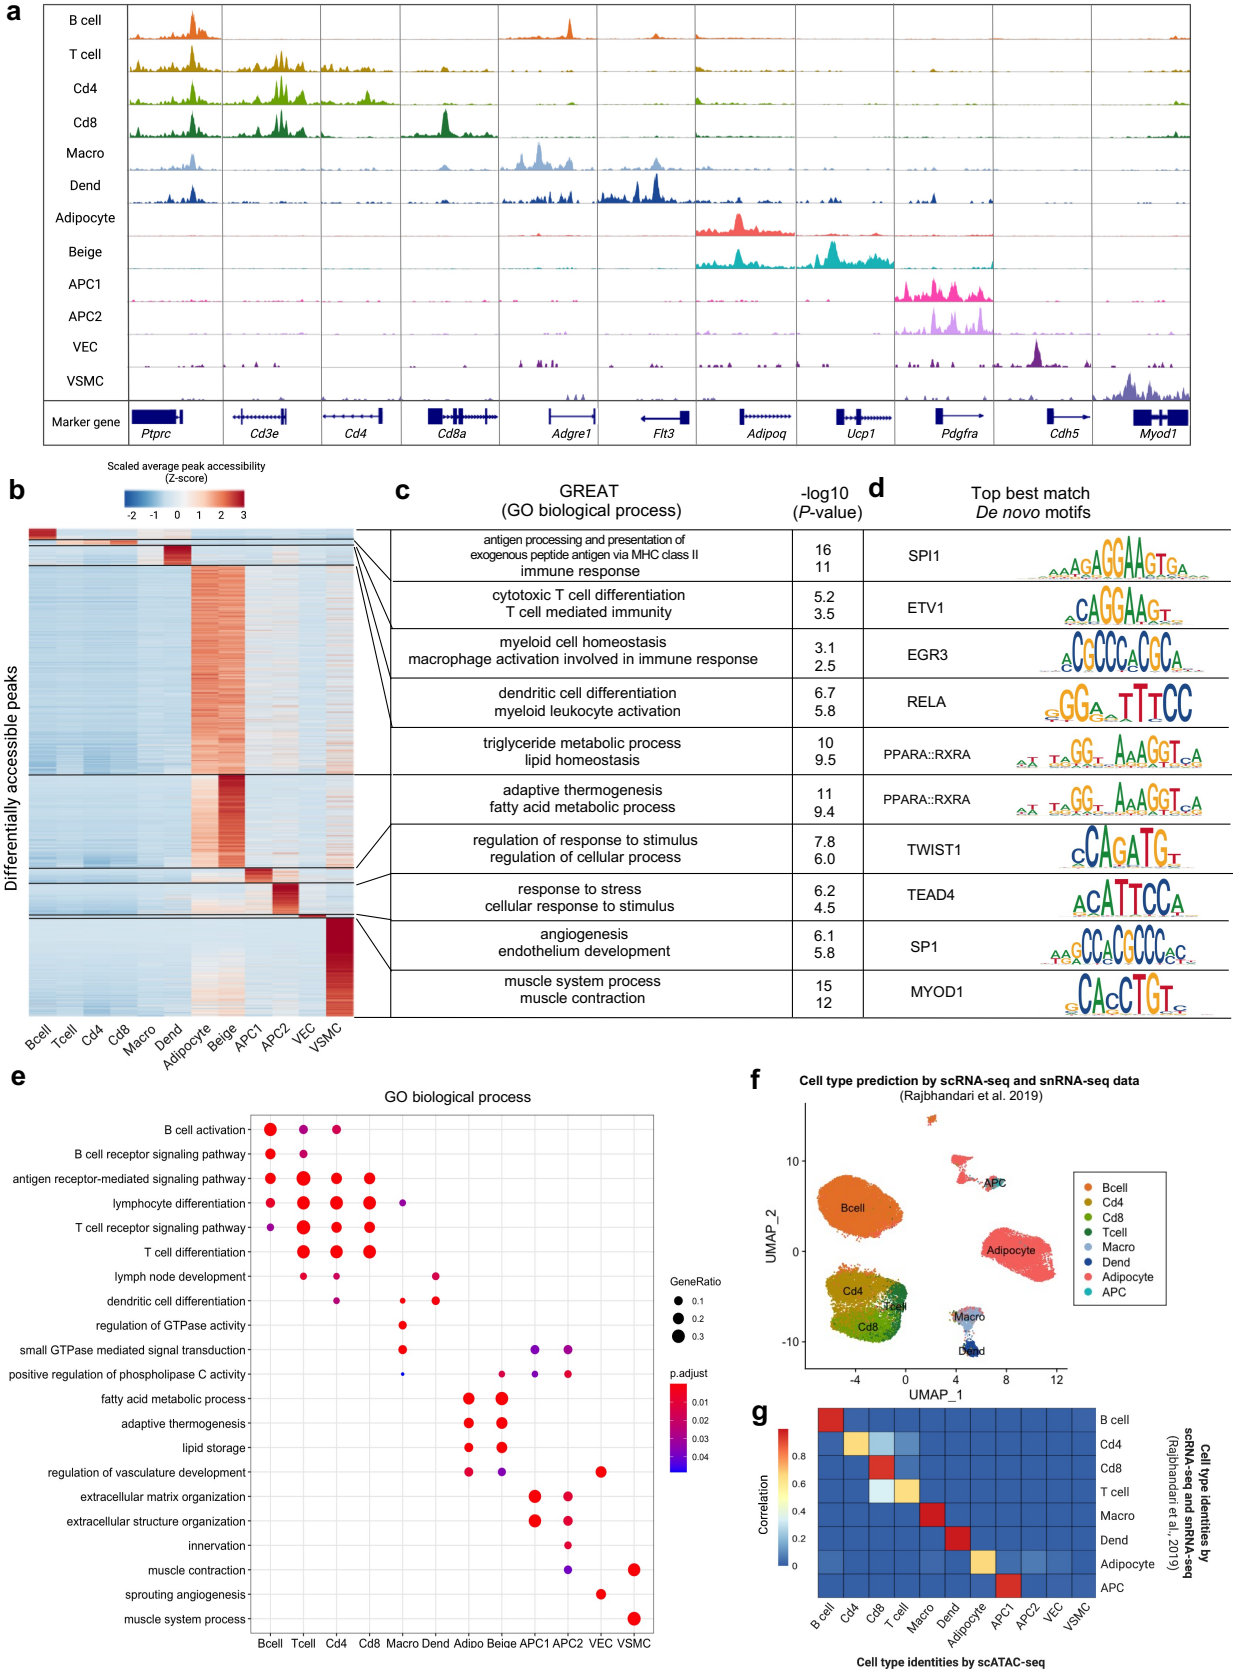

**Supplementary Fig. 3: Cell type identification of mouse inguinal adipose tissue.**

**a**, Aggregated snATAC-seq accessibility profiles of the promoters for cell-type marker genes. **b**, Differentially accessible peaks ( $> 1.15 \log_2$  fold-change) in each cell type. **c**, Biological function of differentially accessible regions enriched in each cell type using GREAT analysis<sup>2</sup> and  $-\log_{10}$  p-value of each term. **d**, Transcription factor motif enriched in highly accessible peaks in each cell type. **e**, GO analysis using the top 50 differentially accessible genes in each cell type. **f**, UMAP plot of cells annotated by predicted cell types from scRNA-seq and snRNA-seq data<sup>3</sup>. Endothelial cells and smooth muscle cells were not included in scRNA-seq data. **g**, Heatmap summarizing the accuracy of cell type identification measured by Pearson correlation between clusters identified in snATAC-seq and scRNA-seq<sup>3</sup>. Macro; Macrophage, Dend; Dendritic cell, APC1; Adipocyte progenitor cell 1, APC2; Adipocyte progenitor cell 2, VEC; Vascular endothelial cell, VSMC; Vascular smooth muscle cell

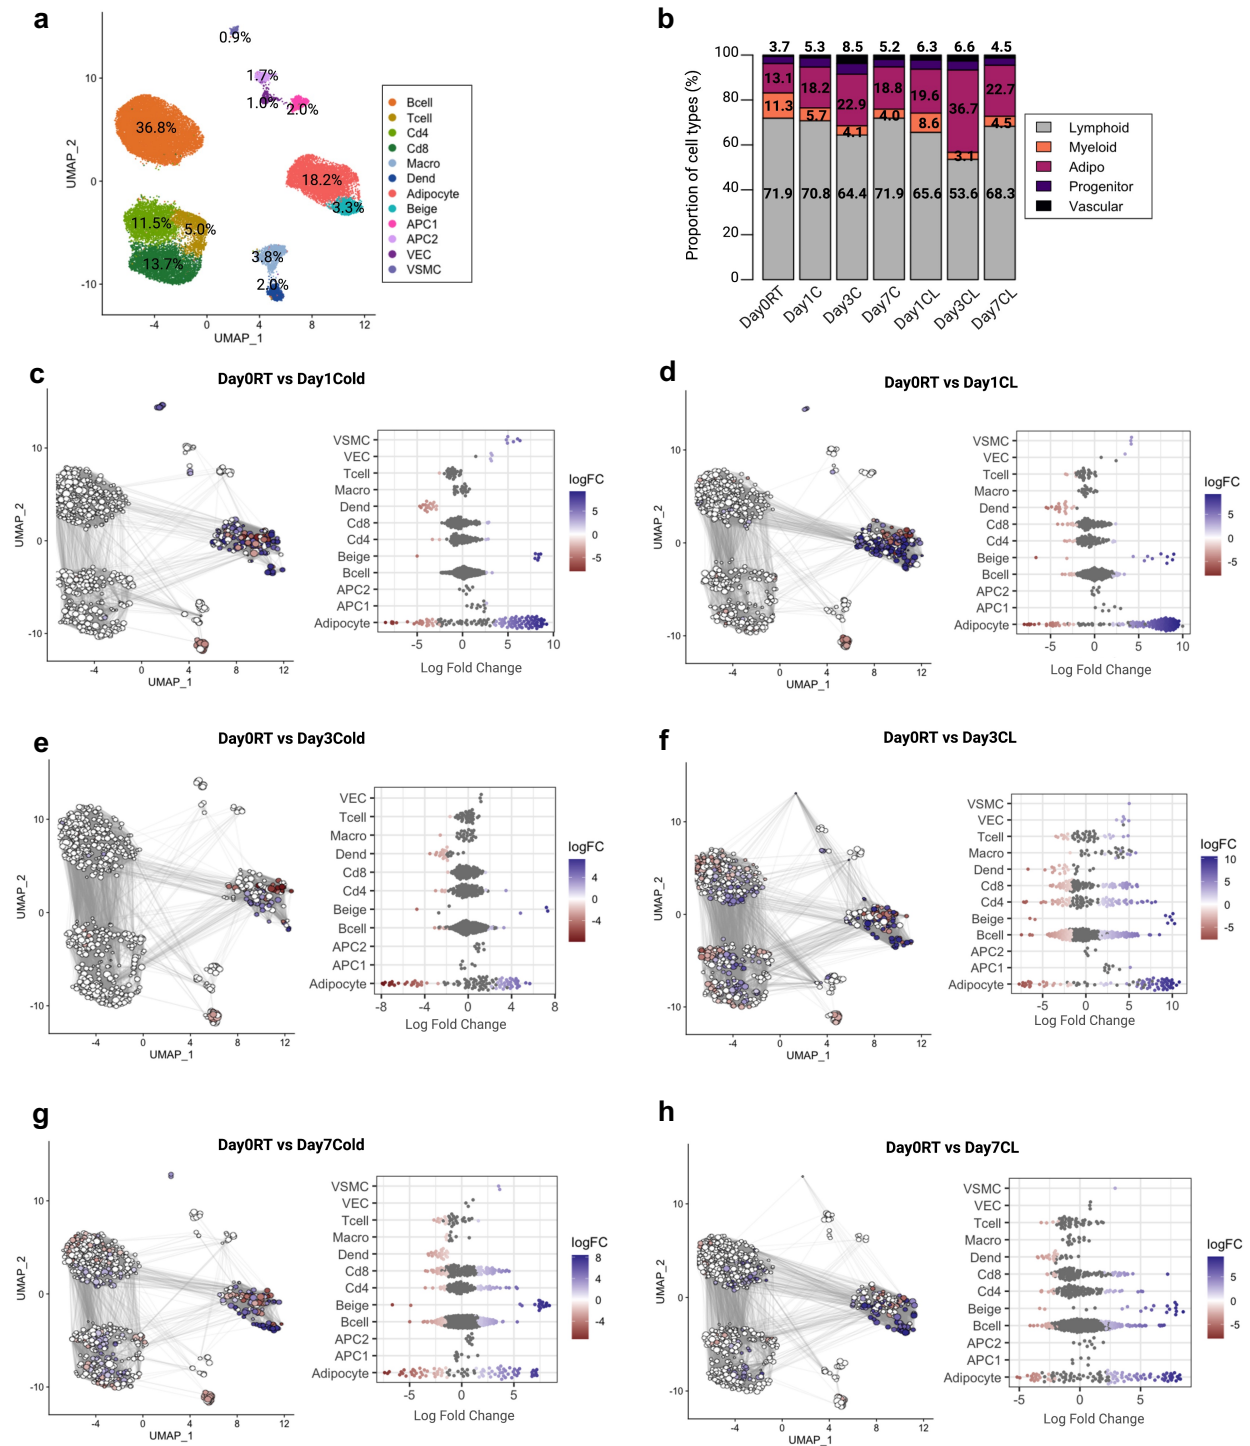

**Supplementary Fig. 4: Cell type distribution and differential cell abundance after cold exposure and CL treatment.**

**a**, UMAP plot of 32,552 cells from all groups. The percentage of cell types is labeled. **b**, Proportion of major cell types in each group. **c-h**, Milo analysis<sup>4</sup> of cell neighborhood abundance changes in Day 0 control vs.

Day 1, 3, or 7 of cold (**c,e,g**) or CL (**d,f,h**). In UMAP, size of points indicates the number of cells in a neighborhood; lines represent the number of cells shared between adjacent neighborhoods. Points are neighborhoods (Nhood), colored by the log fold differences at the two time points (FDR 10%). Beeswarm plots show the distribution of the log-fold in defined clusters.

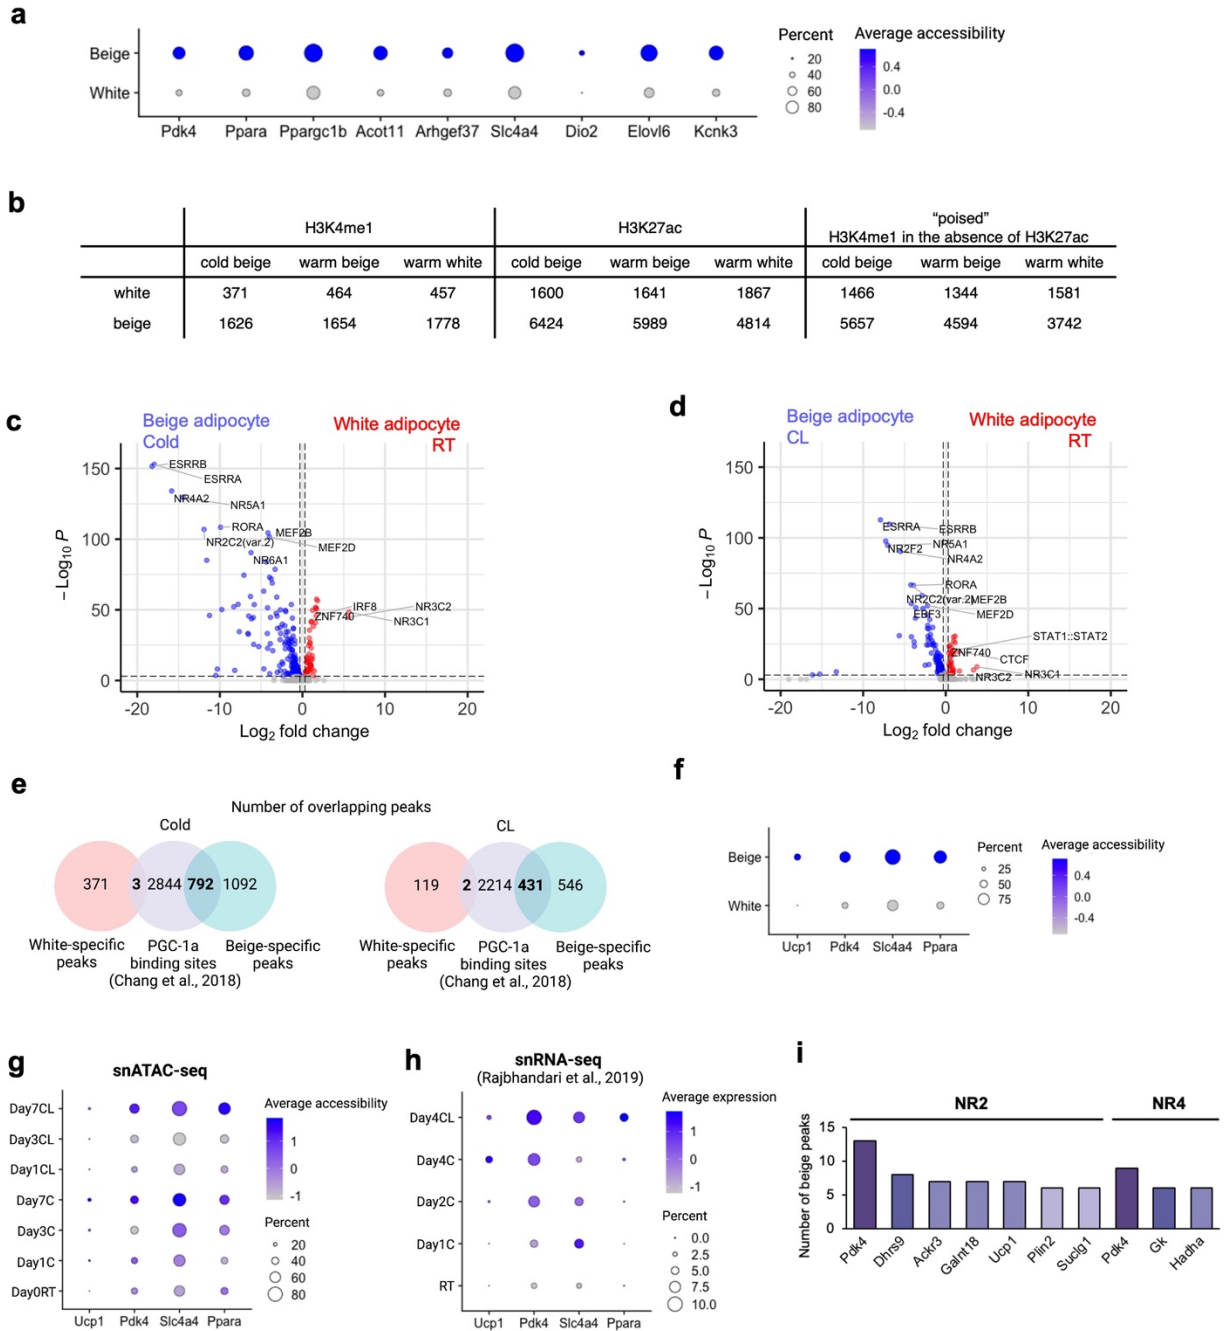

**Supplementary Fig. 5: Coordinating regulation of transcription factors and epigenetic modifiers in white and beige adipocytes.**

**a**, Dot plot showing normalized accessibility of genes with more than three beige-specific peaks closest to them. Dot size depicts the percent of cells having accessibility of a given gene. **b**, The number of overlaps between white-specific or beige-specific peaks from snATAC-seq data and histone marked peaks from H3Kme1 and H3K27ac ChIP-seq data<sup>5</sup>. White specific peaks tend to overlap with peaks enriched in warm white, while beige specific peaks tend to overlap with peaks enriched in cold beige. **c,d**, Volcano plot

displaying differential motifs enrichment between white adipocytes before any intervention and beige adipocytes after cold exposure (**c**) or CL treatment (**d**). Motifs with adjusted  $p$ -value  $< 10^{-3}$  & Abs(log2 fold-change)  $> 0.5$  are colored. **e**, Venn diagram showing the number of overlaps between white-specific or beige-specific peaks after cold exposure or CL treatment and PGC-1 $\alpha$  ChIP-seq binding sites<sup>6</sup>. **f**, Normalized accessibilities of the genes having more than three nearby beige-specific peaks that are overlapping with PGC-1 $\alpha$  binding sites. **g,h**, Dot plots displaying normalized snATAC-seq accessibility (**g**) and snRNA-seq expression level<sup>3</sup> (**h**) of the genes having more than three nearby beige-specific peaks overlapping with PGC-1 $\alpha$  binding sites. **i**, The number of overlapping beige-specific peaks with NR2 and NR4 motifs from *cisbp* database<sup>7</sup>. Genes are sorted by the number of overlapping peaks near them.

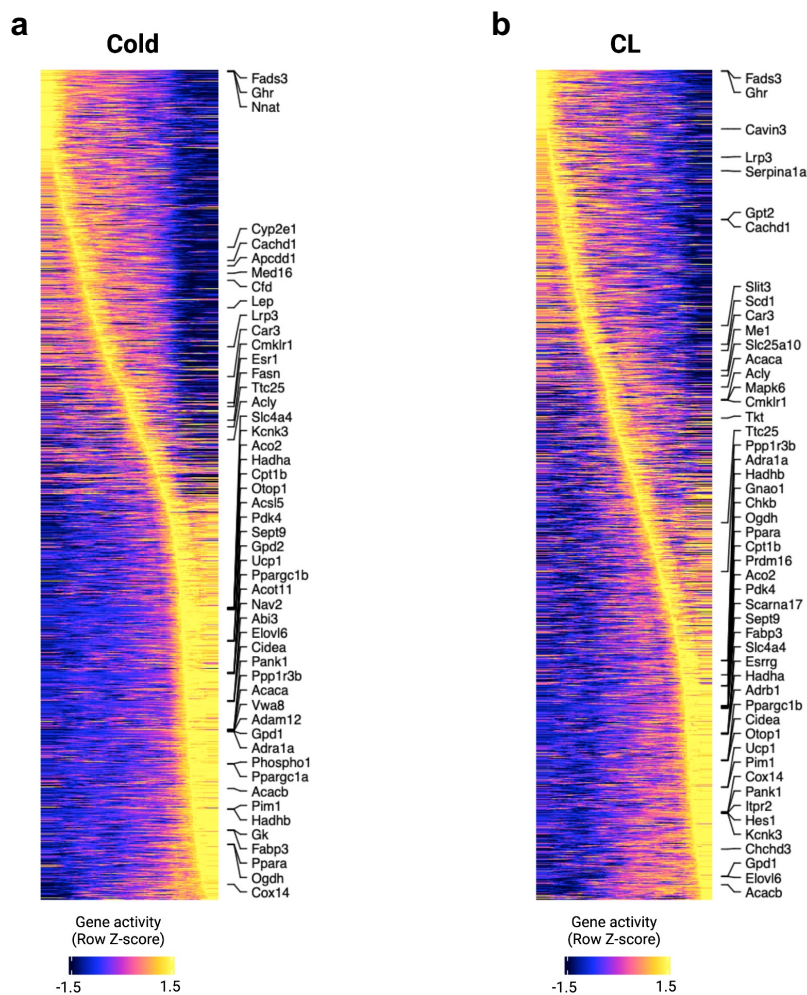

**Supplementary Fig. 6: Gene accessibility changes along with adipocyte pseudotime trajectory.**

**a,b,** Heatmaps display changes in gene accessibility along adipocyte pseudotime trajectory for cold (**a**) and CL (**b**). Top variable genes are labeled on the right side of the heatmap.

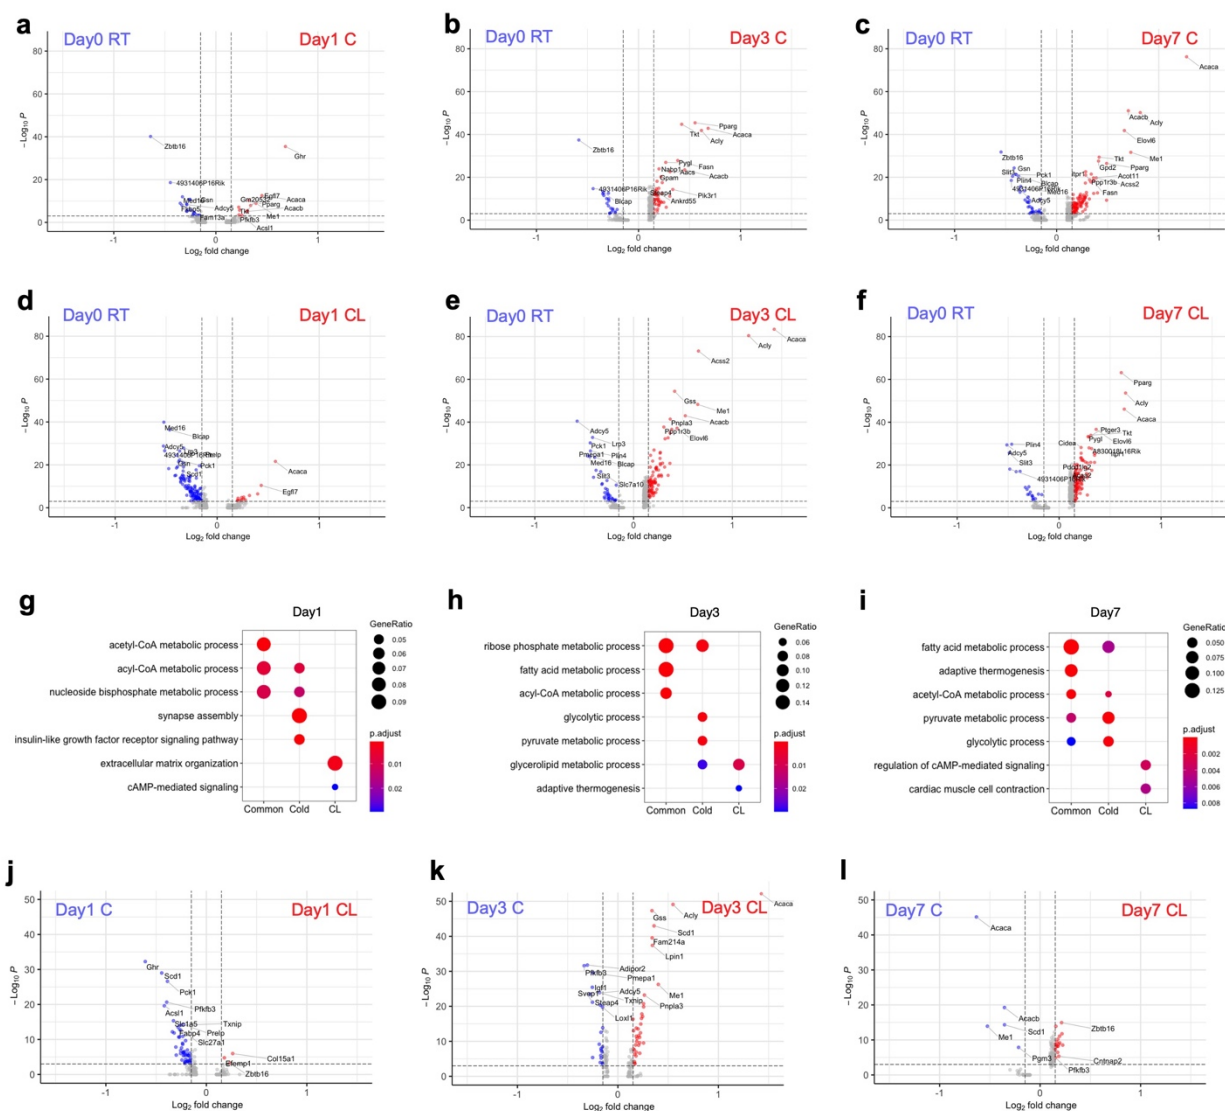

**Supplementary Fig. 7: Differentially accessible genes after cold exposure or CL treatment in adipocytes.**

**a-f**, Volcano plots of differentially accessible genes between day 0 RT and cold (**a,b,c**) or CL (**d,e,f**) at each time point in mature adipocytes (both white and beige adipocyte). Genes with adjusted  $p$ -value  $< 0.001$  &  $Abs(\log_{10}$  fold-change)  $> 0.15$  are colored and labeled. **g-i**, GO analysis of commonly more accessible genes after cold and CL treatment (common) and uniquely more accessible in cold or CL at each time point. **j-l**, Volcano plots of the differentially accessible genes between cold and CL at day 1 (**j**), day 3 (**k**), and day 7 (**l**) in mature adipocytes (both white and beige). Genes with adjusted  $p$ -value  $< 0.001$  &  $Abs(\log_2$  fold-change)  $> 0.15$  are colored and labeled.

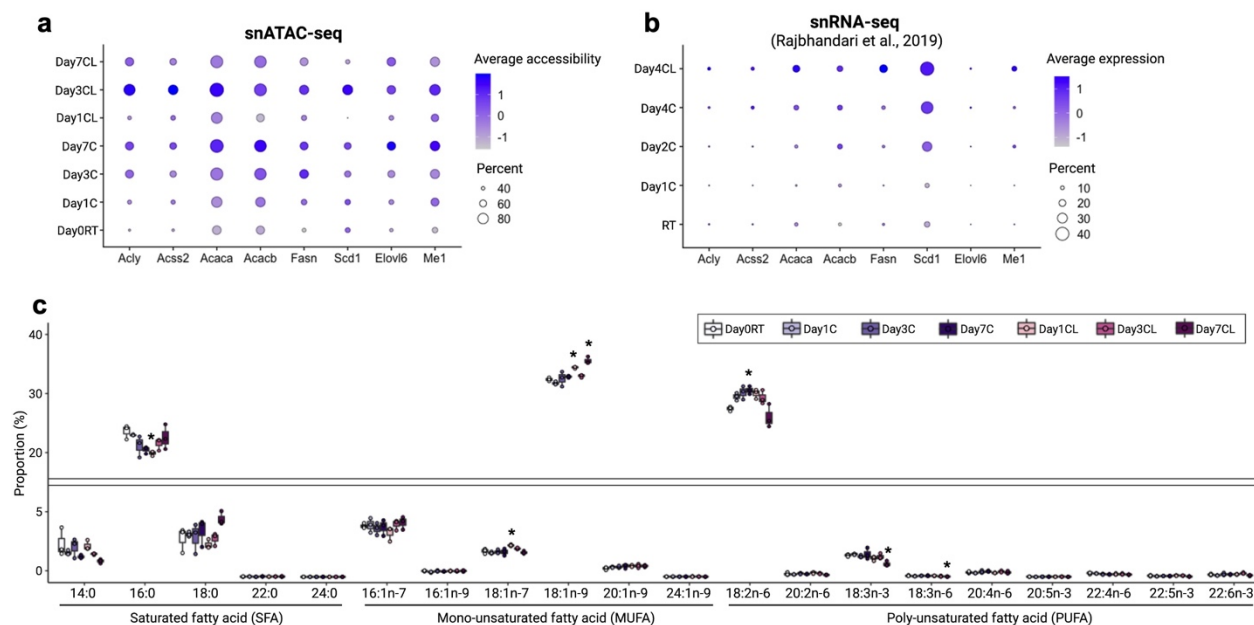

**Supplementary Fig. 8: Changes in accessibility and expression of genes involved in lipogenesis and proportion of lipid species after cold and CL treatment.**

**a,b**, Dot plots displaying normalized snATAC-seq accessibility (**a**) and snRNA-seq expression level<sup>3</sup> (**b**) of the lipogenic genes. **c**, Relative proportion of each lipid class by lipidomics analysis (n=3 per group). Color of bar indicates group. \*Adjusted  $p$ -value<0.05, ANOVA multiple comparisons test with Bonferroni's post-hoc test was performed.

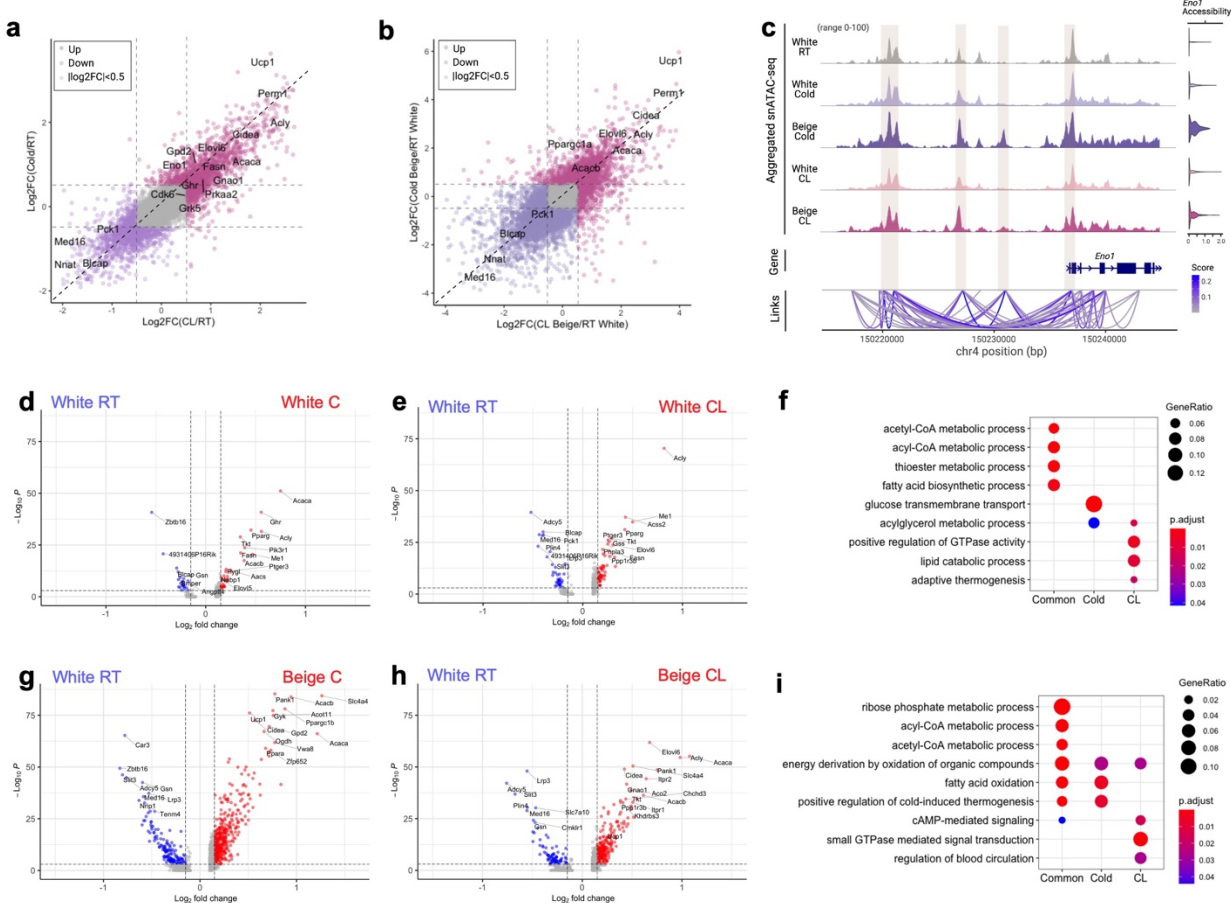

**Supplementary Fig. 9: Differentially accessible genes after cold exposure and CL treatment in white and beige adipocytes.**

**a**, Scatter plot of the log2 fold-change of genes after cold exposure and CL treatment. The genes with  $>0.5$  log2 fold changes are colored. **b**, Scatter plot of the log2 fold-change of genes in cold-induced and CL-induced beige adipocytes compared to white adipocytes at RT. The genes with  $>0.5$  log2 fold changes are colored. **c**, Genome tracks showing the aggregate snATAC-seq profiles of *Eno1* upstream in adipocytes. Links show *cis*-coaccessibility network with multiple connections between peaks around *Eno1*. Coaccessibility score  $> 0.2$  regions are highlighted by brown on genome and gene track. **d,e**, Volcano plots of the differentially accessible genes between white adipocytes at day 0 RT and after cold exposure (**d**) or CL treatment (**e**) from all three time points. Genes with adjusted  $p$ -value  $< 0.0001$  &  $Abs(\log_2 \text{fold-change}) > 0.15$  are colored. **f**, GO analysis of commonly more accessible genes after cold exposure and CL treatment (common) and uniquely more accessible after cold exposure or CL treatment in white adipocytes. **g,h**, Volcano plots of the differentially accessible genes between white adipocytes at day 0 RT and beige adipocytes after cold exposure (**g**) or CL treatment (**h**) from all three time points. Genes with adjusted  $p$ -value  $< 0.0001$  &  $Abs(\log_2 \text{fold-change}) > 0.15$  are colored. **i**, GO analysis of commonly more accessible genes after cold exposure and CL treatment (common) and uniquely more accessible after cold exposure or CL treatment in beige adipocytes.

**Supplementary Table 1. Oligonucleotide sequences.**

|                           |                                                   |
|---------------------------|---------------------------------------------------|
| 17_6                      | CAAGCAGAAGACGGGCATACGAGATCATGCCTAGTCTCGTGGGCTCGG  |
| 17_7                      | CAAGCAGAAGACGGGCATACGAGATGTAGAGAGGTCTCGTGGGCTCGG  |
| 17_8                      | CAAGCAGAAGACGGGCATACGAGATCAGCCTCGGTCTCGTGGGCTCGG  |
| 17_9                      | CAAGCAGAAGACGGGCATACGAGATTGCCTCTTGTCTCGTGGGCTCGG  |
| 17_10                     | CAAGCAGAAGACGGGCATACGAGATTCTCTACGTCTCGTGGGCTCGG   |
| 17_11                     | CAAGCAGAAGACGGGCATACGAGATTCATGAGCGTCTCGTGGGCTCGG  |
| 17_12                     | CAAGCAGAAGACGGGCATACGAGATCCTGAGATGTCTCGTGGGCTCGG  |
| 17_13                     | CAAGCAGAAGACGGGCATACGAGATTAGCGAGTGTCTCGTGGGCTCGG  |
| 17_14                     | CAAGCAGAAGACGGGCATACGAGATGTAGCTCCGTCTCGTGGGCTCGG  |
| 17_15                     | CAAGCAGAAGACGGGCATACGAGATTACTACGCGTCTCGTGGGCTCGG  |
| 17_16                     | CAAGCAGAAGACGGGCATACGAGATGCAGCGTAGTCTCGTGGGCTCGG  |
| 17_17                     | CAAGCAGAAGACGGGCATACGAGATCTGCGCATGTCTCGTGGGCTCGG  |
| 17_18                     | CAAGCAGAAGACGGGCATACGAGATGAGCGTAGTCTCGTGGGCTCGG   |
| 17_19                     | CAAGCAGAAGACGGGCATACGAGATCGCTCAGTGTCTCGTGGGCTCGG  |
| 17_20                     | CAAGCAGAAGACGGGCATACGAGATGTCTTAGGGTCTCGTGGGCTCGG  |
| 17_21                     | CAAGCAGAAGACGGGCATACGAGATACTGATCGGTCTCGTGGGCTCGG  |
| 17_22                     | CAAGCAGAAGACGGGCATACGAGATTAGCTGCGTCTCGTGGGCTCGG   |
| 17_23                     | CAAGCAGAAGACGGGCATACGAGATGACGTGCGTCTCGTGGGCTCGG   |
| 17_24                     | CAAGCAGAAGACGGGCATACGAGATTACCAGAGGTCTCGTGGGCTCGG  |
| 17_25                     | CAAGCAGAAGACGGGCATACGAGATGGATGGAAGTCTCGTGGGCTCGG  |
| 17_26                     | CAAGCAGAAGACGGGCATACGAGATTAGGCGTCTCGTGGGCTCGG     |
| 17_27                     | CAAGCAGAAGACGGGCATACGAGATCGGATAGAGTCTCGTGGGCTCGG  |
| 17_28                     | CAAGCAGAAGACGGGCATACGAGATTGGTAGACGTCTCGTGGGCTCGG  |
| 17_29                     | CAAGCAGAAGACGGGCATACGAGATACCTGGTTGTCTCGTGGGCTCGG  |
| 17_30                     | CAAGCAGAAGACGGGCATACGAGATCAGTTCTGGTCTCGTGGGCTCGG  |
| 17_31                     | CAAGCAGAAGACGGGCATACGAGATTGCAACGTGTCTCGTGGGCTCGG  |
| 17_32                     | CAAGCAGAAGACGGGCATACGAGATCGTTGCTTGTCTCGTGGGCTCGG  |
| 17_33                     | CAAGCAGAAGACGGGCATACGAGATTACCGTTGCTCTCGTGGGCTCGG  |
| 17_34                     | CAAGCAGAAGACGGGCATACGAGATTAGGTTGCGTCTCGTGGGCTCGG  |
| 17_35                     | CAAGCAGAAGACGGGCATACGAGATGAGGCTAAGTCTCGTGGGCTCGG  |
| 17_36                     | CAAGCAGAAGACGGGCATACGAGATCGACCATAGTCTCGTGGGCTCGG  |
| 17_37                     | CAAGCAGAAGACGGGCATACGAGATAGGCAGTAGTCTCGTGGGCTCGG  |
| 17_38                     | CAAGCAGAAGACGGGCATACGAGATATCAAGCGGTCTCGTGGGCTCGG  |
| 17_39                     | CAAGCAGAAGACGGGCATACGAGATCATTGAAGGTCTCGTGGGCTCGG  |
| 17_40                     | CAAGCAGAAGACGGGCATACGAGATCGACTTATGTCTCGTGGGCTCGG  |
| 17_41                     | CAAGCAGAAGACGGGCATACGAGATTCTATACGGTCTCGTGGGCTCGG  |
| 17_42                     | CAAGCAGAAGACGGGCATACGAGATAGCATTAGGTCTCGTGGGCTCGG  |
| 17_43                     | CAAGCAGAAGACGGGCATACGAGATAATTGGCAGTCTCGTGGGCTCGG  |
| 17_44                     | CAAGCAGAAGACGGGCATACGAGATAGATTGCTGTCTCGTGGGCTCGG  |
| 17_45                     | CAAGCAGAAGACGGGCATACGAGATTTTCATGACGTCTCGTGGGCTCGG |
| 17_46                     | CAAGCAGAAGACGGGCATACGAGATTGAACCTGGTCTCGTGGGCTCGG  |
| 17_47                     | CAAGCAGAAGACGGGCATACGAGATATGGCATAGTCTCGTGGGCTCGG  |
| 17_48                     | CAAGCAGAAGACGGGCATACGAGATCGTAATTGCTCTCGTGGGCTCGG  |
| Read 1 Sequencing Primer  | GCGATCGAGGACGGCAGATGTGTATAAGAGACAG                |
| Read 2 Sequencing Primer  | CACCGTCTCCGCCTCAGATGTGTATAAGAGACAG                |
| Index 1 Sequencing Primer | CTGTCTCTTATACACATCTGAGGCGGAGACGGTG                |
| Index 2 Sequencing Primer | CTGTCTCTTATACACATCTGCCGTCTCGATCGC                 |

## Supplementary References

- 1 Wolock, S. L., Lopez, R. & Klein, A. M. Scrublet: Computational Identification of Cell Doublets in Single-Cell Transcriptomic Data. *Cell Syst* **8**, 281-291 e289, doi:10.1016/j.cels.2018.11.005 (2019).
- 2 McLean, C. Y. *et al.* GREAT improves functional interpretation of cis-regulatory regions. *Nat Biotechnol* **28**, 495-501, doi:10.1038/nbt.1630 (2010).
- 3 Rajbhandari, P. *et al.* Single cell analysis reveals immune cell-adipocyte crosstalk regulating the transcription of thermogenic adipocytes. *Elife* **8**, doi:10.7554/eLife.49501 (2019).
- 4 Dann, E., Henderson, N. C., Teichmann, S. A., Morgan, M. D. & Marioni, J. C. Differential abundance testing on single-cell data using k-nearest neighbor graphs. *Nat Biotechnol* **40**, 245-253, doi:10.1038/s41587-021-01033-z (2022).
- 5 Roh, H. C. *et al.* Warming Induces Significant Reprogramming of Beige, but Not Brown, Adipocyte Cellular Identity. *Cell Metab* **27**, 1121-1137 e1125, doi:10.1016/j.cmet.2018.03.005 (2018).
- 6 Chang, J. S., Ghosh, S., Newman, S. & Salbaum, J. M. A map of the PGC-1alpha- and NT-PGC-1alpha-regulated transcriptional network in brown adipose tissue. *Sci Rep* **8**, 7876, doi:10.1038/s41598-018-26244-4 (2018).
- 7 Weirauch, M. T. *et al.* Determination and inference of eukaryotic transcription factor sequence specificity. *Cell* **158**, 1431-1443, doi:10.1016/j.cell.2014.08.009 (2014).

# Supplementary material for: Remodeling of gene regulatory networks underlying thermogenic stimuli-induced adipose beiging
**Source:** Commun Biol. 2022 Jun 14;5:584. doi: 10.1038/s42003-022-03531-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No computer code was used to collect the data.

Data analysis Fastq files from two sequencing runs were merged and demultiplexed by adding the cell barcode to each read. Demultiplexed pair-end reads were aligned to mm10 using Bowtie2 (v2.4.3) with the parameters: bowtie2 -p 16 -t -X 2000-no-mixed-no-discordant. After alignment, reads were sorted by read name using samtools (v1.11). Pair-end reads with low mapping quality fragments < MAPQ 30 and improperly paired fragments (SAM flag = 1804) were removed. Reads were separated based on the cell barcode and reads belonging to the same cell barcode were deduplicated. PCR duplicate reads identified by Picard (v2.26.1) 'MarkDuplicates' and the reads aligned to mitochondrial genome were removed. For initial filtering, we filtered out cells which have less than 1,000 reads. Then we first generated a cell-by-10kb-window sparse matrix using snapATAC. Then, we used Signac (v1.1.1) for further analysis. After initial clustering, all cells in individual clusters were aggregated. For each cluster, peak calling was performed using the MACS2 (v2.1.4) 'callpeak' command with the parameters: -nomodel-shift -100-extsize 200-keep-dup-all -q0.05. The summits were extended  $\pm 250$ bp and the peak sites overlapping with the ENCODE mm10 blacklist were filtered. The peak sites identified from each cluster were merged and used to create a cell-by-peak matrix. To create a gene activity matrix, we counted the reads on the gene coordinates for the mouse genome from EnsembleDB extended to include the 2kb upstream. Doublet identification was performed using rScrublet R package. Differential abundance testing was performed using MiloR (v0.99.6) R package. Gene Ontology analysis and KEGG pathway enrichment analysis of genes were carried out by clusterProfiler (v3.14.3). Biological function analysis of peaks was carried out by rGREAT (v1.22.0) R package. Motif analysis and co-accessibility were performed using chromVAR (v1.8.0) and Cicero (v1.3.4) respectively. Cell-cell interaction ligand-receptor analysis was performed using CellChat (v1.0.0) R package. Pseudotime trajectory analysis was carried out by ArchR (v1.0.1) R package. All codes were run using R (v3.5.0) and can be available upon request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

snATAC-seq data reported in this paper is deposited in the NCBI Gene Expression Omnibus under accession number GSE185377. The GEO accession number for the scRNA-seq and snRNA-seq data is GSE133486. Previously published mouse brown adipose tissue PGC-1 $\alpha$  ChIP-seq data from GSE110056. Publicly available mouse liver ESR $\alpha$  ChIP-seq data used in our analysis was obtained from GSE43638. Mouse skeletal myoblasts MEF2 $\alpha$  ChIP-seq data was obtained from GSE61207. H3K27ac and H3K4me1 ChIP-seq data from beige adipocytes after cold exposure and white adipocytes at 30°C were obtained from GSE108077.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Three biological replicates (three mice) for each group were used for snATAC-seq libraries.                                                         |
| Data exclusions | Reads were excluded if indexes did not match predetermined barcode sequences. Barcodes were filtered as described in the manuscript.                |
| Replication     | All three batches of snATAC-seq experiments were performed independently.                                                                           |
| Randomization   | Mice were randomly assigned to cold (6.5°C) or CL-316,243 (CL, 1 mg/kg), a $\beta$ 3-adrenergic receptor (Adrb3) selective agonist treatment group. |
| Blinding        | Blinding is not relevant to our study, as our statistical tools are not dependent on blinding.                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                          |
|-------------------------|--------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J 6-weeks-old male mice were purchased from Jackson Laboratories. |
| Wild animals            | This study did not involve wild animals.                                 |
| Field-collected samples | This study did not involve field-collected samples.                      |

## Ethics oversight

The experiments were performed with permission of the Institutional Animal Care and Use Committee (IACUC) at Cornell University (Protocol number 2017-0063).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

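Inguinal WAT of 21 mice was measured by snATAC-seq, with 3 mice in each of 7 groups: day 0 at RT, and 1, 3 or 7 days of cold or of CL. The deposited counts are a matrix of 189598 peaks by 32552 nuclei, made by the authors as follows. They aligned read pairs to mm10 with Bowtie2, removed reads with a mapping quality under 30, removed duplicates within each barcode with Picard, and removed nuclei with few reads. They called peaks in each initial cluster with MACS2, merged them, and removed nuclei with a ratio of reads in peaks under 0.15 or a Scrublet score over 0.2. The deposited counts are 0 or 1 in every entry and are not scaled by depth, a limit to 1 that the methods do not state and that was seen in the values. The deposited table of nuclei gives the mouse, the group and 1 of 12 cell types that the authors assigned after clustering with Signac. These cell types were used as deposited and no nucleus was clustered or filtered again.

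Peaks were 200 to 3649 bp wide, not windows of fixed width. Their ends lie within the chromosomes of GRCm38, and the GENCODE vM21 annotation of that build was used. The files do not say whether the first base of a peak is counted from 0 or from 1, so a coordinate may be off by 1 base. Of 21911 annotated genes, 17173 had a peak in the gene body or the 2 kb upstream. Of all peaks, 115692 lay in such a region and 3.38% lay in more than 1, where the gene that gives the signal cannot be told. Sums per mouse and cell type were used throughout with the mouse as the replicate, except for consensus sequences, tested over peaks, and confidence intervals of single mice, taken over nuclei. Mice had 1111 to 2021 nuclei and 1340376 to 6916698 detections, and single nuclei 91 to 46659 with a median of 1182.

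Gene and peak sums were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM normalization and filterByExpr, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. All 7 groups entered the adipocyte fit, in which white and beige nuclei were summed, and contrasts compared each group with day 0, all cold or all CL mice with day 0, and CL with cold. Beige and white adipocytes were compared with the mouse as a block in 19 mice with at least 10 nuclei of each class. Peaks were called specific at a log2 fold change over 1 in either direction. Each cell type was compared with the mean of the other 11 with the mouse as a block. Standard errors of log2 fold changes come from the F statistic of the fit. For adipocyte genes between groups, mice counted with a change lay on its side of the mean of the comparison group. Beige and white adipocytes were compared within each mouse, so their counts are of mice with that direction. Numbers of nuclei per type were compared with edgeR as well, and shares with two-sided exact permutation tests over mice. Trends with day were tested by permuting the days. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry, whose p asks whether the list as a whole moves within these mice. Scores of a list are means of log2(CPM + 1). Consensus sequences were searched on both strands of the genome sequence and compared with Fisher's exact test against tested peaks drawn with the same mean counts in 20 bins. Adipocyte nuclei were ordered by a latent semantic reduction (components 2 to 15) and 8 k-means clusters. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

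The comparisons, the gene lists, the rule for genes named in the text and most alternatives were fixed before the data were examined. Named are every gene the study names for a comparison, the 10 higher and 10 lower genes with the smallest p in each of the comparisons, and up to 4 members past the threshold of each list, or 2 where none passes. Named peaks are the beige-specific ones at Ucp1 and Pdk4 and the 5 with the smallest p. Alternatives were DESeq2 1.42.0, its size factors in edgeR, no low count filter, promoter peaks alone, white adipocytes alone, other minimum numbers of nuclei, other fold thresholds, the replicate number as a block, other denominators of shares, other backgrounds for consensus sequences, 10 bins, and each mouse left out in turn. Chosen after seeing the data were a correction for the limit of 1 detection per nucleus, a count filter by class, no dispersion trend in the test of abundance, backgrounds for consensus sequences matched on width and GC content, and leaving out the mice with under 100 adipocyte nuclei or the 3 mice with few T cells.

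Fits across genes, peaks and cell types were tested on simulated data drawn at the depth of the real sums. The tests of gene lists, scores, shares and trends and of CL against cold were not simulated. Of 2-fold changes, 67% were recovered after 7 days of cold and 64% after 1 day of CL in adipocytes (14408 genes), against 15% and 8% of 1.4-fold changes. Between beige and white adipocytes 97% of 2-fold and 58% of 1.4-fold changes were recovered for genes (13438), and 67% and 13% for peaks (34063). For APC2 against the other classes (17104 genes) 84% of 4-fold and 56% of 2-fold changes were recovered. In the test of abundance, 30% of simulated 8-fold drops of dendritic cells were recovered, so a drop of that size is missed more often than found. Between mice of a group, adipocyte sums varied little beyond counting noise, with a chi-square per gene of 0.953 to 1.51.

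Lipid profiles, histology, ChIP-seq, nuclear RNA-seq, co-accessibility, motif deviation scores, neighborhood tests of abundance, inference of signaling between cells and gene ontology tests were not analysed here. Results for a few single genes are not reported here.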

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

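The comparison of days 3 and 7, the tests on muscle genes of VSMCs, the relation of APC2 to T cells and the splits of the mice were chosen only after the result was seen. Lipogenic genes of adipocytes stood out because their difference between CL and cold changed with the day. The mean of Acaca, Acacb, Acly, Acss2, Fasn, Scd1 and Elovl6 lay above the cold mice after 3 days of CL and below them after 7 days, a change of 0.92 on the log2 scale between the days (two-sided exact permutation p = 0.005, 3 mice per group). With promoter peaks alone the differences after 3 and 7 days were smaller. Pnpla3, a lipase of lipid droplets that is induced with lipogenesis, was higher with CL than in the cold after 3 days by a log2 fold change of 0.50 (SE 0.12, adjusted p = 0.013, 3 of 3 mice). Me1, the malic enzyme, was lower after 7 days by -0.50 (SE 0.12, adjusted p = 0.0462, 3 of 3 mice). Pnpla3 did not pass without day3C replicate 3 (0.44) or day3CL replicate 2 (0.41), nor Me1 without any 1 of 9 mice (-0.26 without day7C replicate 1 to -0.62 without day7CL replicate 1).

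Adipocytes also stood out for a difference between treatments that the paper does not count over all days, with 263 genes higher and 135 lower with CL than in the cold. Zbtb16, a zinc finger factor that glucocorticoids induce, was higher by 0.31 (SE 0.08, adjusted p = 0.0145, 7 of 9 mice) and Pnpla3 by 0.31 (SE 0.09, adjusted p = 0.0296, 7 of 9). Acacb, the acetyl-CoA carboxylase of mitochondria, was lower by -0.21 (SE 0.06, adjusted p = 0.0401, 7 of 9). These calls were lost without any 1 of 6 (0.24 to 0.30), 7 (0.19 to 0.43) and 12 (-0.17 to -0.25) mice. Of 60 splits of the 18 mice, 1, the real split, gave as many as 398 genes and the highest other gave 55. The other splits mix days and treatments within a group, which can widen the spread and lower the count, so they cannot exclude chance. Without day1CL replicate 3 the counts were 4 and 3. The barcode indexes follow the treatments, so their part cannot be told apart from that of CL.

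The VSMC class stood out for genes of skeletal muscle. The paper names Mylk4, Myh4, Myog and Myod1 in this class, as smooth muscle markers. The 7 other genes of the list, which it does not name, were all higher, with a median log2 fold change of 3.02 against the other classes. Ttn, the giant protein of the sarcomere, was 374 ± 187 CPM (SD, n = 14 mice) in VSMCs and 38.6 ± 26.8 CPM (n = 19) in APC2, and Ckm, muscle creatine kinase, was 228 ± 144 and 12.3 ± 14.9 CPM. Against APC2 the skeletal muscle list had a median of 3.50 with 11 of 11 genes higher, which argues against a class of smooth muscle nuclei alone. The smooth muscle list had a median of -0.68, with Des higher and 3 of 8 genes lower, Tagln by -2.30 (SE 0.39). Skeletal muscle nuclei in the class stay open, since the list that raised the question is no test of them. Pax7, the factor of satellite cells, was higher by 2.54 (SE 0.62), so myogenic progenitors stay open too, and no condition of the design was tested as a biological explanation.

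APC2 stood out for genes of lymph node stroma, which the paper does not discuss, with a median log2 fold change of 2.79 over 4 genes and 3 of them higher, or 4 when adjusted over the list alone. Cxcl13, the chemokine that draws B cells into follicles, was 24.6 ± 22.5 CPM (SD, n = 19 mice) in APC2 and higher than in the other classes by 4.51 (SE 0.33). Ccl21a, which draws T cells, was 14.7 ± 18.2 CPM and higher by 4.33 (SE 0.37), with no detection in APC1. Madcam1, an adhesion protein of lymphoid tissue, was 9.24 ± 13.1 CPM and higher by 1.25 (SE 0.45). Among nuclei other than lymphocytes, APC2 were 0% and 0.19% in day1CL replicate 3 and day3CL replicate 2, the mice with few T and B cells, 1.32% in day3C replicate 1 and 2.97% to 14.1% in the other 18 mice, while APC1 were 8.38% and 6.47% in the first 2. Over those 18 mice the shares of T cells and APC2 in all nuclei were not related (r = 0.116, permutation p = 0.643, rho = 0.205), while APC1 fell as T cells rose (r = -0.587, permutation p = 0.0102). In shares of all nuclei, more T cells lower every other share, so this cannot decide a tie of APC2 to lymph node content. The relation with APC2 among nuclei other than lymphocytes was not tested. Fibroblasts of the lymph node and adipose progenitors were not told apart in this class.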

How the results depend on the processing

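The settings without the 3 mice with few T cells, without mice with under 100 adipocyte nuclei, without a dispersion trend, with a count filter by class, with a correction for the limit of 1 detection per nucleus and with motif backgrounds matched on width and GC content, and their tests, were chosen only after the result was seen. Setting every value to 0 or 1 changed nothing, as the values are 0 or 1 already, and leaving out mice with under 300 nuclei removed none, so these gave no values. Of counts and comparisons under the other settings, 312 kept their direction and side of the threshold or stayed within 1.5 times, 128 moved, 6 newly passed and 2 no longer passed. Of single genes and sites, 7979 kept both, 561 no longer passed, 86 newly passed, 11 moved and 24 reversed. With each mouse left out in turn, 722 counts and comparisons kept theirs, 156 moved, 3 no longer passed and 1 newly passed, and of single genes and sites 19199 kept theirs, 585 no longer passed, 108 newly passed and 2 moved. DESeq2 size factors kept 971 of 976 results, the correction for 1 detection 946 of 957, no low count filter 944 of 958 and promoter peaks alone 662 of 933. Where no reason is given for a value below, the cause was not tested.

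With DESeq2, 3 changes of cell types passed. It gave against day 0, 5 higher and 4 lower (day1C), 28 higher and 25 lower (day3C), 174 higher and 125 lower (day7C), 62 higher and 83 lower (day1CL), 117 higher and 58 lower (day3CL), 153 higher and 81 lower (day7CL), 72 higher and 71 lower (cold), 189 higher and 150 lower (CL). For CL against cold, 6 higher and 5 lower (day 1), 12 higher and 5 lower (day 3), 0 higher and 0 lower (day 7), 31 higher and 16 lower (all days) passed. On all 3 days, 1 (higher in the cold), 17 (higher with CL), 1 (lower in the cold), 14 (lower with CL) passed. On day 3 or 7, 71 (cold alone), 110 (both), 99 (CL alone) passed.

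Promoter peaks alone hold fewer counts per gene. They gave against day 0, 0 higher and 0 lower (day1C), 18 higher and 14 lower (day3C), 46 higher and 50 lower (day7C), 40 higher and 38 lower (day1CL), 83 higher and 36 lower (day3CL), 71 higher and 57 lower (day7CL), 18 higher and 25 lower (cold), 70 higher and 69 lower (CL). For CL against cold, 19 higher and 17 lower (day 1), 53 higher and 19 lower (day 3), 0 higher and 0 lower (day 7), 30 higher and 18 lower (all days) passed. On all 3 days, 0 (higher in the cold), 8 (higher with CL), 0 (lower in the cold), 9 (lower with CL) passed. On day 3 or 7, 22 (cold alone), 35 (both), 96 (CL alone) passed. Between classes 510 genes were higher in beige and 674 in white adipocytes. CL against cold was 0.27 on day 3 and -0.20 on day 7 for the lipogenic set and -0.21 on day 1 and 0.038 on day 3 for the glycolytic set. Log2 fold changes reversed for Acaca (-0.57 day7C, -0.50 day3CL, -0.57 day7CL, -0.47 cold, -0.43 CL, -0.077 day3CL against day3C, -0.18 beige against white), Gnao1 (-0.19 day7C, -0.073 day7CL) and Med16 (0.042 day1CL, 0.0066 day3CL, 0.027 CL against cold, 0.062 beige against white). They also reversed for Adcy3 (0.100 day3CL), Lpin1 (-0.11 day3CL, -0.36 day3CL against day3C), Blcap (0.043 CL) and Ttc7 (-0.014 CL), between classes for Adcy9 (-0.078), Arhgef37 (-0.063), Egfl7 (-0.0050) and Zfp652 (-0.25) and in VECs for Pecam1 (-1.31). Flt4 in VECs did not pass (0.99).

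White adipocytes alone leave out the beige nuclei. They gave against day 0, 8 higher and 19 lower (day1C), 62 lower (day3C), 153 higher and 101 lower (day7C), 86 higher and 83 lower (cold). For CL against cold, 97 lower (day 3), 4 higher (day 7) passed. On all 3 days, 3 (higher in the cold), 3 (lower in the cold) passed. On day 3 or 7, 47 (cold alone), 142 (both) passed. Of the lists, 2 passed for CL against cold. The glycolytic set lay at -0.030 for day1CL against day 0, a reversal, and -0.19 against day1C.

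Without the 3 mice with few T cells, which leaves fewer mice, 20 changes of cell types passed, the fall of macrophages passed (-1.89 percentage points) and the CL trend of the beige share passed (r = 0.85). This setting gave against day 0, 42 higher and 25 lower (day3C), 0 higher and 3 lower (day1CL), 152 higher and 80 lower (day3CL), 183 higher and 203 lower (CL). For CL against cold, 0 higher and 0 lower (day 1), 21 higher and 10 lower (day 3), 6 higher and 4 lower (all days) passed. On all 3 days, 0 (higher with CL), 3 (lower in the cold), 1 (lower with CL) passed. Leaving out mice with under 100 adipocyte nuclei gave against day 0, 135 lower (day1CL). For CL against cold, 40 higher and 35 lower (day 1) passed.

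With the replicate number as a block, 0 changes of cell types passed. It gave against day 0, 15 lower (day1C), 73 lower (day3C). For CL against cold, 23 higher and 9 lower (day 7) passed. On all 3 days, 3 (lower in the cold) passed. Profiles of mice with the same number correlated no better than others (r from -0.123 to 0.116, and 7 of 21 mice correlated best with their own number). The paper speaks of 3 batches run independently without saying whether a number stands for one, and 1 barcode index set went with each number, so it stays open whether the numbers mark batches. Specific peaks numbered 66 in beige and 104 in white adipocytes without the mouse as a block. That setting also left 11161 of 34063 peaks to test, and the filter by class, with as many peaks, gave 56 and 90, so the fall cannot be given to the block alone.

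Changes of cell types past the threshold numbered 2 with TMM factors and 3 without a dispersion trend. The trend of the beige share was 0.58 in the cold without the 2 mice farthest from the median day, and with CL 0.59 as a share of adipocytes and 0.80 as a share of nuclei other than lymphocytes. Gene lists past the threshold numbered 3 in the cold and 0 with CL for camera with an estimated correlation, and 7 and 5 for fry. Specific peaks in beige and white adipocytes numbered 3596 and 23686 without a low count filter, 56 and 90 with a filter by class and 3691 and 4231 at a lower fold threshold, which admits more by its construction. Dendritic cell genes numbered 2 higher with DESeq2 size factors and 1 lower without a low count filter. The glucocorticoid response element in white-specific peaks had an odds ratio of 2.60 against all tested peaks and 3.40 with matched width and GC content, and did not pass in the central 200 bp (2.01). The early genes of the ordering lay at -1.68 in the last of 10 bins against the first.

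With each mouse left out in turn, changes of cell types past the threshold ranged from 0 to 5, the change in dendritic share from -7.13 to -3.10 percentage points and the CL trend of the beige share from 0.33 to 0.70. Genes against day 0 ranged from 0 to 21 higher and 0 to 61 lower (day1C), 41 to 139 higher and 27 to 123 lower (day3C), 209 to 450 higher and 163 to 335 lower (day7C), 0 to 179 higher and 3 to 235 lower (day1CL), 156 to 472 higher and 79 to 288 lower (day3CL), 169 to 733 higher and 85 to 552 lower (day7CL), 51 to 184 higher and 53 to 189 lower (cold), 192 to 512 higher and 212 to 524 lower (CL). CL against cold ranged from 0 to 78 higher and 0 to 94 lower (day 1), 26 to 162 higher and 5 to 80 lower (day 3), 1 to 14 higher and 0 to 5 lower (day 7), 4 to 289 higher and 3 to 179 lower (all days). On all 3 days the ranges were 0 to 11 (higher in the cold), 0 to 63 (higher with CL), 0 to 15 (lower in the cold), 2 to 85 (lower with CL), and on day 3 or 7, 54 to 213 (cold alone), 180 to 357 (both), 220 to 623 (CL alone). The lipogenic set for CL against cold on day 3 ranged from 0.42 to 0.65, and dendritic cell genes from 0 to 3 higher and 0 to 3 lower. Higher and lower genes against day 0 or for CL against cold were 0 and 3 (day1CL) and 4 and 3 (CL against cold) without day1CL replicate 3, 156 and 79 (day3CL) and 26 and 5 (day 3) without day3CL replicate 2, 169 and 85 (day7CL) without day7CL replicate 1, 209 and 163 (day7C) without day7C replicate 1 and 48 and 27 (day3C) without day3C replicate 1. Without day0RT replicate 1, 2 or 3 they were 19 and 61, 5 and 8 and 0 and 0 for day1C and 371 and 264, 418 and 266 and 320 and 259 for day7CL. The numbers of genes and peaks between beige and white adipocytes stayed within 1.5 times (1465 to 1877 and 1707 to 2038 genes, 1426 to 1851 and 1180 to 1557 peaks).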

Differences from the paper's values

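The setting without the 3 mice with few T cells and the test of motifs against peaks matched on width and GC content were chosen only after the result was seen. Beige-specific peaks numbered 1738 and white-specific peaks 1351. The paper's Fig. 3g holds about 930 beige-specific and about 210 white-specific peaks, read by eye, and the paper's text speaks of over 6,000 beige-specific peaks that overlap H3K27ac. The paper states no threshold for these peaks, and its tests of accessibility compare nuclei, where mice were the replicates here. None of the 25 alternatives set before the data were examined came within 1.5-fold of any of these values, with 66 to 3691 beige-specific and 104 to 23686 white-specific peaks. The numbers of nuclei, the share of each main cell group over all nuclei and the pooled share of adipocytes, lymphocytes and myeloid cells in each group match the paper's.

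Genes higher than day 0 on all 3 days of cold numbered 6, against about 33 in the paper's Fig. 7a, read by eye. None of 27 alternatives set before the data were examined came closer than 11. Genes higher on day 3 or 7 in both treatments numbered 340, against about 190 in Fig. 7b, read by eye. Of the 27 alternatives, 7 came within 1.5-fold (white adipocytes alone, and without day0RT replicate 1, 2 or 3, day7C replicate 1 or 2, or day7CL replicate 1), and the range was 35 to 357. Genes higher with CL without passing in the cold numbered 495, against about 140 in Fig. 7b, read by eye. Of the same 27, DESeq2 and promoter peaks alone came within 1.5-fold, and the range was 96 to 623. For Fig. 7a and 7b the paper states no threshold. It gives an adjusted p under 0.05 with a log2 fold change over 1.2 for enriched genes, and under 0.001 with 0.15 on the log10 scale for genes marked in its plots of the same days, while an adjusted p under 0.05 alone was used here. Its tests of accessibility compare nuclei, where mice were the replicates here.

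The paper places Ucp1, Ppargc1b and glycerol kinase in the top 5 genes of beige adipocytes, and Lrp3 and Tenm4 in those of white adipocytes. They ranked 18, 44, 172, 20 and 34 by p here, while Pank1 and Slc4a4, and Car3 and Cmklr1, were among the first 10. Trabd2d has no match in the annotation, while Trabd2b, a gene of near name, ranked 10 among white genes (-0.80). The paper has the beige share rise with the time of both treatments. With CL the relation did not pass (r = 0.434), nor as a share of adipocytes once adjusted over the 4 relations (r = 0.594, permutation p = 0.0443, adjusted p = 0.0591). Unadjusted, it passed as a share of nuclei other than lymphocytes (r = 0.80, permutation p = 0.00288) and without the 3 mice with few T cells (r = 0.85, permutation p = 0.00273), a setting chosen after seeing the values. The paper finds ROR and MEF2 motifs enriched in beige adipocytes. The RORA consensus was not (odds ratio 0.36), and MEF2 passed against all tested peaks and against peaks matched on count, width and GC content but not against peaks with the same counts (1.52) or in the central 200 bp (1.39), while ESRR and NR4A passed. The paper gives NR3C as the most enriched family in white adipocytes. The glucocorticoid response element did not pass against peaks with the same counts (1.69) or in the central 200 bp (2.01), and passed against all tested peaks (2.60) and with matched width and GC content (3.40).

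Along the ordering, the paper has Esrra opening late. Its mean went from 41.7 to 45.3 CPM, within the spread of mice, while Ppara went from 85.1 to 166 and Mef2d from 59.8 to 83.2 CPM. The paper marks VECs by Chd5, which had no detection there, while the cadherin Cdh5 was higher by a log2 fold change of 1.99. It also has Pecam1 unique to VECs. Pecam1 was 353 CPM there and 398 CPM in B cells, which lie outside the progenitor and vascular nuclei of the paper's figure. The paper describes VSMCs by smooth muscle genes. Mylk4, Myh4, Myog and Myod1, which it names, were higher, Myf5 was not tested, and Acta2, of the smooth muscle list fixed before the data were examined, was lower by -1.49. The paper has Ebf2, Cd34 and Ly6a unique to APC1. All 3 were higher there than in APC2, but Cd34 was higher in VECs too. Ebf2 was 489 CPM in APC1 and 596 CPM in beige adipocytes, which lie outside the progenitor and vascular nuclei of the paper's figure.

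The paper has myeloid cells decrease after treatment. Dendritic cells passed, while macrophages lay below day 0 by -1.25 percentage points without passing (adjusted p = 0.626). They passed without the 3 mice with few T cells, left out after seeing the values (-1.89, adjusted p = 0.0196, 0.0196 to 0.744 over all settings). The paper relates genes that close in dendritic cells after treatment to NF-kB. No gene was lower here (edgeR, 67 with an unadjusted p under 0.05, DESeq2 0), and 1 was without a low count filter. The paper has genes open on all days in both treatments serve lipid synthesis. None of the 6 genes in the cold and the 58 with CL is in the lipogenic list, although Acaca, Acly, Fasn and Elovl6 were higher over all days in both. The paper has lipogenic and glycolytic genes open step by step in the cold. Above day 0, lipogenic genes lay at 0.54, 0.46 and 0.80 and glycolytic genes at 0.21, 0.13 and 0.28 after 1, 3 and 7 days. The means at day 3 were not above those at day 1, by gaps within the SD of the day 1 mice (0.31 and 0.13), so the order of these 2 days is not settled. The paper finds no change of glycolytic genes with CL. They lay above day 0 by 0.24, 0.26 and 0.17, with every CL mouse above every day 0 mouse, though promoter peaks alone gave 0.0010 and white adipocytes alone -0.030 after 1 day. The paper relates CL more than cold to cAMP signaling. Of 22 genes Pde10a was higher and Adcy5 lower with CL. The paper has Eno1 more open in beige adipocytes of the cold. Cold was above CL by 21.2 CPM (exact p = 0.143), which did not pass. This sum covers the gene body and 2 kb upstream, while the paper shows tracks and co-accessible peaks of the region upstream of Eno1. It also holds 9 cold and 7 CL mice, so the days do not weigh alike.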

Other observations

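All tests on mice with few T cells, on dendritic cells per macrophage and at like T cell shares, on single day 0 mice and on other splits of the mice were chosen only after the result was seen, apart from that on T cell markers in B cells and the splits for cell types. In adipocytes of CL mice, 5 of 9 lipolysis genes were less accessible than at day 0, Pnpla2, Lipe, Plin1, Plin4 and Adrb3, and 5 when adjusted over the list alone, with a median log2 fold change of -0.30 (camera, adjusted p = 0.00321, or 0.253 with an estimated correlation). Pnpla2, the first lipase of triglyceride, was lower by -0.43 (SE 0.11, adjusted p = 0.00674, 9 of 9 mice), and did not pass without day0RT replicate 1 (-0.32). Dgat1 was lower by -0.59 (SE 0.12, adjusted p = 0.000308, 9 of 9) and Cidec, which enlarges lipid droplets, by -0.43 (SE 0.11, adjusted p = 0.00629, 9 of 9). Plin4, a droplet coat, was lower by -0.39 (SE 0.10, 9 of 9) but not without day0RT replicate 1 (-0.37) or 2 (-0.34), and Plin1 by -0.39 (SE 0.10, 8 of 9) but not without day0RT replicate 1 (-0.26) or day1CL replicate 3 (-0.35). Adrb3 was lower by -0.42 (SE 0.12, 9 of 9) but not without day0RT replicate 1 (-0.34) or 3 (-0.51) or day7CL replicate 1 (-0.37). In the cold none of these 9 genes passed with edgeR, or 3 lower when adjusted over the list alone, and the difference between CL and cold did not pass for the list (adjusted p = 0.0773).

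In the cold, Gpam, which starts glycerolipid synthesis, was higher by 0.37 (SE 0.10, adjusted p = 0.0319, 9 of 9 mice) and Dgat1 lower by -0.39 (SE 0.11, adjusted p = 0.0396, 8 of 9). The glucocorticoid targets Fkbp5 (-0.45, SE 0.12, adjusted p = 0.0316, 9 of 9) and Sgk1 (-0.43, SE 0.12, adjusted p = 0.0332, 8 of 9) were lower. Gpam did not pass without any 1 of 5 mice (0.33 to 0.39), Dgat1 of 6 (-0.32 to -0.46), Fkbp5 of 4 (-0.27 to -0.41) and Sgk1 of 6 (-0.31 to -0.44). With CL, Angpt2, which destabilizes vessels, was higher by 0.46 (SE 0.14, adjusted p = 0.0368, 9 of 9 mice), but not without any 1 of 5 mice (0.39 to 0.55). All 9 peaks of Angpt2 are shared with Mcph1, so the gene that gives these values cannot be told. Between classes, beige adipocytes were lower than white ones in interferon genes, with Ifit3 at -1.24 (SE 0.26, adjusted p = 4.99e-05, 17 of 19 mice). Of 8 genes in that list 4 were lower, and 4 when adjusted over the list alone (median -0.35, camera adjusted p = 0.0441, or 0.21 with an estimated correlation). Col3a1, a fibrillar collagen, was 27.6 ± 16.1 CPM (SD, n = 19 mice) in beige and 68.2 ± 14.2 CPM in white adipocytes (log2 fold change -1.38, SE 0.14, 19 of 19 mice). Of 9 matrix genes 5 were lower and Loxl1 higher, or 7 and 1 when adjusted over the list alone. Srebf2, the factor of sterol synthesis, was higher in beige adipocytes by 0.43 (SE 0.09, adjusted p = 2.46e-05, 17 of 19), and Pgf, a growth factor of vessels, by 0.69 (SE 0.16, adjusted p = 0.000177, 13 of 19).

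T cells were 5.60% (95% confidence interval by Clopper-Pearson 4.51 to 6.86) of nuclei in day3C replicate 1, 5.94% (4.62 to 7.50) in day1CL replicate 3 and 1.69% (1.05 to 2.57) in day3CL replicate 2, and 24.3% to 44.3% in the other 18 mice. B cells of the last 2 mice were at most 12.4% (10.6 to 14.4), below the lowest of the other mice (29.8%), as a missing lymph node would give, which is a candidate explanation. In day3C replicate 1 B cells were 31.2% (28.9 to 33.5), within the range of the other mice, which argues against a missing lymph node there. T cells named B cells are argued against too, since T cell markers in B cell sums of that mouse had a mean of 40.9 CPM, below the highest of the other mice (62.1 CPM). Each mouse belongs to another group, so no biological explanation was tested.

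Dendritic cells were 1.27 ± 0.63 (SD, n = 3 mice) per macrophage at day 0 and 0.44 ± 0.33 (n = 18) in the treated mice (two-sided exact permutation p = 0.00602, 13 of 18 below every day 0 mouse). This ratio also went with the content of the sample, as it was at most 0.073 in the 3 mice with few T cells and at least 0.19 in the others. In the 6 treated mice with T cell shares within the day 0 range (32.2% to 38.0%), dendritic cells were 1.73% ± 0.75 (SD), below 6.52% at day 0 (two-sided exact permutation p = 0.0238), which argues against other content of T cells as the whole source of the lower dendritic share. The 2 highest day 0 shares were 10.8% and 6.12%, both above the highest treated share (2.84%) by more than the SD of the treated mice (0.794), which argues against 1 day 0 mouse alone as the source. Without any 1 of them the adjusted p was up to 0.189, a test that 2 mice against 18 are too few to pass. The third day 0 mouse (2.69%) lay within the range of the treated mice. Treatment stays open.

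Of 60 splits of the 12 mice, 2 gave as many adipocyte genes as the 336 between cold and day 0, the real one and the highest other. The highest other set the day7C mice apart and gave 594, more than the real one. For CL against day 0, 1 of 60 splits, the real one, gave as many as 924 genes, and the highest other, which set the day7CL mice apart, gave 544. Both highest others kept the mice of each group together, while most splits mix groups, which can widen the spread and lower the count. These splits therefore cannot exclude chance for cold or CL against day 0. For beige against white adipocytes the real split was 1 of 50 for 3824 genes (highest other 1410) and 1 of 25 for 3089 peaks (1290). For dendritic cells against other immune cells it was 1 of 21 for 8783 of 15000 drawn peaks (3) and for each cell type against the others 1 of 21 for 3558 calls over 600 drawn genes (47). These classes were made from the same accessibility, so the splits had to come out this way and decide nothing. For dendritic cell genes 0 were found after treatment (edgeR, 67 with an unadjusted p under 0.05, DESeq2 0), so all 60 splits had to give as many (highest other 1) and decide nothing either. For single days there are 10 splits, too few for a share under 0.05. The real counts and the highest others were 49 and 7 (day1C), 235 and 1 (day3C), 726 and 5 (day7C), 374 and 17 (day1CL), 687 and 9 (day3CL) and 1118 and 26 (day7CL) against day 0, and 133 and 22, 210 and 20, and 16 and 2 for CL against cold on days 1, 3 and 7, with 1 split as large in each.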
